# mRNA Cap Methylation in Pluripotency and Differentiation

**DOI:** 10.1016/j.celrep.2016.06.089

**Published:** 2016-07-21

**Authors:** Laura Grasso, Olga Suska, Lindsay Davidson, Thomas Gonatopoulos-Pournatzis, Ritchie Williamson, Lize Wasmus, Simone Wiedlich, Mark Peggie, Marios P. Stavridis, Victoria H. Cowling

## Abstract

The mRNA cap recruits factors essential for transcript processing and translation initiation. We report that regulated mRNA cap methylation is a feature of embryonic stem cell (ESC) differentiation. Expression of the mRNA cap methyltransferase activating subunit RAM is elevated in ESCs, resulting in high levels of mRNA cap methylation and expression of a cohort of pluripotency-associated genes. During neural differentiation, RAM is suppressed, resulting in repression of pluripotency-associated factors and expression of a cohort of neural-associated genes. An established requirement of differentiation is increased ERK1/2 activity, which suppresses pluripotency-associated genes. During differentiation, ERK1/2 phosphorylates RAM serine-36, targeting it for ubiquitination and proteasomal degradation, ultimately resulting in changes in gene expression associated with loss of pluripotency. Elevated RAM expression also increases the efficiency of fibroblast reprogramming. Thus, the mRNA cap emerges as a dynamic mark that instructs change in gene expression profiles during differentiation and reprogramming.

## Highlights

• The mRNA cap methyltransferase RNMT-RAM is highly expressed in embryonic stem cells
• RNMT-RAM is important for the expression of pluripotency-associated genes
• During neural differentiation, the cap methyltransferase activator RAM is repressed
• Repression of RAM contributes to upregulation of neural genes and neural morphology

## Introduction

In pluripotent stem cells, differential expression of a network of transcription factors governs the selection of self-renewal or differentiation (Dunn et al., 2014, Tanabe et al., 2014). A stable pluripotent state can be induced in somatic cells by expression of four transcription factors: Oct4, Sox2, Klf4, and c-Myc (Takahashi et al., 2007, Takahashi and Yamanaka, 2006). Chromatin modifiers and remodelers and the transcriptional machinery facilitate the function of the core transcription factors during differentiation and reprogramming (Bickmore and Zaret, 2010). However, changes in transcription alone cannot achieve the proteomic requirements of pluripotency and differentiation. Notably, an initial study that generated induced pluripotent stem cells required enhanced expression of LIN28, which promotes translation by antagonizing Let7 microRNA (miRNA) function (Yu et al., 2007). Influential RNA regulons that drive changes in the translational profile during differentiation and reprogramming can be coordinated by RNA modifications, RNA binding proteins, miRNAs, or the translation machinery (Jia et al., 2012, Stunnenberg et al., 2015, Tahmasebi et al., 2014, Wang et al., 2013, Wong et al., 2016).

During transcription, pre-mRNA receives a series of modifications to create the 5′ mRNA cap that protects nascent transcripts from exonucleases and forms a recruitment platform for cap-binding complexes, which mediate gene expression mechanisms, including RNA splicing, nuclear export, and translation initiation (Gonatopoulos-Pournatzis and Cowling, 2014a, Shuman, 2015, Topisirovic et al., 2011). The basic mRNA cap structure (cap 0) is 7-methylguanosine linked via triphosphate to the first transcribed nucleotide (X), m7G(5′)ppp(5′)X. Cap formation is catalyzed by a series of enzymes (Topisirovic et al., 2011). In mammals, RNGTT has triphosphatase and guanylyltransferase activities that add the guanosine cap to the nascent transcript. Subsequently, the guanosine cap is methylated on the N-7 position by RNMT-RAM, creating the mature cap 0 structure. RNMT-RAM is critical for gene expression, since the completion of cap 0 renders transcripts competent to be processed and translated.

The mammalian cap methyltransferase consists of a catalytic subunit, RNMT (RNA guanine-7 methyltransferase), and an activating subunit, RAM (RNMT-activating miniprotein) (Gonatopoulos-Pournatzis et al., 2011, Topisirovic et al., 2011). RNMT has basal methyltransferase activity, which RAM increases 5- to 10-fold. RNMT and RAM also stabilize each other and have only been isolated as a complex. RAM consists an N-terminal activation domain, a central RNA binding domain that increases RNA recruitment, and a C-terminal nuclear localization domain (Gonatopoulos-Pournatzis and Cowling, 2014b). RNMT-RAM is recruited to phosphorylated RNA pol II, coordinating capping with the initiation of transcription (Aregger and Cowling, 2013, Glover-Cutter et al., 2008). Both RNMT and RAM expression was found to be required for gene expression, cell proliferation, and viability (Chu and Shatkin, 2008, Gonatopoulos-Pournatzis et al., 2011).

Formation of the mRNA cap is incomplete on certain transcripts and regulated by cellular signaling pathways (Cole and Cowling, 2009, Cowling and Cole, 2007, Fernandez-Sanchez et al., 2009, Jiao et al., 2010, Jiao et al., 2013, Mukherjee et al., 2012). In yeast, incomplete mRNA caps are associated with RNA degradation, whereas in mammals, transcripts with incomplete caps can be stable but translated at a vastly reduced rate (Cowling and Cole, 2007, Fernandez-Sanchez et al., 2009, Mukherjee et al., 2012). CDK1 phosphorylates and activates RNMT, coordinating G1 transcription with mRNA cap methylation (Aregger et al., 2016). The transcription factors c-Myc and E2F-1 upregulate RNA pol II phosphorylation, which increases RNMT-RAM recruitment to transcription initiation sites and stimulates mRNA cap formation (Aregger and Cowling, 2012, Cole and Cowling, 2009, Cowling and Cole, 2007). c-Myc-dependent mRNA cap methylation is also dependent on upregulation of SAHH, the enzyme that hydrolyses the inhibitory byproduct of methylation (Fernandez-Sanchez et al., 2009).

Here, we report that RNMT-RAM is regulated during embryonic stem cell (ESC) differentiation and fibroblast reprogramming. Expression of a cohort of pluripotency-associated genes is dependent on high levels of the cap methyltransferase activator RAM, present in embryonic or induced pluripotent stem cells. During differentiation, ERK1/2-dependent phosphorylation triggers RAM degradation, resulting in repression of pluripotency-associated genes and expression of differentiation-associated genes.

## Results

### RNMT and RAM Are Differentially Expressed in Primary Tissues

The expression of the mRNA cap methyltransferase RNMT and its activator, RAM, was investigated in a panel of mouse organs and ESCs (Figure 1A). RNMT and RAM expression varied across the panel, with the highest expression of RNMT in brain, spleen, and testis and the highest expression of RAM in heart, lung, and liver. At extremes, brain tissue had significant RNMT expression but minimal RAM expression, whereas heart tissue had minimal RNMT expression but significant RAM expression. For this analysis, polyclonal antibodies raised against full-length RNMT and RAM that recognize epitopes across the proteins were used, and therefore, loss of signal is likely due to loss of protein and not post-translational modification or specific isoform expression (Aregger and Cowling, 2013, Gonatopoulos-Pournatzis and Cowling, 2014b). The observations made with the organ panel imply that different cell lineages will contain different RNMT to RAM ratios. Since brain tissue exhibited a high RNMT to RAM ratio, these proteins were analyzed in primary neural cells. In murine primary cortical neurons, the RNMT level was equivalent to that in ESCs, whereas the RAM level was reduced (Figure 1B). In astrocytes, RNMT and RAM expression was minimal compared to ESCs.

### RAM Expression Is Reduced during Neural Differentiation

Since RAM activates RNMT, reduced RAM expression was predicted to have consequences for mRNA cap formation and gene expression. We utilized an ESC differentiation protocol to investigate RAM function during neural differentiation (Figures 1C–1F, S1A, S1B, and S2A) (Wongpaiboonwattana and Stavridis, 2015, Ying et al., 2003). During this protocol, the emergence of neural morphology; loss of ESC pluripotency factors Oct4, Klf4, Sox2, and Nanog; and gain of neural markers Nestin, Sox1 (observed by GFP Sox1 locus knockin, *Sox1*^*Gt(EGFP)Asmi*^), and Pax6 confirmed differentiation into neural precursors (Aubert et al., 2003). During differentiation, the reduction in Klf4 and Nanog protein levels reflected changes in transcript levels, implying predominantly transcriptional control of these genes (Figures 1E, 1F, and S2A). However, Oct4 and Sox2 protein levels were maintained from day 1 to 5/6 of differentiation, despite transcript levels falling significantly during this period (Figures 1E and 1F). This implies significant post-transcriptional control of Oct4 and Sox2 during the initial days of differentiation, maintenance of Oct4 and Sox2 translation rates, and/or inhibition of protein degradation.

During neural differentiation, RNMT protein levels decreased slightly, whereas RAM protein levels decreased significantly by day 5 (Figures 1E and S2A), resulting in a high RNMT to RAM ratio, which was also observed in brain tissue and cortical neurons (Figures 1A and 1B). RAM transcript levels were maintained during neural differentiation, and therefore, RAM protein is reduced by a post-transcriptional mechanism (Figure 1F). Similar reductions in RNMT and RAM expression were observed during differentiation of human SA181 ESCs into neural precursors (Figure S3) (Chambers et al., 2009). Loss of SOX2 and OCT4 expression, gain of PAX6 and βIII-tubulin, and the appearance of neurites indicated loss of pluripotency and induction of the neural phenotype (Figures S3A–S3C). During differentiation, RNMT expression reduced slightly whereas RAM expression was minimal by day 7 (Figure S3B). As in murine ESC differentiation, a reduction in RAM transcripts did not accompany loss of RAM protein, which is therefore repressed by a post-transcriptional mechanism (Figure S3C).

In order to understand the consequences of reduced RAM expression, it was important to determine whether in ESCs RAM functions only in a complex with RNMT or also functions as a monomer or in other complexes. In previously investigated cell lines, RAM was only observed in a complex with RNMT (Gonatopoulos-Pournatzis et al., 2011). In ESCs, RAM monomers were not detected by gel filtration (Figure S2B). Using reciprocal immunoprecipitations (IPs), RNMT and RAM were found in a complex (Figure S2C). RNMT IP significantly depleted RAM from cell extracts, whereas RAM IP only partially depleted RNMT, consistent with the majority of RAM being complexed with RNMT. A likely scenario is that during differentiation, RNMT-RAM complexes decrease and RNMT monomers increase. Consistent with a reduction in RAM, day 5 neural precursors exhibited reduced cap methyltransferase activity compared to day 4 (Figure S2D).

### RAM Is Important for mRNA Translation and Oct4, Sox2, and Klf4 Expression

We investigated whether the high RAM levels in ESCs have biological significance. RAM expression was reduced by small interfering RNA (siRNA) transfection, reproducing the minimal expression observed in neural cells (Figure 2A). Since the mRNA cap and mRNA cap methyltransferase can affect mRNA transcription, stability, processing, export, and translation initiation, the effect of RAM reduction on the net output of these events, the translational profile, was investigated. Equivalent numbers of ESCs were plated and transfected with RAM siRNA or control, and 48 hr, later native RNA-protein complexes were separated by centrifugation through a sucrose gradient and detected by UV absorbance (Figure S4A). The experiment was performed on four independent occasions, and the RNA content of fractions was quantitated (Figures 2B and S4B). Free ribosomes and ribosomal subunits (monosomes) were separated from translating RNA-ribosome complexes (polysomes). Reduced RAM expression resulted in a significant reduction in the ratio of polysomes to monosomes, indicating reduced ribosome loading of mRNA and a translation defect (Figure 2C). Note that transfection of RAM siRNA in this experimental protocol resulted in a small reduction in cell number after 2 days (14.3%, 4.3%SD), accounting for the reduced monosome peak in RAM siRNA-treated cells (Figure S4C).

We investigated the biological impact of RAM on ESCs. Alkaline phosphatase staining can be used as a marker of pluripotency (Martí et al., 2013). On plating ESCs at clonal density, inhibition of RAM resulted in a significant decrease in alkaline phosphatase-positive colonies and an increase in mixed and negative colonies (Figures 2D, S4D, and S4E). Immunofluorescence (IF) analysis indicated that suppression of RAM resulted in reduced expression of the pluripotency-associated transcription factors Sox2 and Oct4, whereas Nanog expression was minimally repressed (Figures 2E and 2F). Western blot analysis of cell extracts confirmed significant repression of Sox2 and Oct4, but not Nanog, protein expression in multiple independent experiments (Figure 2G). Another pluripotency-associated transcription factor, Klf4, was also significantly repressed in response to RAM suppression.

Oct4, Sox2, and Klf4 may be directly or indirectly dependent on RAM for expression. We confirmed that reduced RAM expression results in loss of cap methylation of Oct4, Sox2, and Klf4 transcripts (Figure 2H). The proportion of transcripts with an m7G cap is detected by a semiquantitative method in which m7G-RNA is subject to IP and transcripts detected by RT-PCR (Nanog was not amenable to this technique, potentially due to secondary structure) (Cole and Cowling, 2009). These data indicate that Oct4, Sox2, and Klf4 are likely to be direct targets of RNMT-RAM-dependent cap methylation. However, the dependency of transcripts on the m7G-cap for expression, processing, and translation is gene specific. Therefore, we performed an unbiased analysis of RAM-dependent genes, investigating transcript expression, polysome loading, and protein expression.

### RAM Regulates the Expression of Transcripts Associated with Pluripotency

In order to comprehensively identify RAM-dependent genes, we performed a RNA-sequencing (RNA-seq) transcriptome analysis of ESCs transfected with RAM siRNA or control in four biological replicates (Figure S4B). 

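RNA was sequenced from the cytoplasmic lysate (input) and from polysomes of mouse ESCs harvested 48 hr after transfection with RAM siRNA or a control siRNA, with 4 libraries in each of the 4 groups. RAM is encoded by Ramac, which the files list as ENSMUSG00000038646 and which lies on chromosome 7 of GRCm38 from 81762925 to 81769491. Its reads were examined first in every library. In input, Ramac had between 197 and 206 counts per library in control cells and between 46 and 58 in RAM siRNA cells. After normalization by edgeR's TMM method this was 11.2 ± 0.620 CPM (counts scaled to a common library size; SD, n = 4 libraries) in control cells and 3.14 ± 0.241 CPM (SD, n = 4) in RAM siRNA cells, or 27.9% of the control mean. The log2 fold change was -1.84 (standard error 0.11, adjusted p = 7.24e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In polysomes, Ramac fell from 122 to 256 counts per library to 5 to 45, or 17.3% of the control mean. Its log2 fold change there was -2.52 (standard error 0.55), with an adjusted p of 0.128 from edgeR's quasi-likelihood test without the replicate number as a factor and 2.4e-05 with it, where same-numbered polysome libraries had a mean r of 0.777. In both fractions every RAM siRNA library lay below every control library (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow).

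**Figure D1:**
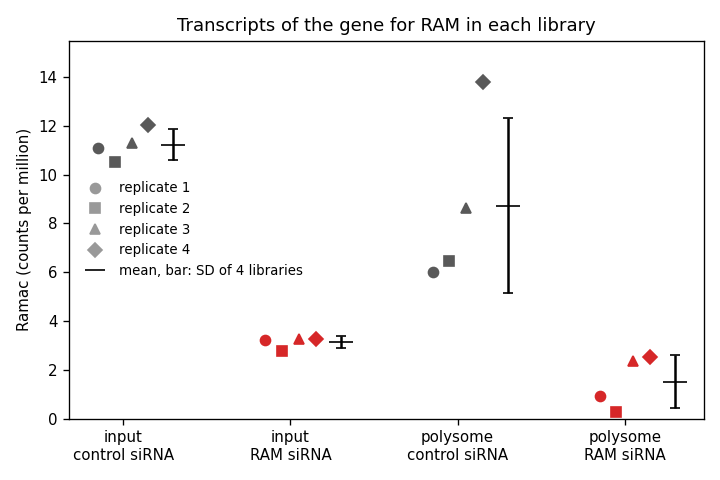
Ramac transcripts in CPM (y axis) in each input and polysome library, with the mean and SD of the 4 libraries of each group. The highest RAM siRNA value is 3.28 CPM in input and 2.52 CPM in polysomes, below the lowest control values of 10.5 and 6.01 CPM.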

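The paper's methods and the labels of the deposited samples describe the transfection differently. The methods give 200 pmol siRNA for 100000 cells, and the labels give 70 pM siRNA for 2500000 cells with another Lipofectamine reagent. Samples were assigned by fraction, siRNA and replicate number, which the labels and the columns of the count table share. The authors mapped the reads to the mouse genome with STAR, counted them per gene with htseq-count and deposited the counts without normalization. Between 16697205 and 19140331 reads per control input library were counted on genes (median 17927838.5), and between 16861145 and 18349198 per RAM siRNA input library (median 17406883). Of 46983 genes listed, 12805 had at least 1 CPM in at least 10 of the 16 libraries, the filter given in the paper's methods, and these genes were tested. The methods name edgeR, but the paper's text does not name the test or a factor for the replicate. Libraries with the same replicate number differed from their group means in the same way. Across genes, the deviations of same-numbered control and RAM siRNA input libraries had a mean Pearson r of 0.499, against -0.163 for libraries with different numbers, although genes are not independent replicates. Deviations from a group mean cancel within the group, so the negative value follows from the positive one and is no separate evidence. The replicate number took 50.0% of the variance in input and the siRNA 40.1%, over 9238 genes with a mean of at least 10 CPM. The replicate number has more levels than the siRNA and so takes a larger share by chance alone. The shares were not scaled for this and do not rank the siRNA and the replicate number. Since same-numbered libraries deviated alike, each comparison was made without and with the replicate number as a factor (a replicate block).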

In response to RAM suppression, from 12,803 genes that passed quality thresholds, 2,398 genes were downregulated and 2,569 upregulated (p value < 0.05) (Figure 3A; Table S1). 

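Without a replicate block, 761 genes were lower and 890 were higher in RAM siRNA input at an adjusted p under 0.05 (edgeR's quasi-likelihood test), 1651 in all. With the block, 2433 genes were lower and 2595 higher. Each of the 1651 genes called without the block was also called with it and in the same direction. The median absolute log2 fold change of the called genes was 0.47 without the block and 0.29 with it. Unadjusted p was under 0.05 for 3591 genes (28.0%) without the block and 6132 (47.9%) with it. The alternative that moved the count furthest, the likelihood ratio test with the block, chosen after seeing the data, called 2558 genes lower and 2743 higher. The fewest were called in a fit of input and polysome libraries together with one estimate of spread, 86 lower and 100 higher. Actb, marked in Fig. 3A, had 2017 ± 252 CPM in control and 2093 ± 450 CPM in RAM siRNA input (SD, n = 4 libraries each). Its log2 fold change of 0.05 (standard error 0.14, adjusted p = 0.844) changed sign in 3 of 26 alternatives. The largest falls among called genes with a mean of at least 10 CPM and the same direction in all 4 same-numbered pairs were those of Grin1, 1810037I17Rik, Rab15, Lrrc34 and Ccne1. Grin1 fell by 1.46 on the log2 scale (standard error 0.16, adjusted p = 2.6e-04) and Ccne1 by 1.16 (standard error 0.10, adjusted p = 6.1e-05), from 334.3 ± 25.8 to 149.3 ± 21.2 CPM (SD, n = 4 each). The other three fell by between 1.30 and 1.42. The 3′ UTR of 1810037I17Rik contains the 8 bases TACTATCA, an extension of the 7 bases ACTATCA, which mark genes that fell in this comparison. Those of Rab15 and Ccne1, and of Ccn2 among the largest rises, contain the first 6 bases of ACTATCA, ACTATC, but not all 7. The largest rises under the same conditions were those of Tagln, Ccn2, Myl9, Scd2 and H2-K1. Tagln rose from 9.93 ± 3.16 to 27.9 ± 4.77 CPM (SD, n = 4 each), a log2 fold change of 1.49 (standard error 0.20, adjusted p = 6.1e-04), and the other four rose by between 1.04 and 1.26. Myl9 (adjusted p = 0.0455) was not past the threshold in 8 of 26 alternatives, Scd2 contains the 8 bases TTGCTCAA, which mark genes that rose, in its 3′ UTR, and H2-K1 has paralogs with which reads can be shared.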

A series of unbiased analyses were performed to determine whether these genes have related biological functions. Gene Ontology (GO) analysis of RAM-regulated transcripts determined that genes associated with developmental processes were among the most significantly enriched (Figure 3B). 

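The GO lists of Fig. 3B were not analysed here. By size of change, 282 genes were lower and 476 higher in RAM siRNA input by at least 0.5 on the log2 scale at an adjusted p under 0.05 (edgeR's quasi-likelihood test without a replicate block). With the block, there were 346 and 660 such genes. At an adjusted p under 0.01 without the block, the numbers were 171 and 264.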

Gene set enrichment analysis revealed that RAM suppression resulted in significant repression of a set of genes previously implicated in ESC function (p value = 0.002) (Boroviak et al., 2015, Chen et al., 2008, Dunn et al., 2014, Kim et al., 2008) (Figures 3C and S5). 

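Figure S5 has 62 entries for 60 genes, all of which passed the filter. Their mean log2 fold change in RAM siRNA input was -0.13, with 51 genes lower and 9 higher. In the ROAST rotation test without a replicate block, p was 0.0091, or 0.0137 after Benjamini-Hochberg adjustment over the 3 sets tested. With the replicate block, for which same-numbered input libraries had a mean r of 0.499, the mean stayed at -0.13 and p was 0.0013 (adjusted p = 0.00195). Averaged over the 60 genes, log2 CPM fell by 0.12 ± 0.02 (SD, n = 4 same-numbered pairs) and was lower in each pair. A two-sided exact permutation test of 4 against 4 libraries, which ignores the pairs, gave p = 0.0286, the smallest possible. Without the block, 6 of these genes were lower and 1 was higher at an adjusted p under 0.05, whether the adjustment covered all tested genes or the list alone. The block gave 29 lower and 2 higher over all tested genes, and 32 and 3 over the list. The largest falls were those of Ino80b, Prdm14 (-0.51, standard error 0.12, adjusted p = 0.0133) and Pou3f1 (-0.46, standard error 0.17, adjusted p = 0.0992). The largest rises were those of Dnmt3l (0.56, standard error 0.14, adjusted p = 0.0186), Paf1 and Dppa2 (0.11, standard error 0.09, adjusted p = 0.475). The 3′ UTRs of 17 of the 60 genes contain ACTATC or TGCTCA, sequences whose extensions mark genes that changed in input, and the mean of the other 43 genes was -0.12. The alternative that moved the mean furthest, no filter on low counts, gave -0.15.

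**Figure D2:**
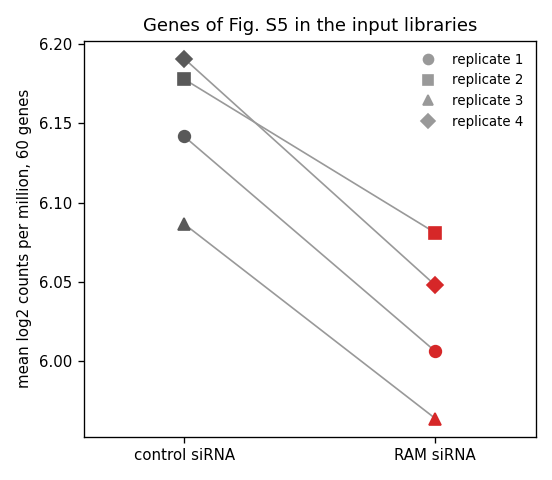
Mean log2 CPM of the 60 genes of Figure S5 (y axis) in each input library, by siRNA, with lines joining libraries of the same replicate number. The values run from 6.09 to 6.19 in control libraries and from 5.96 to 6.08 in RAM siRNA libraries, and each of the 4 lines falls.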

Suppression of components of the TFIID and Paf1 complexes, which mediate pluripotency-associated gene expression (Pijnappel et al., 2013, Ponnusamy et al., 2009), and the INO80 complex, which maintains open chromatin at pluripotency gene promoters, were also RAM regulated (Wang et al., 2014) (Figures 3C and S5). 

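All 4 INO80 genes of Figure S5 were lower in RAM siRNA input. Ino80b fell by 0.61 on the log2 scale (standard error 0.11, adjusted p = 0.00434). Ino80c (-0.26, adjusted p = 0.0690), Ino80d (-0.15, adjusted p = 0.352) and Ino80e (-0.13, adjusted p = 0.307) were not past the threshold without the replicate block. With the block, the adjusted p of the 4 genes was 4.0e-05, 0.00127, 0.0333 and 0.0307. Of the Paf1 complex genes in Figure S5, Rtf1 was lower (-0.18, adjusted p = 0.247, with the block 0.0158) and Paf1 was higher (0.19, adjusted p = 0.101, with the block 0.00181). Leo1 (-0.01), Ctr9 (0.04) and Ccdc73 (0.07) were not past the threshold with or without the block, and the sign of Leo1 changed in 6 of 26 alternatives. Of the TFIID genes, Taf5 (-0.24), Taf12 (-0.20) and Ak6 (-0.27) were lower, with adjusted p of 0.111, 0.133 and 0.165 without the block and 0.0131, 0.0185 and 0.0138 with it. Taf10 (0.01), Taf11 (-0.01) and Taf13 (-0.04) were not past the threshold in either fit, and the sign of each changed in at least 1 alternative. All these values are from edgeR's quasi-likelihood test, and same-numbered input libraries had a mean r of 0.499. Ak6 overlaps Taf9 on the same strand, and whether shared reads affect its values was not tested. The 3′ UTR of Taf12 contains ACTATC, that of Taf13 ACTATCA and TGCTCA, and those of Ino80d and Taf10 TGCTCA. Without an extension, TGCTCA went with almost no rise. Genes with it alone had a mean log2 fold change of 0.0126 in input, against 0.0108 in genes without it.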

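In RAM siRNA input, Nanog fell by 0.29 on the log2 scale (standard error 0.07, adjusted p = 0.0205 from edgeR's quasi-likelihood test without a replicate block), from 271.1 ± 18.8 to 221.3 ± 7.34 CPM (SD, n = 4 libraries each). It was lower in all 4 same-numbered pairs, and its adjusted p was 1.57e-05 with the block. It was not past the threshold in 6 of 26 alternatives, and reads can be shared with its pseudogenes. Pou5f1, which encodes Oct4, fell by 0.19 (standard error 0.10, adjusted p = 0.231, with the block 0.00113), from 505 ± 47.0 to 444 ± 47.4 CPM (SD, n = 4 each), and was lower in all 4 pairs. Klf4 fell by 0.14 (standard error 0.08, adjusted p = 0.288, with the block 0.0200), from 152.1 ± 12.6 to 138 ± 10.1 CPM (SD, n = 4 each), and was lower in 3 of 4 pairs. Sox2 fell by 0.09 (standard error 0.07) and was not past the threshold without the block (adjusted p = 0.426) or with it (adjusted p = 0.0887), although it was lower in all 4 pairs. Sox2 lies within another annotated transcript of the same strand, Sox2ot, and its 3′ UTR contains TGCTCAA, a sequence that marks genes that rose in input. Myc rose by 0.09 (standard error 0.13) and was not past the threshold without the block (adjusted p = 0.709) or with it (adjusted p = 0.382). Its 3′ UTR also contains TGCTCAA. For Pou5f1 and Klf4 the spread of the RAM siRNA libraries overlapped that of the control libraries, and the fit with the block compares same-numbered libraries, whose mean r was 0.499.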

Statistically significant repression of Oct4, Klf4, and Nanog transcripts was observed.

Since RAM is reduced during neural differentiation, the contribution of RAM to gene expression changes concomitant with this process was investigated. Previously established ESC and neural-specific gene sets were analyzed (see Supplemental Experimental Procedures). On RAM suppression, all established ESC-specific gene sets tested were significantly downregulated, and all established neuronal-specific gene sets tested were significantly upregulated, including genes activated during N2B27 neural differentiation (Figures 3D and 3E). Thus, high levels of RAM in ESCs are important for the expression of pluripotency-associated genes, and its repression contributes to the upregulation of neural-specific genes.

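The ESC and neural gene sets of Figs. 3D and 3E were not analysed here, since no list of their genes was found in the paper's files that could be read. The methods cite Table S1 for the ESC and neurogenic progenitor groups of Abranches et al., and the columns of that table do not mark them. The methods give the other ESC and neural sets as taken from the Molecular Signatures Database, outside the paper's files. Of the neural markers the paper uses, Nes rose by 0.42 on the log2 scale in RAM siRNA input (standard error 0.13, adjusted p = 0.0531 from edgeR's quasi-likelihood test). It went from 28.9 ± 4.93 to 38.8 ± 6.04 CPM (SD, n = 4 libraries each) and was higher in all 4 same-numbered pairs. With the replicate block, supported by a mean r of 0.499 between same-numbered libraries, its adjusted p was 3.7e-06. Pax6 fell by 0.50 (standard error 0.15, adjusted p = 0.0506, with the block 2.9e-04), from 12.9 ± 1.63 to 9.14 ± 2.09 CPM (SD, n = 4 each), and was lower in all 4 pairs. Its 3′ UTR contains both ACTATC and TGCTCA, although TGCTCA without an extension went with almost no rise. Sox1 (0.07, standard error 0.17, adjusted p = 0.822, with the block 0.636) and Tubb3 (0.03, standard error 0.18, adjusted p = 0.934, with the block 0.678) were not past the threshold. The sign of Sox1 changed in 1 of 26 alternatives and that of Tubb3 in 3. Both overlap another annotated gene on the same strand, the 3′ UTR of Sox1 contains TGCTCA, and the cells carry GFP at the Sox1 locus. From the falls of pluripotency-associated genes and of ESC gene sets, and the rises of neural gene sets, the paper concludes that high RAM is important for the expression of pluripotency-associated genes and that its repression contributes to the rise of neural genes.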

In order to ascertain the specificity that RAM imparts on RNA translation, the transcript content of polysomes was analyzed in response to RAM suppression (Figure 2B). 

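Polysome RNA came from fractions 17 to 22 of a sucrose gradient, which were pooled, and was sequenced and counted as the input was. Between 17845867 and 19755690 reads per control polysome library were counted on genes (median 18969706.5), and between 16647523 and 20147833 per RAM siRNA polysome library (median 18727831). Replicates differed more in polysomes than in input. The replicate number took 80.1% of the variance and the siRNA 11.5%, over 8760 genes with a mean of at least 10 CPM. As in input, these shares were not scaled for the number of levels. Across genes, the deviations from the group means of same-numbered control and RAM siRNA polysome libraries had a mean Pearson r of 0.777, against -0.255 for different numbers. Between input and polysome libraries of the same number the mean r was 0.368 in control cells and 0.406 in RAM siRNA cells, against -0.122 and -0.132 for different numbers. The negative values for different numbers again follow from the positive ones. In RAM siRNA polysomes, 3 genes were lower and 0 were higher at an adjusted p under 0.05 without a replicate block (edgeR's quasi-likelihood test), while 1152 genes (9.00%) had an unadjusted p under 0.05. The lower genes were Syap1 (-2.03, adjusted p = 0.0159), Esrp1 (-1.66, adjusted p = 0.0213) and Lrrc34 (-1.42, adjusted p = 0.0213). Esrp1 was named after its values were seen, and its 3′ UTR contains ACTATCA. With the block, 636 genes were lower and 1239 higher. The alternative that moved the numbers furthest, the likelihood ratio test with the block, chosen after seeing the data, called 808 genes lower and 1530 higher.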

Out of 12,803 genes analyzed, only 26 genes exhibited RAM-dependent changes in polysome loading normalized to input transcripts (Figure 3F; Table S1). Therefore, RAM does not exhibit specificity over translational control and globally promotes ribosome loading.

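Polysome loading was compared as an interaction, the change in polysomes less the change in input, over all 16 libraries. No gene had an adjusted p under 0.05 without a block (edgeR's quasi-likelihood test), and 100 of 12805 genes (0.78%) had an unadjusted p under 0.05, where evenly spread p-values would give 640.2. With the replicate block there were again 0 genes (262 unadjusted, 2.05%), and 0 with a factor for each culture that pairs its input and polysome libraries (164 unadjusted, 1.28%). With a replicate block within each fraction, chosen after the data were seen, 637 genes (4.97%) had an unadjusted p under 0.05, and Syap1 and Cep55 had an adjusted p under 0.05. This block pairs same-numbered control and RAM siRNA libraries, whose deviations had a mean r of 0.499 in input and 0.777 in polysomes. In that fit the polysome loading of Syap1 fell by 1.28 on the log2 scale (standard error 0.16, adjusted p = 0.00242), and that of Cep55, named after its values were seen, by 1.03 (standard error 0.12, adjusted p = 0.00217). Syap1 went from 28.6 ± 3.27 to 16.3 ± 1.87 CPM in input and from 34.3 ± 2.22 to 8.35 ± 1.82 CPM in polysomes (SD, n = 4 libraries each). It had the smallest adjusted p without a block (0.178). Its 3′ UTR contains the 8 bases TACTATCA in 2 copies, and the 3′ UTR of Cep55 contains ACTATC. The rise with the smallest p without a block was that of Tlr5 (0.89, standard error 0.31, unadjusted p = 0.0113), which was not past the threshold in any of 34 alternatives.

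**Figure D3:**
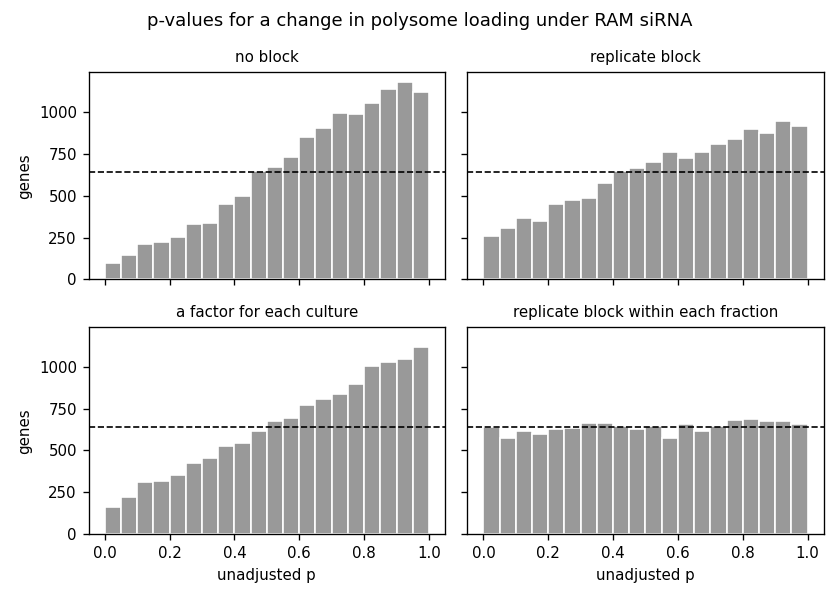
Number of genes (y axis) by unadjusted p (x axis, bins of 0.05) for a change in polysome loading under RAM siRNA, in 4 fits that differ in the block. The dashed line is the number that evenly spread p-values would give, 640.2 per bin. The first bin holds 100 genes without a block and 637 with a replicate block within each fraction.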

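Across the 12805 genes, the log2 fold changes in input and in polysomes had a Pearson r of 0.817, and a Spearman rho of 0.759, although genes are not independent replicates. Within each same-numbered set of libraries, r was 0.690, 0.601, 0.521 and 0.656 for replicates 1 to 4. Leaving out single libraries gave r between 0.697 and 0.819. Among the 1651 genes called in input without a replicate block, r was 0.945 and 1632 changed in the same direction in polysomes. Of the genes called in input with the block, 4748 (94.4%) did so. Input and polysome libraries of the same number share a culture. Their deviations from the group means had a mean r of 0.368 in control and 0.406 in RAM siRNA cells. The called genes were also chosen for their change in input. Part of the agreement can thus come from differences between cultures, and its size without an effect of the siRNA was not computed. Each library was scaled to its own total, so the log2 fold changes show the change of a transcript relative to the others of the library. They do not show the total RNA in polysomes, which the paper measured apart from sequencing (Fig. 2B). From the small number of genes with changed polysome loading, the paper concludes that RAM has no specificity over translational control and promotes ribosome loading globally.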

Since suppression of RAM results in differential changes in transcript level and global changes in polysome loading, we investigated the resultant effect on the cellular proteome. A proteomic analysis of ESCs transfected with RAM siRNA in three biological replicates was performed using liquid chromatography-tandem mass spectrometry (LC-MS/MS) (Figures S6A and S6B). Proteins were identified and quantified using Maxquant software (Cox and Mann, 2008) (Table S2). Global proteomics studies have the caveat of identifying the most abundant and usually the most stable proteins; however, from the 2,617 proteins that passed quality thresholds, 59 were downregulated and 38 upregulated (p value FDR ≤ 0.05) (Figure S6C; Table S3). GO term analysis revealed that downregulated genes were enriched in categories including “gene expression,” “RNA processing,” and “translation” (Table S4; Figure S6D). Of note, the translation factors EIF4G1, EIF4G2, EIF3J1, and EIF6; ribosomal proteins RPL13a, RPL9, and RPS16; and tRNA synthetases WARS, CARS, and LARS were all found to be RAM regulated, which is likely to contribute to the global defects in translation (Figure S7). 

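The transcripts of the proteins that Table S5 lists as changed after RAM siRNA were compared in the input libraries of the RNA-seq experiment, which used a single RAM siRNA, while the proteomic samples received a pool. Of 58 genes of repressed proteins, 38 were lower in RAM siRNA input and 20 higher, with a mean log2 fold change of -0.07. Without a replicate block, the p of the ROAST rotation test was 0.0532, the same after adjustment over 3 sets. With the block, p was 0.0054 before and after adjustment, and same-numbered input libraries had a mean r of 0.499. Averaged over the 58 genes, log2 CPM fell by 0.07 ± 0.02 (SD, n = 4 same-numbered pairs) and was lower in each pair. A two-sided exact permutation test of 4 against 4 libraries, which ignores the pairs, gave p = 0.0857. At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 8 of the 58 genes were lower and 1 was higher without the block, and 19 and 3 with it. Of the transcripts of the translation-related proteins named above, only Wars passed the threshold without the block (-0.32, adjusted p = 0.0492). Eif4g1 (-0.16), Eif4g2 (-0.20) and Eif6 (-0.17) also passed it with the block. Lars (-0.08), Rpl13a (-0.10) and Rpl9 (-0.02) were lower and Cars (0.09), Rps16 (0.06) and Eif3j1 (0.04) higher, not past it in either fit. The 3′ UTR of Eif4g2 contains ACTATCA. Of 38 genes of induced proteins, 21 were higher and 17 lower, with a mean log2 fold change of 0.06. For this set the ROAST p was 0.0015 without the block (adjusted p = 0.0045) and 4e-04 with it (adjusted p = 0.0012). Its mean log2 CPM rose by 0.06 ± 0.01 (SD, n = 4 same-numbered pairs), in each pair. The same permutation test, which ignores the pairs, gave p = 0.0286. For the repressed set, the camera test gave an adjusted p of 0.0250, and the adjusted p over the alternatives ran from 0.0054 to 0.127. In the induced set the camera test (adjusted p = 0.281) and the polysome libraries without the block (adjusted p = 0.273) were not past the threshold. With the block in polysome libraries, chosen after seeing the data, the adjusted p was 0.0395 for the induced set and 0.0395 for the repressed set, and same-numbered polysome libraries had a mean r of 0.777.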

The group of proteins significantly repressed in response to RAM suppression was significantly repressed at the transcript levels, indicating transcript-level control of these genes (p value = 0.01) (Figure 3G; Table S5).

### Repression of RAM Is Important for Neural Differentiation

In ESCs, high levels of RAM are important for the expression of pluripotency-associated genes and suppression of RAM induces neural-associated genes. In order to determine whether the repression of RAM observed during neural differentiation contributes to this process, ESCs were engineered to constitutively express RAM-GFP from a plasmid under the control of a chimeric promoter (Figures 4A, 4B, and S8A). These cells were morphologically indistinct from control ESCs (Figure 4A). During neural differentiation, RAM-GFP and endogenous RAM expression was maintained (Figure 4B). RAM-GFP-expressing cells exhibited some features associated with neural differentiation (Figure 4A) and increased Nestin transcripts (Figure S8B).

During neural differentiation of ESC:RAM-GFP, the decrease in Klf4 protein expression was equivalent to that observed in ESCs (Figure 4B). However, expression of the pluripotency markers Oct4 and Sox2 was partially maintained in ESC:RAM-GFP during differentiation, whereas in control cells, their expression is repressed by day 6 (Figures 1, 4B, and S2A). Quantitation of four independent experiments revealed that Oct4 and Sox2 expression decreases during the initial days of differentiation; however, later during differentiation (days 5–9), Oct4 and Sox2 expression plateaus (Figure 4C). IF analysis indicated that preventing RAM repression delayed and impaired differentiation (Figure 4D). During differentiation of control ESCs, Oct4 expression was minimal by day 6, and expression of the neural marker tubulin III was observed in neurites on day 9. In ESC:RAM-GFP, Oct4 expression was distinct on day 6 and detectable on day 9, and tubulin III was visible on day 9 but less extensive compared to that seen in control cells.

### RAM Expression Is Dependent on Oct4 and Sox2

Since RAM controls gene expression in ESCs and during neural differentiation, we investigated the mechanisms that regulate its expression. Initial investigation focused on the pluripotency-associated transcription factors Oct4, Sox2, Klf4, and Nanog (Figures 5A–5C). Inhibition of Oct4 and Sox2 expression by single or siRNA pool transfection resulted in a reduction in RAM protein expression, whereas inhibition of Klf4 and Nanog did not. Consistent with previous studies, transfection of Oct4 or Sox2 siRNA reduced expression of Klf4 and Nanog (Figure 5A) (Dunn et al., 2014). It is possible that RAM is repressed in response to severe disruption of this transcriptional network rather than specifically in response to Oct4 and Sox2 inhibition. Regulation of RAM expression did not appear directly transcriptional; suppression of Sox2 and Oct4 did not result in RAM transcript loss (Figure S9), and RAM transcript loss did not accompany RAM protein loss during neural differentiation (Figure 1F). Characterization of RAM regulation focused on Sox2 rather than Oct4, since inhibition of later results in overt toxicity. The reduction in RAM expression resulting from Sox2 suppression was reversed by addition of a proteasome inhibitor MG132 (Figure 5D). Treatment with MG132 resulted in high molecular weight smear visible in the RAM western blot, consistent with an unstable pool of modified RAM. Furthermore, loss of RAM during neural differentiation was rescued by treatment with MG132, accompanied by high-molecular-weight RAM protein (Figure 5E).

Since covalent linkage of ubiquitin can mark proteins for degradation, we investigated whether RAM is ubiquitinated prior to degradation. RAM IPs from day 7 neural precursors included high-molecular-weight ubiquitinated protein, which increased following proteasome inhibition, consistent with an unstable pool of RAM-ubiquitin (Figure 5F). RAM was confirmed to be ubiquitinated by purification in denaturing conditions covalently linked to 6His-ubiquitin via nickel-charged resin (Figure 5G). When Sox2 expression was inhibited by siRNA transfection, RAM ubiquitination increased (Figure 5H). This result was observed with Fg-RAM and RAM-GFP, which were transfected and purified via their tags. Since ubiquitin conjugates to lysine residues, point mutations were made to map ubiquitination sites (K10N, K24R, and K31R; RAM 3K). K to R mutations are usually made to inhibit ubiquitination, but the K10N mutation was used, since this is a SNP. RAM 3K exhibited reduced ubiquitination, consistent with ubiquitin being conjugated to one or more of the mutated lysine residues (Figure 5I). Mapping RAM ubiquitination using single K mutants was attempted. However, some of these mutants were toxic and poorly expressed, precluding robust conclusions being drawn.

### ERK1/2 Phosphorylation of RAM S36 Promotes Ubiquitination

We characterized the signaling pathways that trigger RAM ubiquitination and degradation during differentiation. We observed that RAM is phosphorylated on serine 36 (S36) and investigated the impact of this modification on ubiquitination and degradation. ESC lines were created expressing Fg-RAM WT and S36A to ablate phosphorylation. Basal levels of Fg-RAM WT and S36A-ubiquitination were detected in untreated controls (Figure 6A). On MG132 treatment, Fg-RAM WT and S36A-ubiquitin increased, indicating that these ubiquitin conjugates are degraded by the proteasome in ESCs. Despite being expressed equivalently, Fg-RAM S36A exhibited reduced ubiquitination compared to WT, indicating that S36 phosphorylation is important (albeit not essential) for this modification. Note that the DMSO used as a vehicle control reduces basal RAM ubiquitination, the reasons for which are unclear, but DMSO is routinely observed to influence enzyme function.

In order to characterize RAM S36 phosphorylation, an antibody was raised against pS36, a RAM peptide phosphorylated on serine 36. The pS36 RAM antibody was phospho-specific, since it detected RAM-GFP wild-type (WT) and not S36A (Figure 6B), and the signal for endogenous RAM diminished following phosphatase treatment (Figure 6C). Since S36 is important for RAM ubiquitination, we investigated if RAM pS36 levels alter during neural differentiation. RAM pS36 was at the limit of detection until day 5, after which it was present, coincident with reduced total RAM levels (Figures 6D and S2A). Since the S36A mutation results in decreased RAM ubiquitination, its effect on protein stabilization during differentiation was investigated. Expression of Fg-RAM S36A was equivalently to that observed in WT ESCs (Figure 6E). However, on day 6 of neural differentiation, Fg-RAM WT expression was reduced and partially rescued by proteasome inhibition, whereas RAM S36A was stable during differentiation (Figure 6E). Consistent with the expression of the markers of pluripotency, Oct4 and Sox2, being dependent on RAM, RAM S36A ameliorated their repression during neural differentiation (Figure 6F), similar to the effect of RAM-GFP (Figure 4).

RAM S36 lies in a potential recognition motif for several kinases, including ERK1/2, on which we focused, since it suppresses pluripotent gene expression (Hamilton and Brickman, 2014, Ying et al., 2003). Consistent with previous observations, active phospho-ERK1/2 peaked at day 5 during neural differentiation, when RAM pS36 and RAM degradation was first observed (Figure 6G) (Pickford et al., 2011). Recombinant ERK 2 phosphorylated recombinant RAM WT, but not RAM S36A, directly in vitro (Figure 6H). The pS36 antibody was further validated by the specific detection of ERK2-phosphorylated RAM (Figure 6I). In ESCs, inhibition of ERK activation using 1 μM PD0325901 on day 5 of neural differentiation inhibited RAM phosphorylation (Figure 6J). Sox2 inhibition resulted in increased RAM S36 phosphorylation, decreased expression (Figure 6K), and increased ubiquitination (Figure 6L), and PD0325901 reversed these effects.

Other kinases predicted based on substrate motif to be potential RAM S36 kinases (JNK, CDK1-cyclin B, CDK2-cyclin A1, and CDK3-cyclin E) did not detectably phosphorylate RAM in vitro and are therefore unlikely to phosphorylate RAM in cells (Figure S10). However, since ERK1/2 activity is not maintained at high levels during differentiation, other kinases may phosphorylate RAM S36 at this time.

### RNMT-RAM Upregulation Has a Role in Reprogramming

Since RAM is important for the expression of pluripotency-associated genes in ESCs, we investigated whether induction of pluripotency or “reprogramming” utilizes RAM. Initially, RNMT and RAM expression in ESCs, MEFs (mouse embryonic fibroblasts), and iPSCs (induced pluripotent stem cells) was compared. Strain 129/Ola MEFs were transduced with vectors expressing Oct4, Klf4, Sox2, and c-Myc (Woltjen et al., 2009). Reprogrammed colonies (iPSCs) became visible as tightly packed clusters of embryonic stem-like cells, staining alkaline phosphatase (AP) positive and expressing Oct4, Sox2, c-Myc, and Nanog (Figures 7A, 7B, and 7D). In comparison to ESCs, MEFs contained less RNMT and RAM, and reprogramming to iPSCs restored expression of both (Figure 7B). The transcript level for RNMT and RAM was lower in MEFs than in ESCs and iPSCs, suggesting that a component of RNMT and RAM suppression is at the transcript level (Figure 7D). The same trend was observed with strain C57/BL6 MEFs and iPSCs (data not shown). RNMT and RAM expression was also reduced in human fibroblasts (hFs) compared to human ESCs (hESCs) and restored in human iPSCs (Figure 7C). As with MEFs, RNMT and RAM transcript level was reduced in human fibroblasts (Figure 7E).

We investigated the function of RNMT and RAM in MEF reprogramming. Reprogramming was induced by expression of Oct4, Sox2, Klf4, and c-Myc, which resulted in increased RAM expression after 5 days (Figure 7F). During reprogramming, RAM or RNMT expression was increased by overexpression of RAM-GFP or HA-RNMT and RAM-GFP on day 3 or 4, resulting in increased reprogramming efficiency (Figure 7G). Conversely, inhibition of RAM or RNMT expression by transfection of siRNA resulted in a reduction in iPSC colony formation (Figure 7H).

## Discussion

Differentiation of ESCs employs extensive coordinated regulation of transcription, RNA processing, translation, and protein modification to achieve the functional proteomes required of each lineage (Dunn et al., 2014, Lu et al., 2009, Sampath et al., 2008, Tanabe et al., 2014). The cap is a potent mRNA modification with the potential to coordinate the expression of large cohorts of genes. We report that regulation of the mRNA cap methyltransferase RNMT-RAM makes a critical contribution to the gene expression changes required of differentiation and reprogramming. In vertebrates, the cap methyltransferase consists of RNMT, the enzymic subunit, and RAM, the activator subunit. High levels of RAM are found in ESCs, whereas in most murine organs, there is reduced or minimal expression. Focusing on the neural system, high levels of RNMT are present in brain tissue, cortical neurons, and in-vitro-differentiated neural progenitors, whereas there are minimal levels of RAM.

### RAM Function in ESCs

We addressed the biological significance of high RAM expression and cap methyltransferase activity in ESCs. 

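Of the genes tested in ESC input, 5.94% were lower after RAM siRNA at an adjusted p under 0.05 and 6.95% were higher (edgeR's quasi-likelihood test without a replicate block). With the replicate block, which the mean r of 0.499 between same-numbered input libraries bears on, 19.0% were lower and 20.3% higher.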

In ESCs, ∼20% of genes analyzed were dependent on RAM for expression at the transcript level, including core pluripotency transcription factors, and pluripotency-associated transcriptional regulators and chromatin remodelers. The mRNA cap protects transcripts from degradation during transcription, and the cap methyltransferases have been demonstrated to promote transcription (Topisirovic et al., 2011). In addition, some transcript-level control may be a result of the indirect effects of RAM on transcriptional regulators.

In contrast to its specific effect on transcripts, in ESCs, RAM is a non-specific, global activator of translation. In response to RAM suppression, there was a significant loss of polysomal transcripts, but sequencing analysis revealed remarkably little selectivity to these genes. The mRNA cap binds to eIF4F, which recruits the transcript to the ribosome. However, our proteomic analysis revealed that RAM also regulates expression of translation factors, ribosomal subunits, and tRNA synthetases and thus may also regulate global translation indirectly.

Oct4 and Sox2 are two transcription factors required for pluripotency, and their repression is required for many programs of differentiation. In this paper, we demonstrate that Oct4 and Sox2 are RAM responsive. At the protein level, Oct4 and Sox2 are repressed in ESCs 2 days following transfection with RAM siRNA, and they are maintained during neural differentiation if RAM-GFP is expressed to prevent RAM repression. What is the mechanism of Oct4 and Sox2 regulation by RAM? We demonstrate that expression of Oct4 transcripts is dependent on RAM. In addition, Oct4 protein has a relatively short half-life, and therefore, although RAM inhibits polysome loading of all transcripts equivalently, proteins with short half-life are likely to be particularly responsive to translational inhibition (Buckley et al., 2012). Oct4 and Sox2 are also likely to be indirectly inhibited by suppression of RAM during differentiation. Repression of RAM inhibits expression of a large cohort of pluripotency-associated factors that may promote differentiation, repressing Oct4 and Sox2 as part of the process.

### Gene Specificity of RAM

RAM not only activates RNMT catalytic activity but also recruits RNA to the methyltransferase via its RNA-binding domain. Prior to this study, RAM was thought to be a constitutive factor present on every RNMT protein, and therefore, whether the RNA binding domain has sequence specificity was not at the forefront of investigation (Gonatopoulos-Pournatzis et al., 2011). Now that we recognize that there is a loss of RNMT-RAM heterodimers and gain of RNMT without RAM (probably monomers) during differentiation, the nature of RAM-RNA binding specificity becomes key to understanding its function. Since sequencing analysis indicated that a subset of transcripts were dependent on RAM for expression, this suggests that RAM does have sequence, motif, or chromatin context specificity.

### RAM Expression Control

The kinase ERK1/2 is upregulated during differentiation and is an established suppressor of pluripotency-associated genes (Burdon et al., 1999, Hamilton and Brickman, 2014, Stavridis et al., 2007). ERK1/2 phosphorylates RAM S36, triggering ubiquitination and proteosomal degradation. Phospho-S36 may recruit an E2/E3 ligase that ubiquitinates RAM or inhibits interaction with a deubiquitinating enzyme. Our findings are consistent with ERK1/2-dependent repression of RAM being an important contributor to the mechanism by which it represses pluripotency-associated genes (Burdon et al., 1999).

ERK1/2 specifically targets RAM for degradation, leaving RNMT intact. RNMT and RAM interact with high affinity, and RAM monomers are not readily observed in cells, and therefore, the specific targeting of RAM is mechanistically surprising. However, our in vitro kinase assays revealed that ERK2 only phosphorylates monomeric RAM and not RAM in complex with RNMT. In the RNMT-RAM structure, RAM S36 is partially buried in RNMT and therefore inaccessible as an ERK1/2 substrate (unpublished data). Thus, ERK1/2 is able to specifically target newly synthesized monomeric RAM for degradation, leaving existing RNMT-RAM and nascent RNMT monomers intact.

### RAM-ESC Gene Regulatory Network Feedback Provides Robustness to Pluripotency

Here, we describe a positive feedback loop between RNMT-RAM and pluripotency-associated gene expression, which we postulate provides robustness to pluripotency and differentiation. High levels of RAM result in the expression of a large cohort of pluripotency associated genes. Should pluripotency-associated transcript levels fluctuate in ESCs, high levels of RNMT-RAM will maintain their expression. However, when the trigger for differentiation is sustained, these transcripts may fall below a threshold at which RNMT-RAM cannot maintain their expression. At this point, ERK1/2 activity increases, RAM becomes phosphorylated, ubiquitinated, and degraded, and RAM-dependent pluripotency-associated genes are repressed, permitting differentiation. Thus, RNMT-RAM is a critical component of the pluripotency network.

## Experimental Procedures

### ESC Culture

46C ESCs (expressing Sox1-GFP) derived from strain 129Ola mice were cultured on 0.1% gelatin-coated dishes in Glasgow minimal essential medium (Sigma), 10% knockout serum replacement, 1% modified Eagle’s medium (MEM) non-essential amino acids, 1 mM sodium pyruvate (Life Technologies), 0.1 mM 2-mercaptoethanol (Sigma), and 100 U/ml recombinant human leukemia inhibitory factor). hiPS4 and SA181 human ESC lines purchased from Cellartis and maintained in DEF-CS (Cellartis). Human neural differentiation was performed as described previously (Chambers et al., 2009), except that cells were seeded at a density of 6 × 10^4^ cells/cm^2^ on Matrigel (20 μg/cm^2^) and grown for 48 hrs in cell medium before switching to differentiation media. Murine neural differentiation was performed as described previously (Stavridis et al., 2007, Ying et al., 2003). 0.5–1.5 × 10^4^/cm^2^ ESCs were plated on 0.1% gelatin-coated dishes in N2B27 (DMEM/F12; Gibco) supplemented with modified N2 (25 μg/ml insulin, 100 μg/ml apo-transferrin, 6 ng/ml progesterone, 16 μg/ml putrescine, 30 nM sodium selenite and 50 μg/ml BSA fraction V; Gibco). Medium was renewed every 2 days.

### Primary Neural Cell Culture

Primary cortical neurons established from E16 mice (strain C57Bl) are a mixed population of terminally differentiated neurons from the cortex. Primary neuronal cells were plated onto 10 μg/ml poly-L-lysine-coated flasks and maintained in Neurobasal medium with B27 supplement (Life Technologies), 2 mM glutamine, 100 U/ml penicillin, and 100 μg/ml streptomycin (Lonza). Astrocytes are dividing cells of the astroglial line, established from P2. Astrocytes were maintained in DMEM/10% fetal calf serum until confluent.

### Transfections

1 × 10^5^ cells transfected with 200 pmol siRNA or non-targeting controls (siGenome, Dharmacon) using Lipofectamine 2000 (Invitrogen). 1 × 10^6^ ESCs in a 10-cm dish transfected with 4 μg pPyPCAGIP plasmids using Fugene HD (Promega) or Lipofectamine 2000 (Life Technologies). 1 μg/ml puromycin was used for selection.

### Reprogramming

1.5 × 10^5^ MEFs were plated on a six-well plate well. 1.5 μg PB-TAP IRI 2OKSMimO (expressing Oct4, Klf4, Sox2, c-Myc), AG-rtTA (reverse tetracycline transactivator), and HyPBase (transposase) was transfected using Fugene HD (Invitrogen) (Kaji et al., 2009, Woltjen et al., 2009). At day 3 or 4, cells were transfected with 200 pmol RAM siRNA, 1 μg pPyPCAGIP RAM-GFP, or 0.5 μg pPyPCAGIP RAM-GFP and 0.5 μg pPyPCAGIP HA-RNMT. Induced pluripotent cell colony number was counted following AP staining after 14 days of reprogramming.

### Statistics

Statistical methodologies are reported in figure legends and in proteomics and RNA-seq experimental procedures.

See Supplemental Experimental Procedures for polysome profile and RNA-seq analysis, proteomics analysis, molecular biology, immunological techniques, kinase assay, and description of expression construct.

## Author Contributions

L.G., O.S., M.P.S., and V.H.C. designed and performed experiments and wrote the manuscript. L.D., T.G.-P., R.W., L.W., S.W., and M.P. performed experiments.

## Figures and Tables

**Figure 1:**
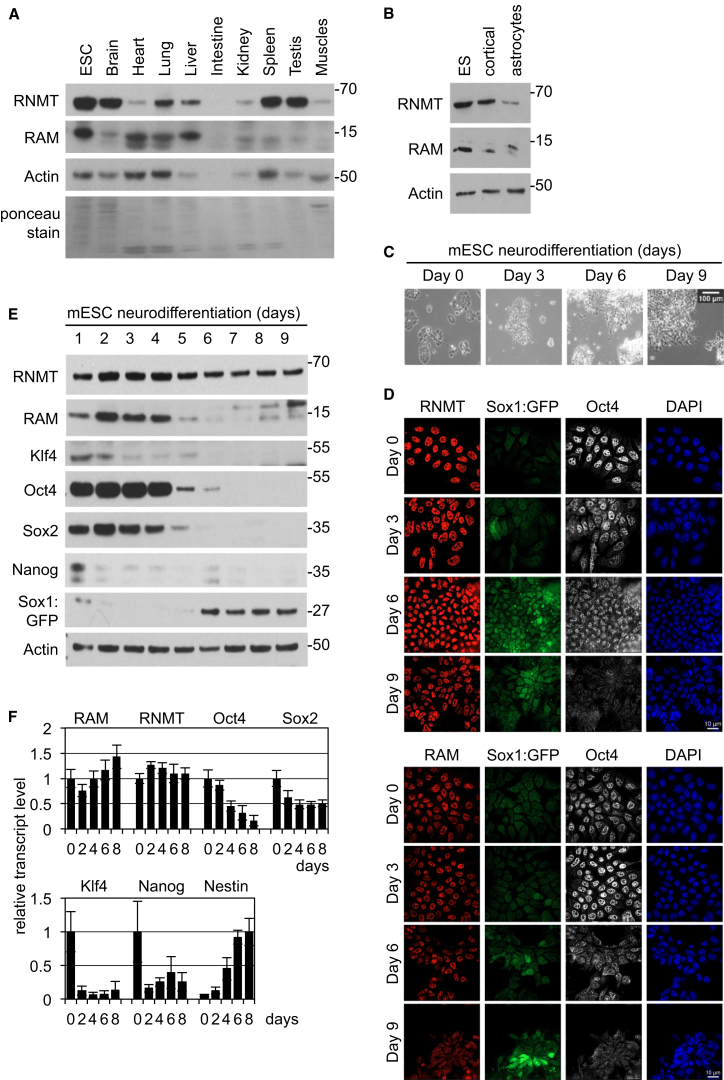
Expression of RAM Is Suppressed during Murine Neural Differentiation (A) Mouse organ and murine ESC extracts analyzed by western blot (WB). Ponceau S was used to stain PVDF membranes. (B) ESCs, primary cortical neurons, and primary astrocytes extracts analyzed by WB. ESCs were cultured according to a 9-day neural differentiation protocol. (C) Phase-contrast images of cultures. Scale bar, 100 μm. (D) Proteins, including Sox1 (GFP reporter), were detected by immunofluorescence (IF). Scale bar, 10 μM. DAPI DNA stain was used. (E) Proteins detected by WB. (F) Transcripts detected by RT-PCR, normalized to Actin. Data represent an average of three independent experiments, and error bars indicate SD. See also Figures S1–S3.

**Figure 2:**
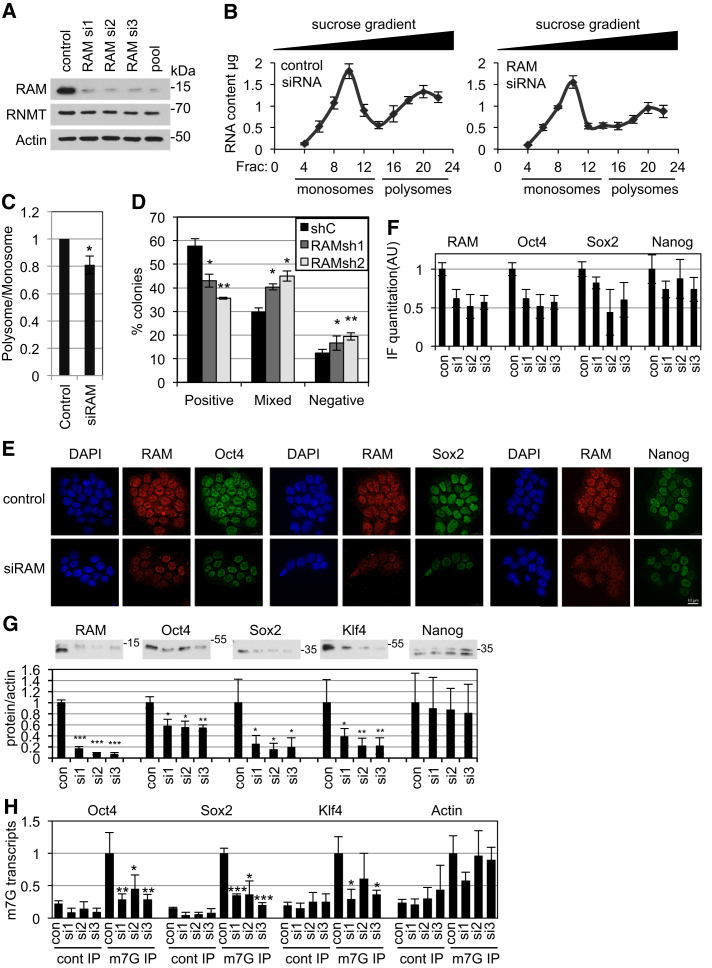
RAM Is Important for Oct4, Sox2, and Klf4 Expression (A) ESCs transfected with three independent siRNAs, pool, or a non-targeting control for 48 hr. (B) RNA-protein complexes resolved through sucrose gradient. RNA was purified and quantitated. Mean and SEM of four independent experiments are presented. (C) Relative ratio of monosomes to polysomes. (D) ESCs infected with lentiviruses carrying RAM or control small hairpin RNAs (shRNAs), seeded at clonal density, and stained for alkaline phosphatase (AP) after 7 days. Over 290 colonies were scored in three independent experiments, and average percent AP positive, mixed, or negative colonies are reported. (E) ESCs were transfected with RAM or control siRNA for 48 hr and fixed, and proteins were detected by IF. Scale bar, 10 μm. (F) Quantitation of average cellular staining in five independent fields (ImageJ software). Data are representative of two independent experiments. (G) For at least three independent experiments, average protein level relative to actin was detected by WB and quantitated. (H) Anti-m7G antibodies or matched controls used to immunoprecipitate m7G-RNA (RT-PCR analysis). (C, D, G, and H) Error bars indicate SD for at least three independent experiments. t test p value relative to control (^∗^p < 0.05; ^∗∗^p < 0.01, ^∗∗∗^p < 0.001). See also Figure S4.

**Figure 3:**
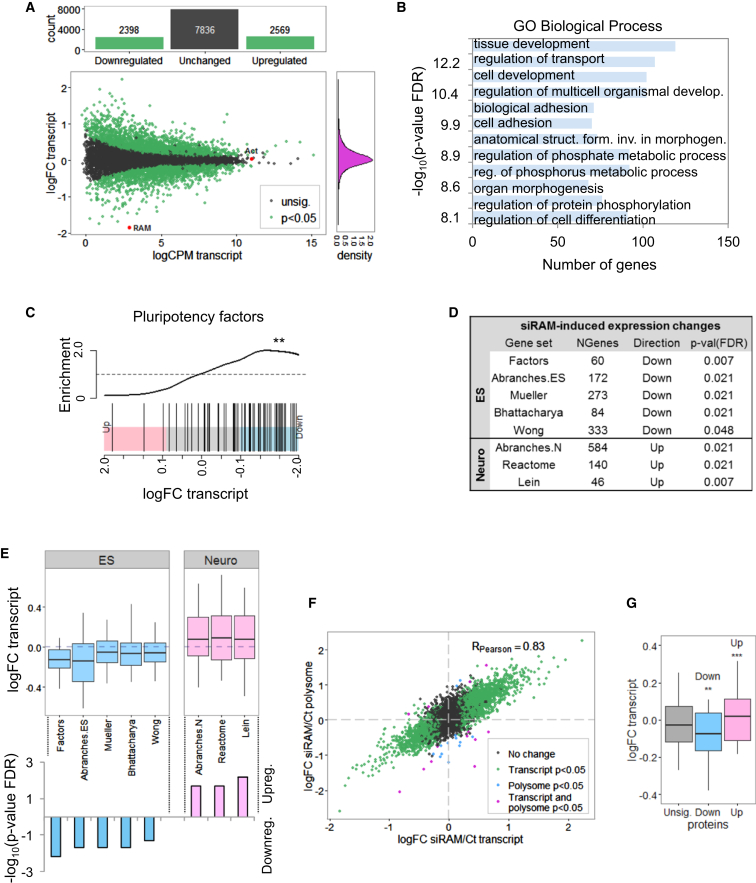
RAM Regulates a Subset of Pluripotency-Associated Genes (A) Summary of siRAM/control RNA-seq analysis. Number of up- and downregulated genes, scatterplot of transcript log2 fold change (logFC) against transcript abundance (log2 counts per million [logCPM]), and data distribution are shown. RAM and Actin are marked. p < 0.05 represents corrected p value < 0.05. (B) Most enriched GO Biological Process terms for genes up- or downregulated at least 0.5 logFC. (C) RAM siRNA-induced transcript changes of pluripotency-associated factors (barcode plot). See also Figure S5. (D) RAM siRNA-induced directional transcript changes for ESC- or neural-specific gene sets (see Experimental Procedures for a sets description). (E) Boxplot representation of (D). p values (false discovery rate [FDR]) are log10 transformed and shown below or above axis for down- or upregulated gene sets, respectively. (F) Scatterplot of expression changes at transcript and polysome level. (G) Boxplot of transcript changes of proteins unchanged (unsig.), downregulated, or upregulated in mass spectrometry analysis (Figure S6). Gene set tests performed with ROAST (see Experimental Procedures). ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. Boxplot whiskers span from the 5th to 95th percentiles. See also Figures S5–S7.

**Figure 4:**
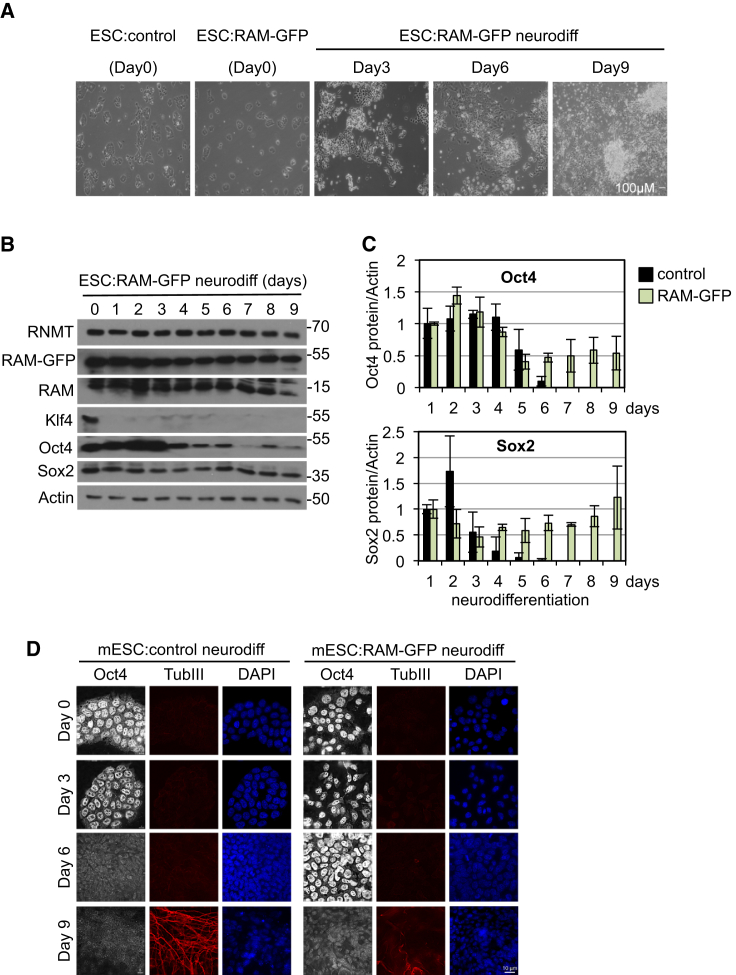
Sustained RAM Expression Maintains Pluripotency Markers during Differentiation (A) ESC:RAM-GFP or control cultured in a 9-day neural differentiation protocol. Phase-contrast images are shown. Scale bar, 100 μm. (B) Protein detected by WB. (C) Oct4 and Sox2 protein level quantitated in three independent experiments. Mean and SD are presented. (D) Oct4 and tubulin III detected by IF. See also Figure S8.

**Figure 5:**
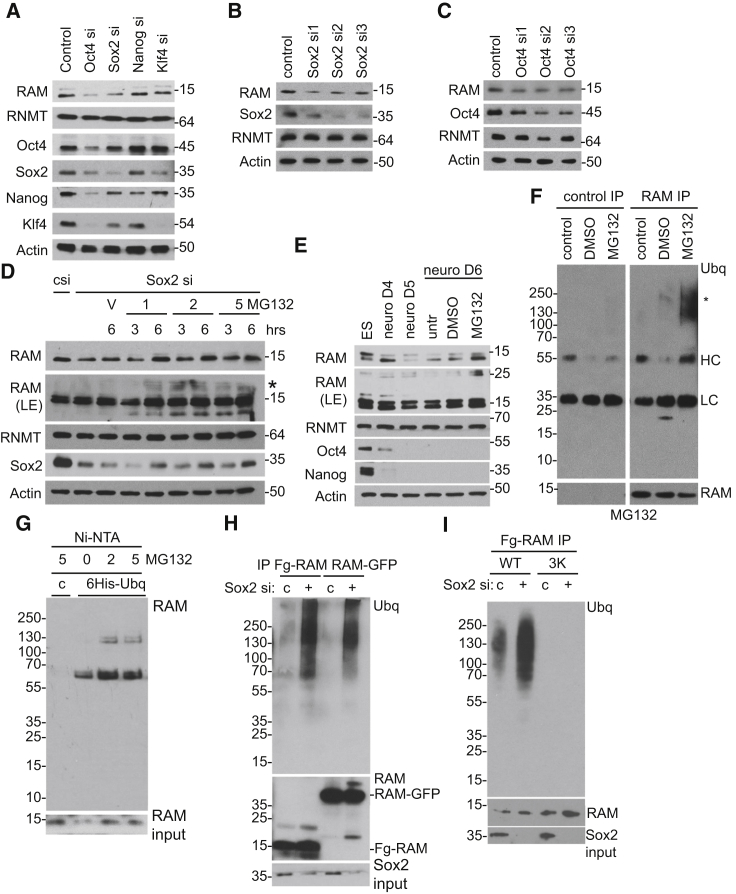
RAM Is Ubiqutinated and Degraded by the Proteasome (A–C) Expression of Oct4, Sox2, Klf4, and Nanog inhibited by transfection of siRNA pools (A) or independent siRNAs (B and C) for 72 hr. Proteins were detected by WB. (D) ESCs were transfected with Sox2 siRNA for 72 hr, then 1, 2, or 5 μM MG132 was added for the time indicated. WB analysis is shown. LE indicates long exposure, and the asterisk (^∗^) indicates high-molecular-weight protein. (E) ESCs subject to neural differentiation. On day 6, cells were treated with 2 μM MG132 or DMSO control for 3 hr. (F) Neural differentiation on day 7. Immunoprecipitations were performed on cell extracts using anti-RAM or control antibodies. Asterisk (^∗^) indicates high-molecular-weight ubiquitinated proteins detected by WB. LC, light chain; HC, heavy chain. (G) ESCs expressing 6His-ubiqutin (6His-Ubq) or control (c) incubated in 2 or 5 μM MG132 for 4 hr. Extracts subject to Ni-NTA agarose pull-down and WB. (H) ESC:Fg-RAM or RAM-GFP transfected with Sox2 siRNA for 72 hr. Fg-RAM and RAM-GFP were purified via tags. RAM and high-molecular-weight ubiquitinated protein was detected by WB. (I) As in (H), except Fg-RAM WT and 3K were expressed. See also Figure S9.

**Figure 6:**
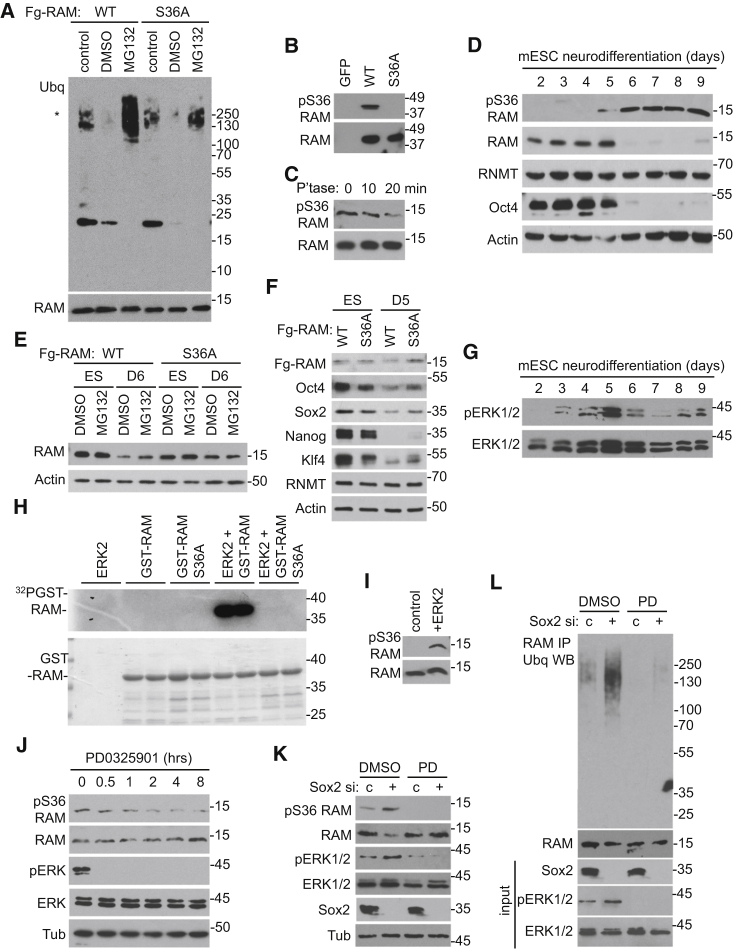
ERK-Dependent S36 Phosphorylation Targets RAM for Degradation during Differentiation (A) Fg-RAM WT or S36A purified from ESCs treated with 5 μM MG132, DMSO control, or untreated for 3 hr. RAM and ubiquitinated protein detected by WB. (B) RAM-GFP WT and S36A and GFP alone (purified) and WBs were performed to detect pS36 RAM and total RAM. (C) ESC extracts treated with lambda phosphatase for the time indicated, and pS36 RAM and total RAM were detected. (D) ESCs subjected to neural differentiation protocol. Extracts were analyzed by WB on the days indicated. (E) Fg-RAM WT and S36A expressed in ESCs. ESCs and day 6 neural precursors, pre-treated with 2 μM MG132 or DMSO control for 3 hr, were analyzed by WB. (F) As in (E), except expression of Oct4, Nanog, and Sox2 was analyzed in day 5 neural precursors. (G) Expression of pERK1/2 and ERK1/2 analyzed by WB during neural differentiation. (H) 50 ng ERK2 incubated with 1 μg GST-RAM WT or S36A and ^32^PATP for 1 hr at 37°C. Phosphorylated protein was detected by film. GST-RAM was visualized by Coomassie staining. (I) 10 ng GST-RAM subject to in vitro kinase assay with ERK2 or control analyzed by WB. (J) Day 5 neurodifferentiated cells treated with 1 μM PD0325901 for the time indicated and proteins detected by WB. (K) ESCs transfected with Sox2 siRNA or control for 72 hr and treated with 1μM PD0325901or DMSO for 12 hr. Extracts were analyzed by WB. (L) As in (K), except cells were treated with 2 μM MG132 for 2 hr prior to WB analysis. Top: RAM was immunoprecipitated and ubiquitin detected. See also Figure S10.

**Figure 7:**
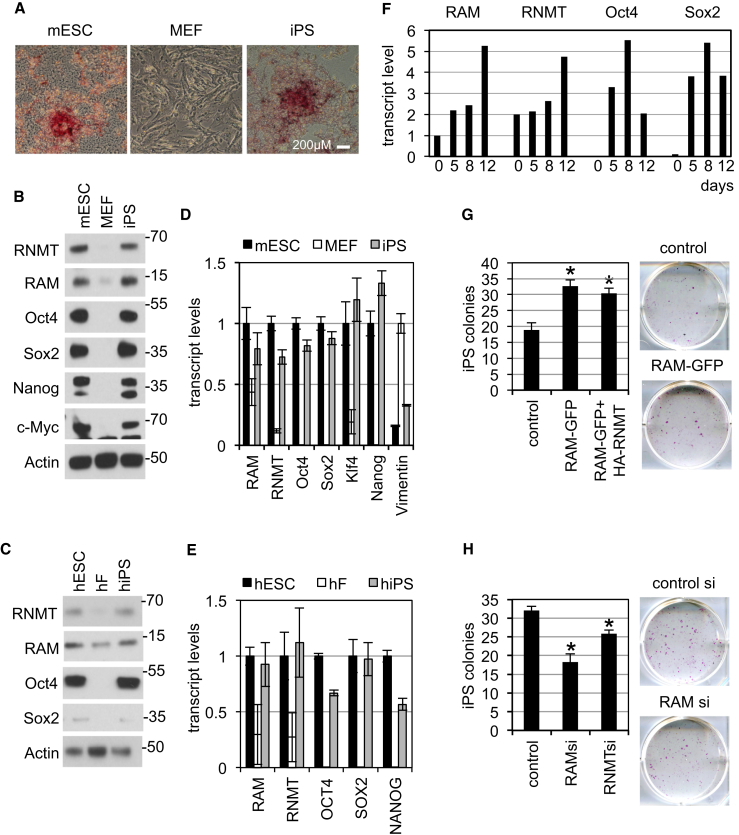
High Levels of RNMT-RAM Are Required for Pluripotency (A) Murine ESC, MEFs, and iPSCs were AP stained. Scale bar, 200 μm. (B) Proteins analyzed by WB. (C) Proteins analyzed by WB in extracts from human ESCs (hESC), human fibroblasts (hF), and human iPSCs (hiPS). (D and E) Average transcript level for three independent experiments detected by RT-PCR in murine ESCs, MEFs, and iPSCs (D) and hESCs, hFs, and iPSCs (E). (F) Oct4, Klf4, Sox2, and c-Myc expressed in MEFs and transcript levels detected on the days indicated. (G and H) After 3–4 days, cells were also transfected with vectors to express RAM-GFP, or RAM-GFP and HA-RNMT (G) or cells were transfected with RNMT or RAM siRNA (H). After 14 days, the relative number of colonies with ESC-like morphology and AP-positive colonies was scored. Mean and SD for three independent experiments are shown. t test p values calculated relative to control (^∗^p ≤ 0.05). Representative wells of AP-stained iPSC colonies.

## References

[bib1] Aregger M., Cowling V.H. (2012). E2F1-dependent methyl cap formation requires RNA pol II phosphorylation. Cell Cycle.

[bib2] Aregger M., Cowling V.H. (2013). Human cap methyltransferase (RNMT) N-terminal non-catalytic domain mediates recruitment to transcription initiation sites. Biochem. J..

[bib3] Aregger M., Kaskar A., Varshney D., Fernandez-Sanchez M.E., Inesta-Vaquera F.A., Weidlich S., Cowling V.H. (2016). CDK1-cyclin B1 activates RNMT, coordinating mRNA cap methylation with G1 phase transcription. Mol. Cell.

[bib4] Aubert J., Stavridis M.P., Tweedie S., O’Reilly M., Vierlinger K., Li M., Ghazal P., Pratt T., Mason J.O., Roy D., Smith A. (2003). Screening for mammalian neural genes via fluorescence-activated cell sorter purification of neural precursors from Sox1-gfp knock-in mice. Proc. Natl. Acad. Sci. USA.

[bib5] Bickmore W.A., Zaret K.S. (2010). Altered states: how gene expression is changed during differentiation. Curr. Opin. Genet. Dev..

[bib6] Boroviak T., Loos R., Lombard P., Okahara J., Behr R., Sasaki E., Nichols J., Smith A., Bertone P. (2015). Lineage-Specific Profiling Delineates the Emergence and Progression of Naive Pluripotency in Mammalian Embryogenesis. Dev. Cell.

[bib7] Buckley S.M., Aranda-Orgilles B., Strikoudis A., Apostolou E., Loizou E., Moran-Crusio K., Farnsworth C.L., Koller A.A., Dasgupta R., Silva J.C. (2012). Regulation of pluripotency and cellular reprogramming by the ubiquitin-proteasome system. Cell Stem Cell.

[bib8] Burdon T., Stracey C., Chambers I., Nichols J., Smith A. (1999). Suppression of SHP-2 and ERK signalling promotes self-renewal of mouse embryonic stem cells. Dev. Biol..

[bib9] Chambers S.M., Fasano C.A., Papapetrou E.P., Tomishima M., Sadelain M., Studer L. (2009). Highly efficient neural conversion of human ES and iPS cells by dual inhibition of SMAD signaling. Nat. Biotechnol..

[bib10] Chen X., Xu H., Yuan P., Fang F., Huss M., Vega V.B., Wong E., Orlov Y.L., Zhang W., Jiang J. (2008). Integration of external signaling pathways with the core transcriptional network in embryonic stem cells. Cell.

[bib11] Chu C., Shatkin A.J. (2008). Apoptosis and autophagy induction in mammalian cells by small interfering RNA knockdown of mRNA capping enzymes. Mol. Cell. Biol..

[bib12] Cole M.D., Cowling V.H. (2009). Specific regulation of mRNA cap methylation by the c-Myc and E2F1 transcription factors. Oncogene.

[bib13] Cowling V.H., Cole M.D. (2007). The Myc transactivation domain promotes global phosphorylation of the RNA polymerase II carboxy-terminal domain independently of direct DNA binding. Mol. Cell. Biol..

[bib14] Cox J., Mann M. (2008). MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. Nat. Biotechnol..

[bib15] Dunn S.J., Martello G., Yordanov B., Emmott S., Smith A.G. (2014). Defining an essential transcription factor program for naïve pluripotency. Science.

[bib16] Fernandez-Sanchez M.E., Gonatopoulos-Pournatzis T., Preston G., Lawlor M.A., Cowling V.H. (2009). S-adenosyl homocysteine hydrolase is required for Myc-induced mRNA cap methylation, protein synthesis, and cell proliferation. Mol. Cell. Biol..

[bib17] Glover-Cutter K., Kim S., Espinosa J., Bentley D.L. (2008). RNA polymerase II pauses and associates with pre-mRNA processing factors at both ends of genes. Nat. Struct. Mol. Biol..

[bib18] Gonatopoulos-Pournatzis T., Cowling V.H. (2014). Cap-binding complex (CBC). Biochem. J..

[bib19] Gonatopoulos-Pournatzis T., Cowling V.H. (2014). RAM function is dependent on Kapβ2-mediated nuclear entry. Biochem. J..

[bib20] Gonatopoulos-Pournatzis T., Dunn S., Bounds R., Cowling V.H. (2011). RAM/Fam103a1 is required for mRNA cap methylation. Mol. Cell.

[bib21] Hamilton W.B., Brickman J.M. (2014). Erk signaling suppresses embryonic stem cell self-renewal to specify endoderm. Cell Rep..

[bib22] Jia J., Zheng X., Hu G., Cui K., Zhang J., Zhang A., Jiang H., Lu B., Yates J., Liu C. (2012). Regulation of pluripotency and self- renewal of ESCs through epigenetic-threshold modulation and mRNA pruning. Cell.

[bib23] Jiao X., Xiang S., Oh C., Martin C.E., Tong L., Kiledjian M. (2010). Identification of a quality-control mechanism for mRNA 5′-end capping. Nature.

[bib24] Jiao X., Chang J.H., Kilic T., Tong L., Kiledjian M. (2013). A mammalian pre-mRNA 5′ end capping quality control mechanism and an unexpected link of capping to pre-mRNA processing. Mol. Cell.

[bib25] Kaji K., Norrby K., Paca A., Mileikovsky M., Mohseni P., Woltjen K. (2009). Virus-free induction of pluripotency and subsequent excision of reprogramming factors. Nature.

[bib26] Kim J., Chu J., Shen X., Wang J., Orkin S.H. (2008). An extended transcriptional network for pluripotency of embryonic stem cells. Cell.

[bib27] Lu R., Markowetz F., Unwin R.D., Leek J.T., Airoldi E.M., MacArthur B.D., Lachmann A., Rozov R., Ma’ayan A., Boyer L.A. (2009). Systems-level dynamic analyses of fate change in murine embryonic stem cells. Nature.

[bib28] Martí M., Mulero L., Pardo C., Morera C., Carrió M., Laricchia-Robbio L., Esteban C.R., Izpisua Belmonte J.C. (2013). Characterization of pluripotent stem cells. Nat. Protoc..

[bib29] Mukherjee C., Patil D.P., Kennedy B.A., Bakthavachalu B., Bundschuh R., Schoenberg D.R. (2012). Identification of cytoplasmic capping targets reveals a role for cap homeostasis in translation and mRNA stability. Cell Rep..

[bib30] Pickford C.E., Holley R.J., Rushton G., Stavridis M.P., Ward C.M., Merry C.L. (2011). Specific glycosaminoglycans modulate neural specification of mouse embryonic stem cells. Stem Cells.

[bib31] Pijnappel W.W., Esch D., Baltissen M.P., Wu G., Mischerikow N., Bergsma A.J., van der Wal E., Han D.W., Bruch Hv., Moritz S. (2013). A central role for TFIID in the pluripotent transcription circuitry. Nature.

[bib32] Ponnusamy M.P., Deb S., Dey P., Chakraborty S., Rachagani S., Senapati S., Batra S.K. (2009). RNA polymerase II associated factor 1/PD2 maintains self-renewal by its interaction with Oct3/4 in mouse embryonic stem cells. Stem Cells.

[bib33] Sampath P., Pritchard D.K., Pabon L., Reinecke H., Schwartz S.M., Morris D.R., Murry C.E. (2008). A hierarchical network controls protein translation during murine embryonic stem cell self-renewal and differentiation. Cell Stem Cell.

[bib34] Shuman S. (2015). RNA capping: progress and prospects. RNA.

[bib35] Stavridis M.P., Lunn J.S., Collins B.J., Storey K.G. (2007). A discrete period of FGF-induced Erk1/2 signalling is required for vertebrate neural specification. Development.

[bib36] Stunnenberg H.G., Vermeulen M., Atlasi Y. (2015). Developmental biology. A Me6Age for pluripotency. Science.

[bib37] Tahmasebi S., Alain T., Rajasekhar V.K., Zhang J.P., Prager-Khoutorsky M., Khoutorsky A., Dogan Y., Gkogkas C.G., Petroulakis E., Sylvestre A. (2014). Multifaceted regulation of somatic cell reprogramming by mRNA translational control. Cell Stem Cell.

[bib38] Takahashi K., Yamanaka S. (2006). Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. Cell.

[bib39] Takahashi K., Tanabe K., Ohnuki M., Narita M., Ichisaka T., Tomoda K., Yamanaka S. (2007). Induction of pluripotent stem cells from adult human fibroblasts by defined factors. Cell.

[bib40] Tanabe K., Takahashi K., Yamanaka S. (2014). Induction of pluripotency by defined factors. Proc. Jpn. Acad., Ser. B, Phys. Biol. Sci..

[bib41] Topisirovic I., Svitkin Y.V., Sonenberg N., Shatkin A.J. (2011). Cap and cap-binding proteins in the control of gene expression. Wiley Interdiscip. Rev. RNA.

[bib42] Wang L., Miao Y.L., Zheng X., Lackford B., Zhou B., Han L., Yao C., Ward J.M., Burkholder A., Lipchina I. (2013). The THO complex regulates pluripotency gene mRNA export and controls embryonic stem cell self-renewal and somatic cell reprogramming. Cell Stem Cell.

[bib43] Wang L., Du Y., Ward J.M., Shimbo T., Lackford B., Zheng X., Miao Y.L., Zhou B., Han L., Fargo D.C. (2014). INO80 facilitates pluripotency gene activation in embryonic stem cell self-renewal, reprogramming, and blastocyst development. Cell Stem Cell.

[bib44] Woltjen K., Michael I.P., Mohseni P., Desai R., Mileikovsky M., Hämäläinen R., Cowling R., Wang W., Liu P., Gertsenstein M. (2009). piggyBac transposition reprograms fibroblasts to induced pluripotent stem cells. Nature.

[bib45] Wong Q.W., Vaz C., Lee Q.Y., Zhao T.Y., Luo R., Archer S.K., Preiss T., Tanavde V., Vardy L.A. (2016). Embryonic stem cells exhibit mRNA isoform specific translational regulation. PLoS ONE.

[bib46] Wongpaiboonwattana W., Stavridis M.P. (2015). Neural differentiation of mouse embryonic stem cells in serum-free monolayer culture. J. Vis. Exp..

[bib47] Ying Q.L., Stavridis M., Griffiths D., Li M., Smith A. (2003). Conversion of embryonic stem cells into neuroectodermal precursors in adherent monoculture. Nat. Biotechnol..

[bib48] Yu J., Vodyanik M.A., Smuga-Otto K., Antosiewicz-Bourget J., Frane J.L., Tian S., Nie J., Jonsdottir G.A., Ruotti V., Stewart R. (2007). Induced pluripotent stem cell lines derived from human somatic cells. Science.

# Supplementary material for: mRNA Cap Methylation in Pluripotency and Differentiation
**Source:** Cell Rep. 2016 Jul 21;16(5):1352–65. doi: 10.1016/j.celrep.2016.06.089
**Supplement:** Document S1. Supplemental Experimental Procedures and Figures S1–S10

**Cell Reports, Volume 16**

## **Supplemental Information**

### **mRNA Cap Methylation in Pluripotency and Differentiation**

**Laura Grasso, Olga Suska, Lindsay Davidson, Thomas Gonatopoulos-Pournatzis, Ritchie Williamson, Lize Wasmus, Simone Wiedlich, Mark Peggie, Marios P. Stavridis, and Victoria H. Cowling**

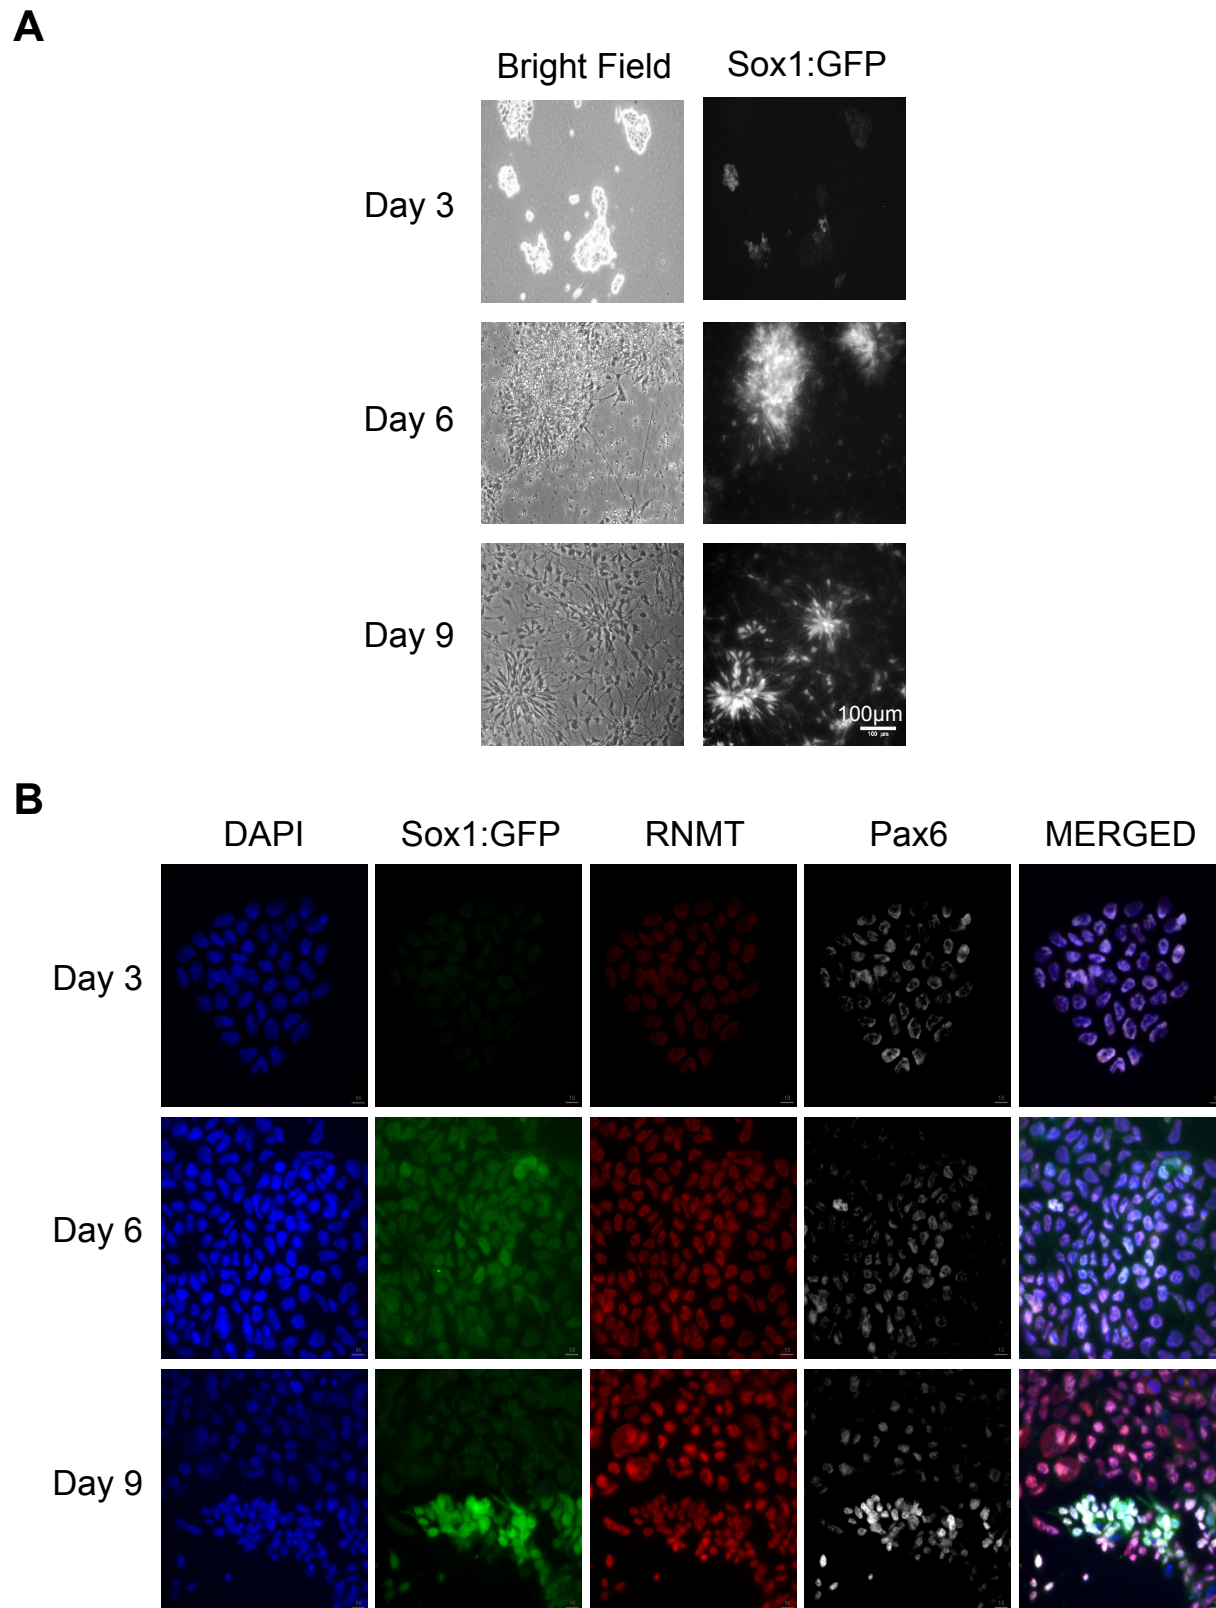

**Figure S1 (related to Figure 1) Establishing neural differentiation of ESC**

Detection of morphological changes in ES cells during neural differentiation. ESCs were seeded in N2B27 media on dishes coated with 0.1% gelatin. Media was changed every second day. Phase-contrast and fluorescent images were captured on days 3, 6 and 9. Scale bar measures 100 µm.

b) Immunofluorescence microscopy was used to detect Sox1-GFP and PAX6, markers of neural differentiation. ESCs were seeded in N2B27 media onto coverslip coated with Laminin. Cells were fixed with 4% PFA and stained with the indicated antibodies on days 3, 6 and 9. DAPI staining was used to detect nuclei. High-resolution images were collected using a DeltaVision Restoration; Applied Precision system, using a 40X/1.514 oil Olympus objective lens. Images were processed using OMERO software.

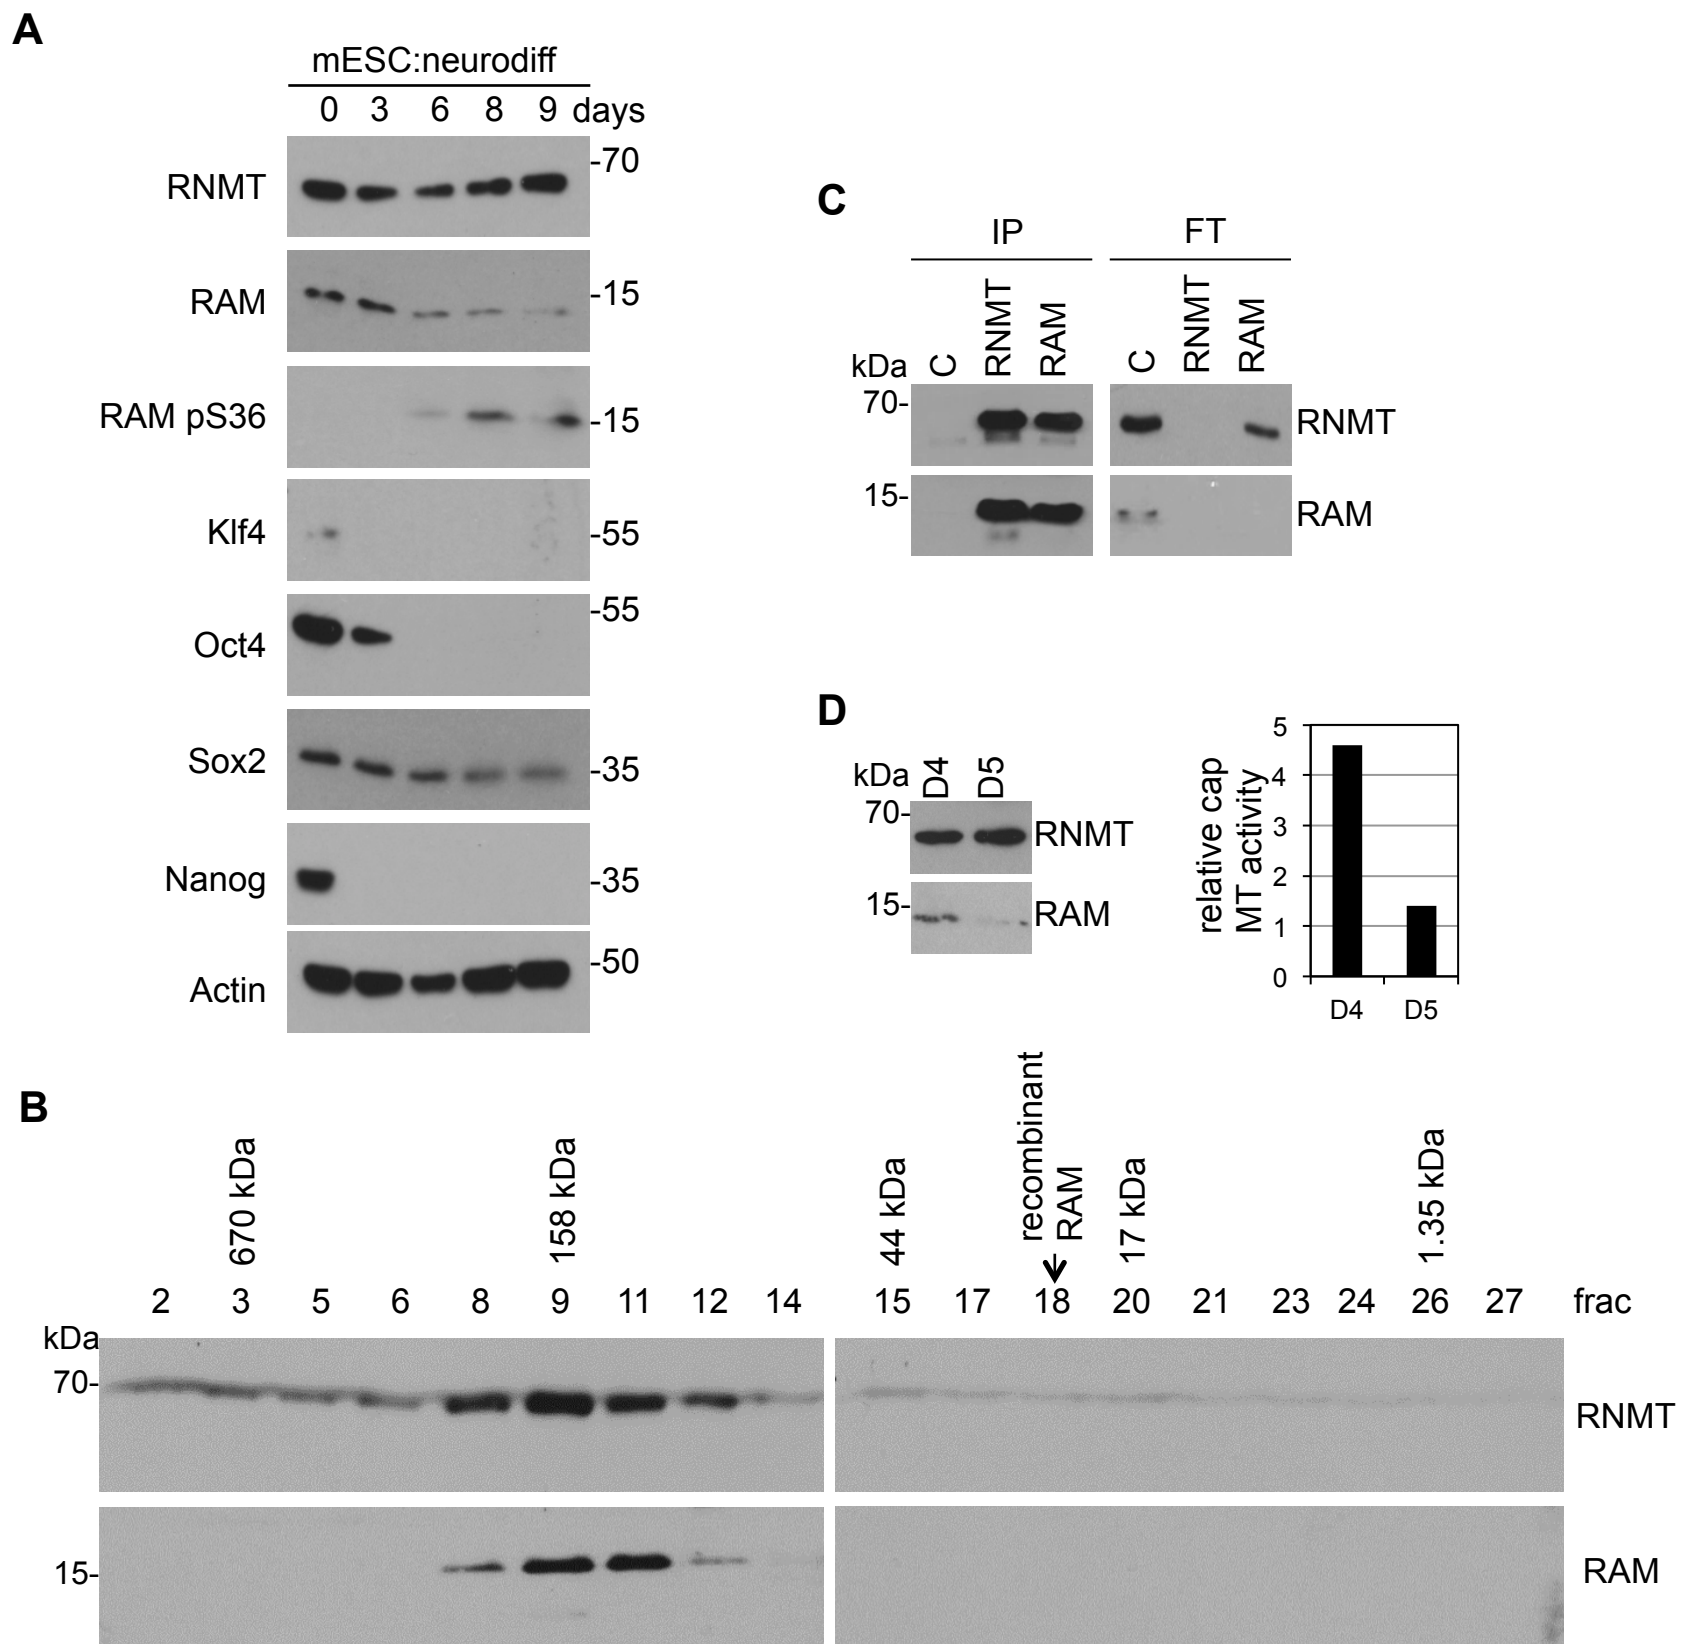

**Figure S2 (related to Figure 1) RNMT-RAM in ESCs**

a) ESCs were cultured according to a 9-day neural differentiation protocol. Proteins detected by WB. b) 0.5mg ESC extract was separated on a Superdex S200 column in 150 mM NaCl, 50 mM HEPES 0.03 % Brij-35 and 1mM DTT, pH 7.5 and 0.5ml fractions collected. Western blots were performed to detect RNMT and RAM in selected fractions. The migration of markers and recombinant RAM is indicated above blots. c) 10µg ESC extract was subject to immunoprecipitation using anti-GST (c), anti-RNMT and anti-RAM antibodies. Following immunoprecipitation, immunoprecipitates (IP) and residual cell extract (FT) was analysed by western blot for expression of RNMT and RAM. d) The cap methyltransferase activity of ESCs and differentiated cells was analysed by *in vitro* assay. 2µg nuclear extract was incubated with an excess of GpppG-RNA substrate and 100nM S-adenosyl methionine for 7 mins at 30°C. Products were digested with P1 nuclease and analysed by thin layer chromatography to quantitate m7GpppG-RNA produced. Assays were performed according to (Cowling, 2010).

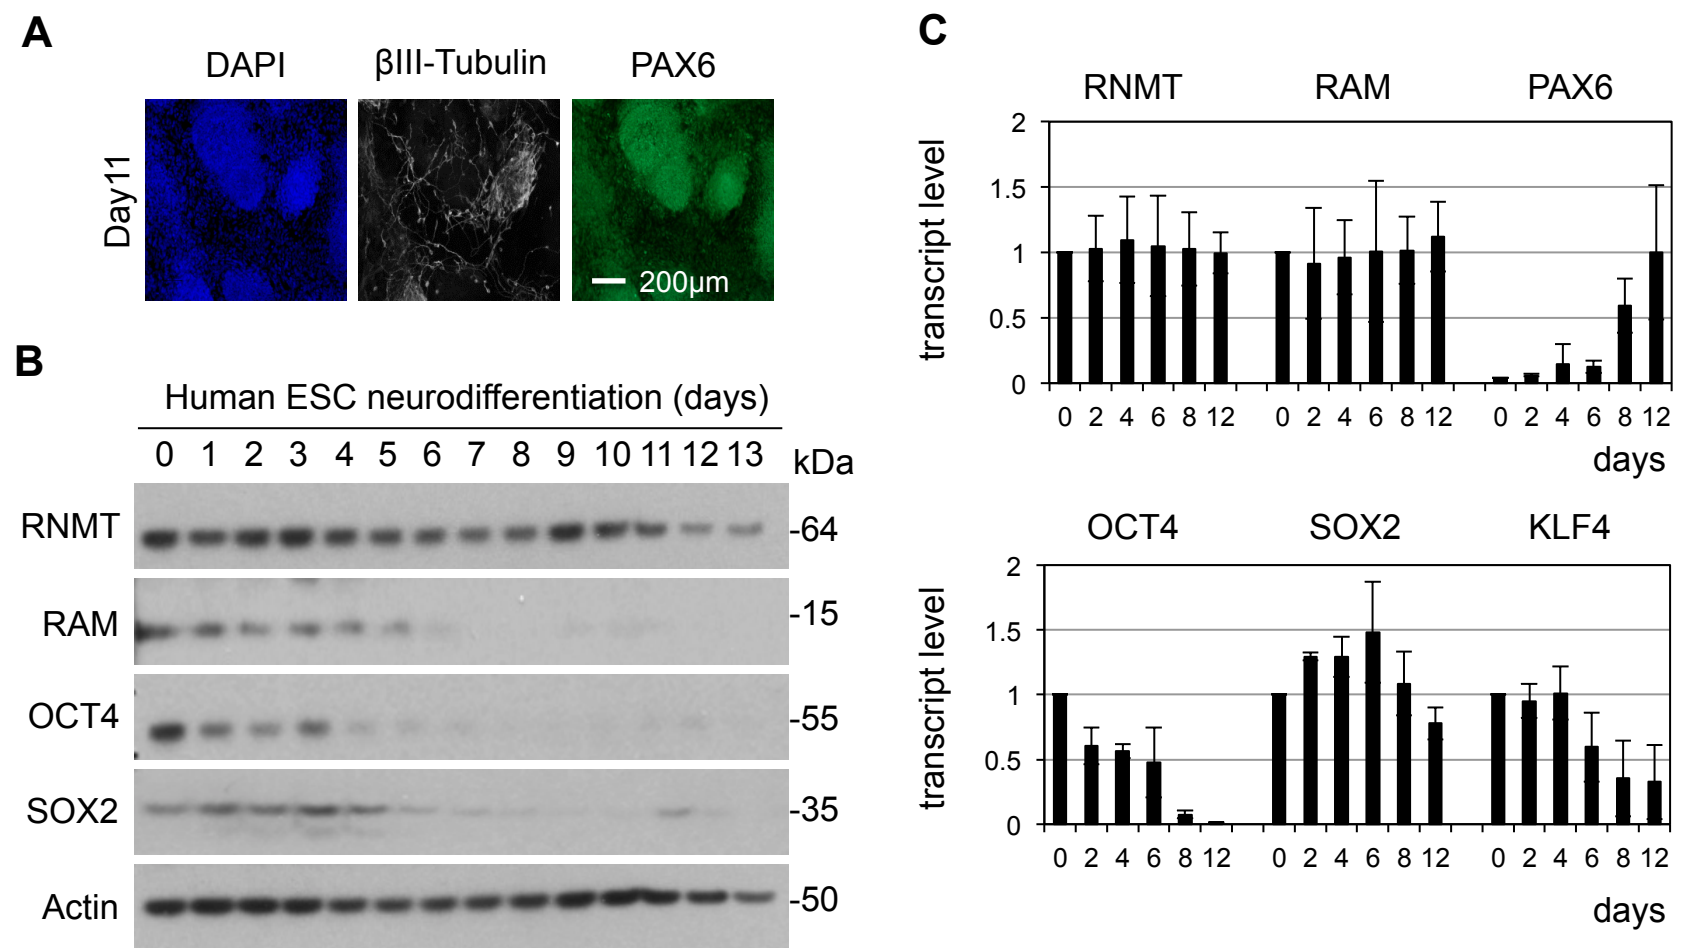

**Figure S3 (related to Figure 1) Expression of RAM is suppressed during human ESC neural differentiation**  
hES cells SA181 were subject to neural differentiation protocol. a) Day 11 cultures were analysed for  $\beta$ III-Tubulin and PAX6 expression by immunofluorescence. b) Cell extracts were analysed by WB. c) Transcript levels were determined by RTPCR relative to Actin expression. Chart represents average and standard deviation of data from three independent experiments.

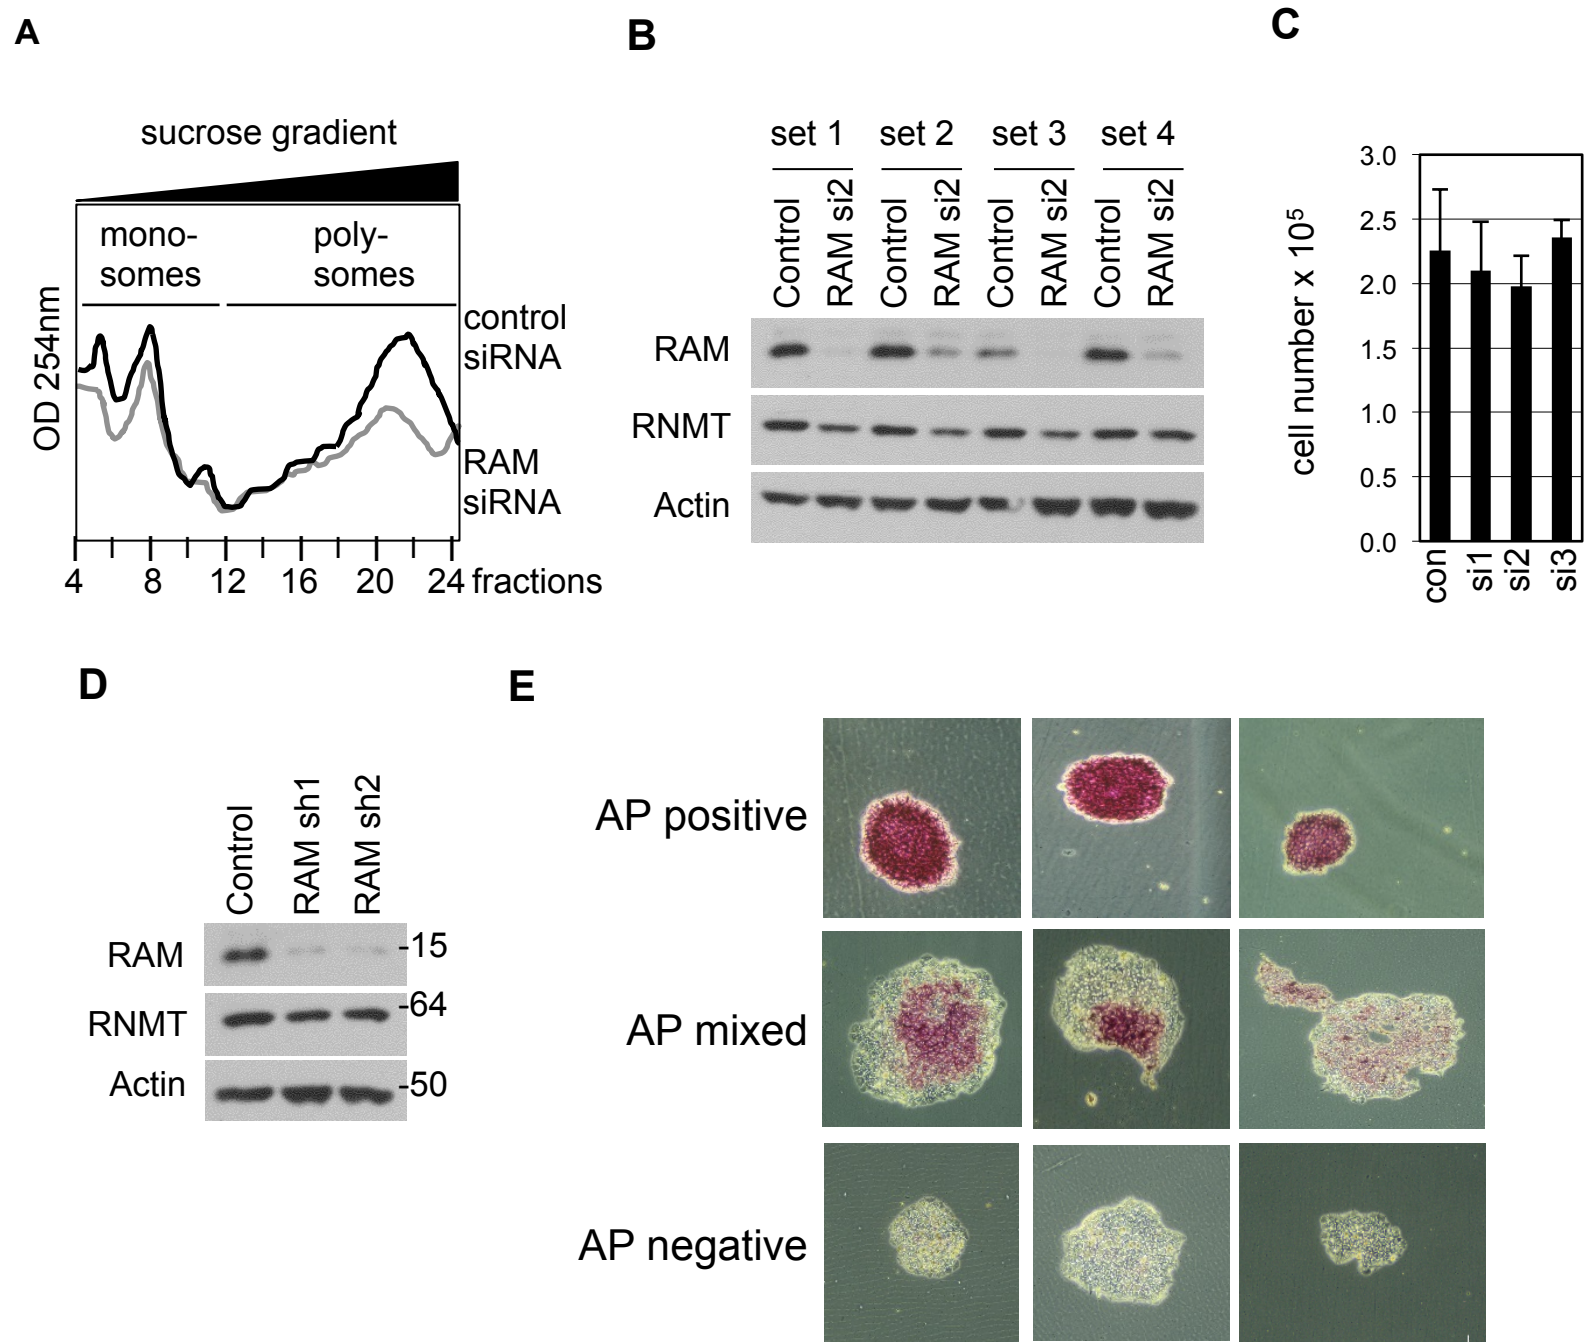

**Figure S4 (related to Figure 2) Transfection of ESCs with RAM siRNA and shRNA**

ESCs were transfected with a RAM siRNA2 or a non-targetting control. a) After 48hrs RNA-protein complexes were resolved through a sucrose gradient. Protein-RNA complexes detected by absorbance at 254nm. b) ESCs were transfected with RAM siRNA 2 on 4 independent occasssions. After 48hrs RAM protein level was detected. c) 48hrs after transfection with three independent RAM siRNAs cell number was counted. d) Cells were infected with lentiviruses expressing RAM shRNA or control. After 7 days protein levels were detected by western blot. f) Colonies were stained with alkaline phosphatase. Colonies representative of those scored in figure 2d.

**Figure S5 (related to Figure 3) List of pluripotency-associated factors**

Transcript logFC in siRAM/Ct and polysome loading in ESCs of genes previously implicated in embryonic stem cell function. Median polysome loading is 0.99. 

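Figure S5 gives polysome loading as the abundance of a transcript in polysomes over that in input. Over the 12805 genes tested, the ratio of mean CPM in the 4 control polysome libraries to that in the 4 control input libraries had a median of 1.02, with 0.278 at the 5th percentile and 2.34 at the 95th. Computed from same-numbered libraries, the median was 1.02, 1.00, 1.00 and 1.02 for replicates 1 to 4 in control cells (SD 0.0108), and 0.991, 0.988, 0.989 and 1.00 in RAM siRNA cells. TMM scaling takes most genes not to differ between libraries, which draws this median toward 1. The alternative that moved the median furthest, no filter on low counts, gave 0.749. The genes of Figure S5 had a median loading of 1.06, and 32 of the 60 lay above the median of all genes tested. In polysomes, 44 of the 60 were lower after RAM siRNA.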

For full references see main text.

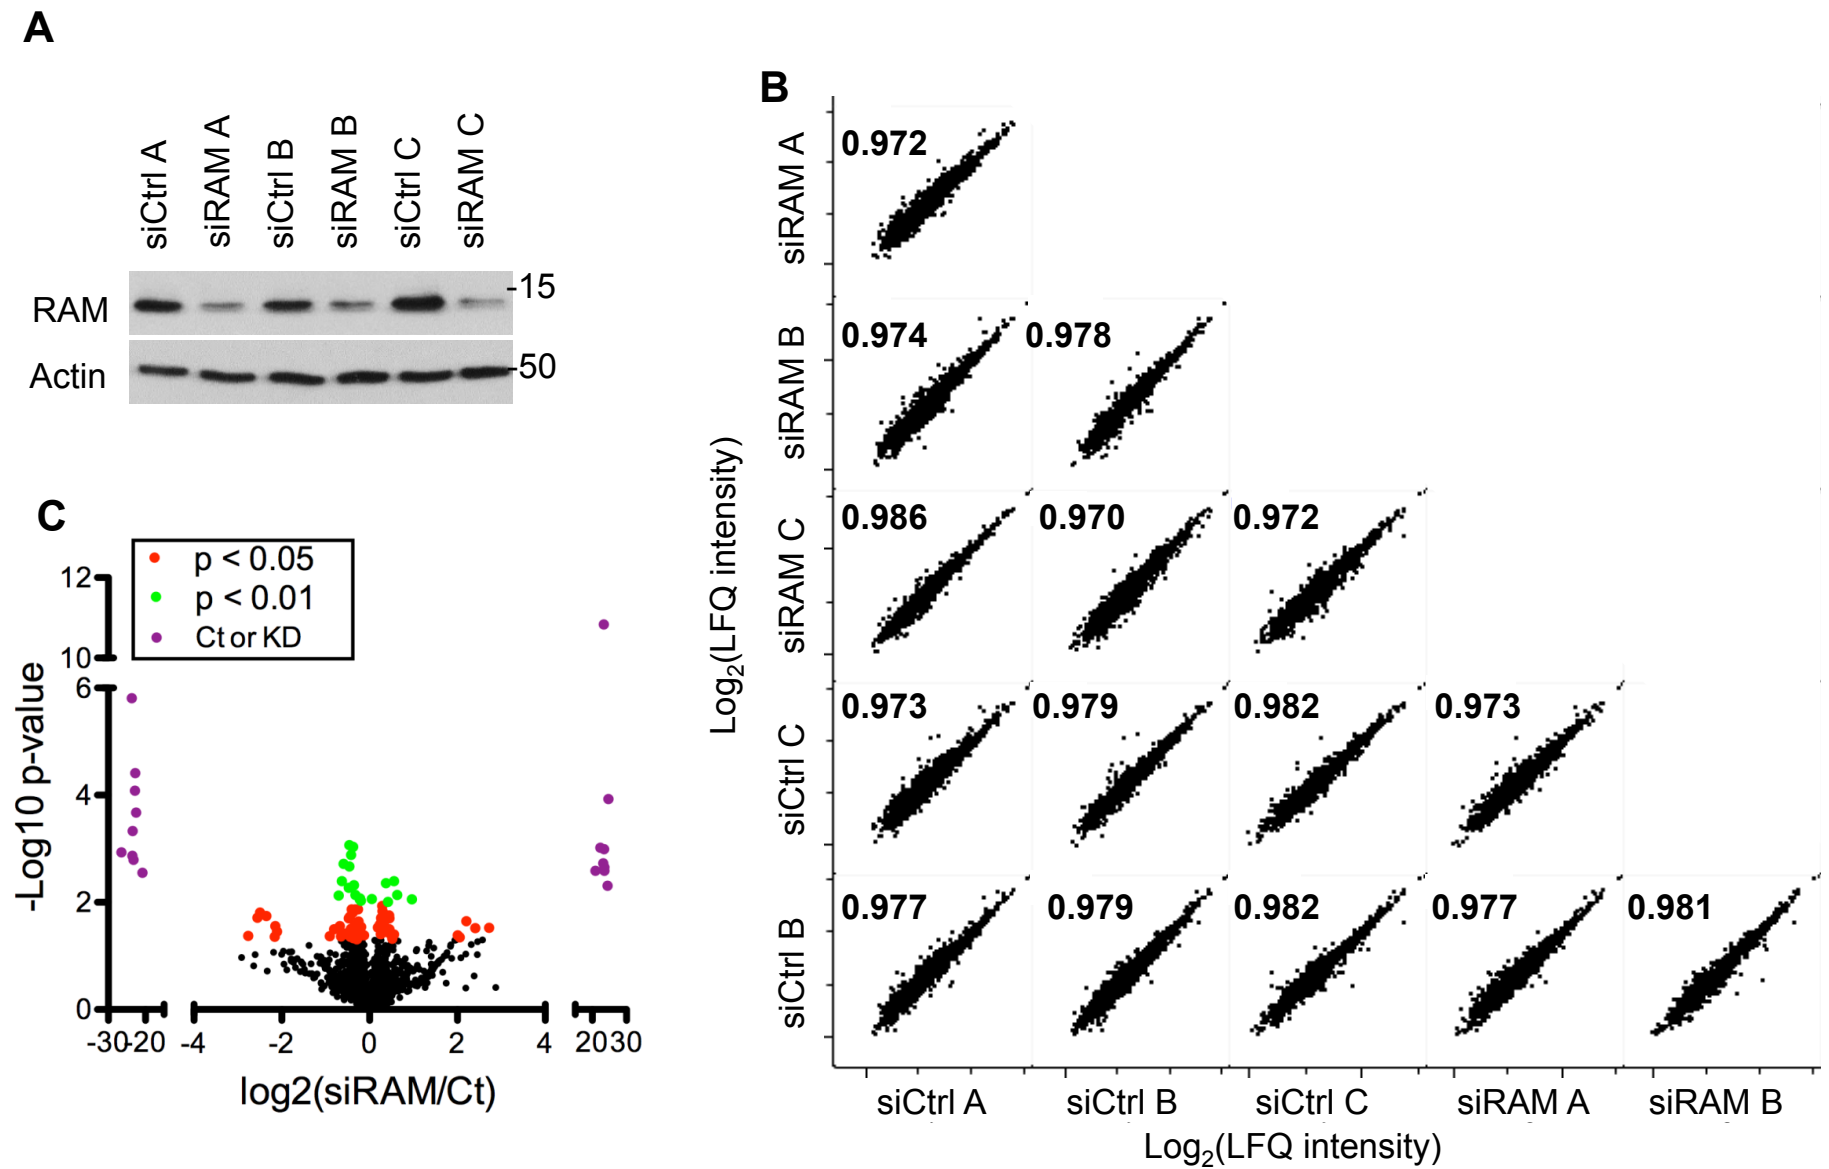

**Figure S6 (related to Figure 3) LC-MS/MS analysis of the global proteome in response to RAM repression**

ESCs were transfected with RAM siRNA pool or non-targeting control for 48hrs. a) Western blot analysis performed to detect proteins indicated. b) Samples analysed by LC-MS/MS, proteins identified and label-free quantified (LFQ) by MaxQuant ([http://141.61.102.17/maxquant\\_doku/](http://141.61.102.17/maxquant_doku/)) and a scatter plot matrix for all biological replicates generated using Perseus framework ([http://141.61.102.17/perseus\\_doku/](http://141.61.102.17/perseus_doku/)). Numbers indicate Pearson correlation between indicated samples. c) Cellular proteins quantified using LC-MS/MS. Each spot represents one of 2627 proteins analysed for differential expression. The y-axis plots the P-value (-log<sub>10</sub> transformed) derived from Student's T-test across three biological replicates. The x-axis plots the mean log<sub>2</sub> ratio of expression in RAM knock-down samples to control. The utmost left- and right-hand site spots (purple) represent proteins detected only in control or RAM knockdown samples respectively. d) The list of downregulated proteins after RAM knock-down (p value ≤ 0.05) analysed for the enrichment of GO biological process terms using DAVID database. Results rationalised using REVIGO. The colour and size of each bubble represent enrichment p-value (EASE score). The proximity of bubbles reflects related GO terms.

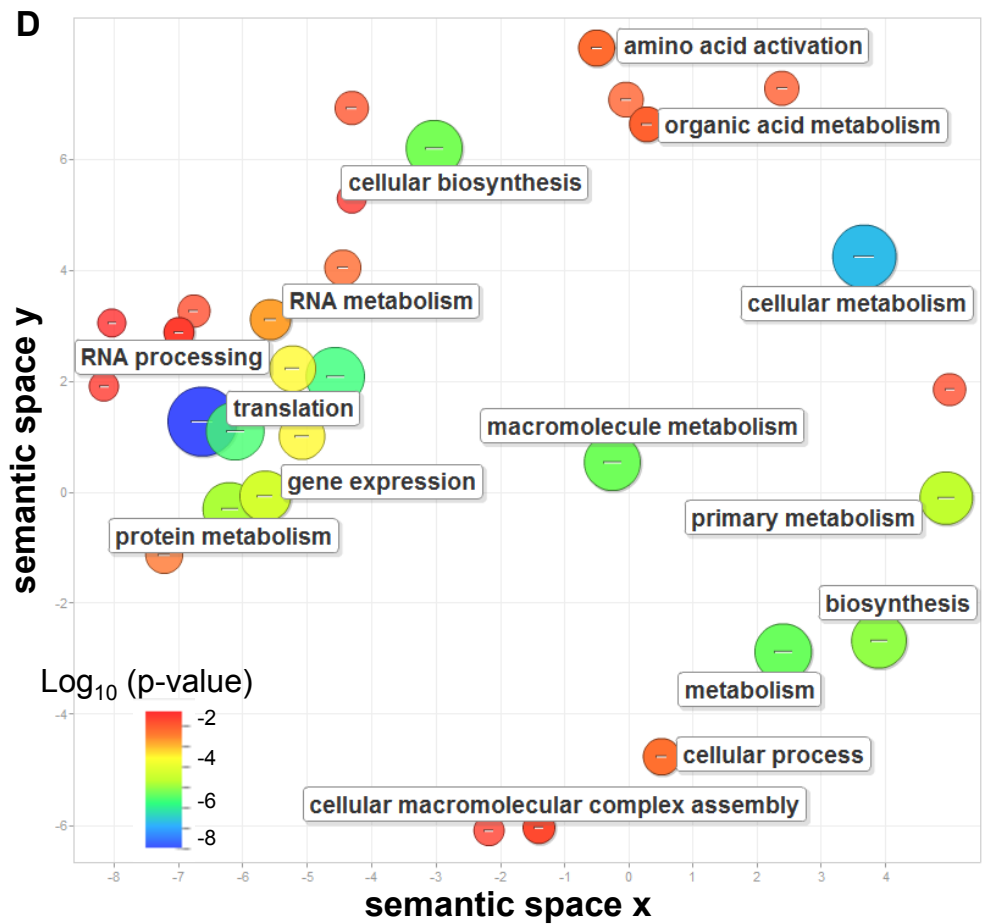

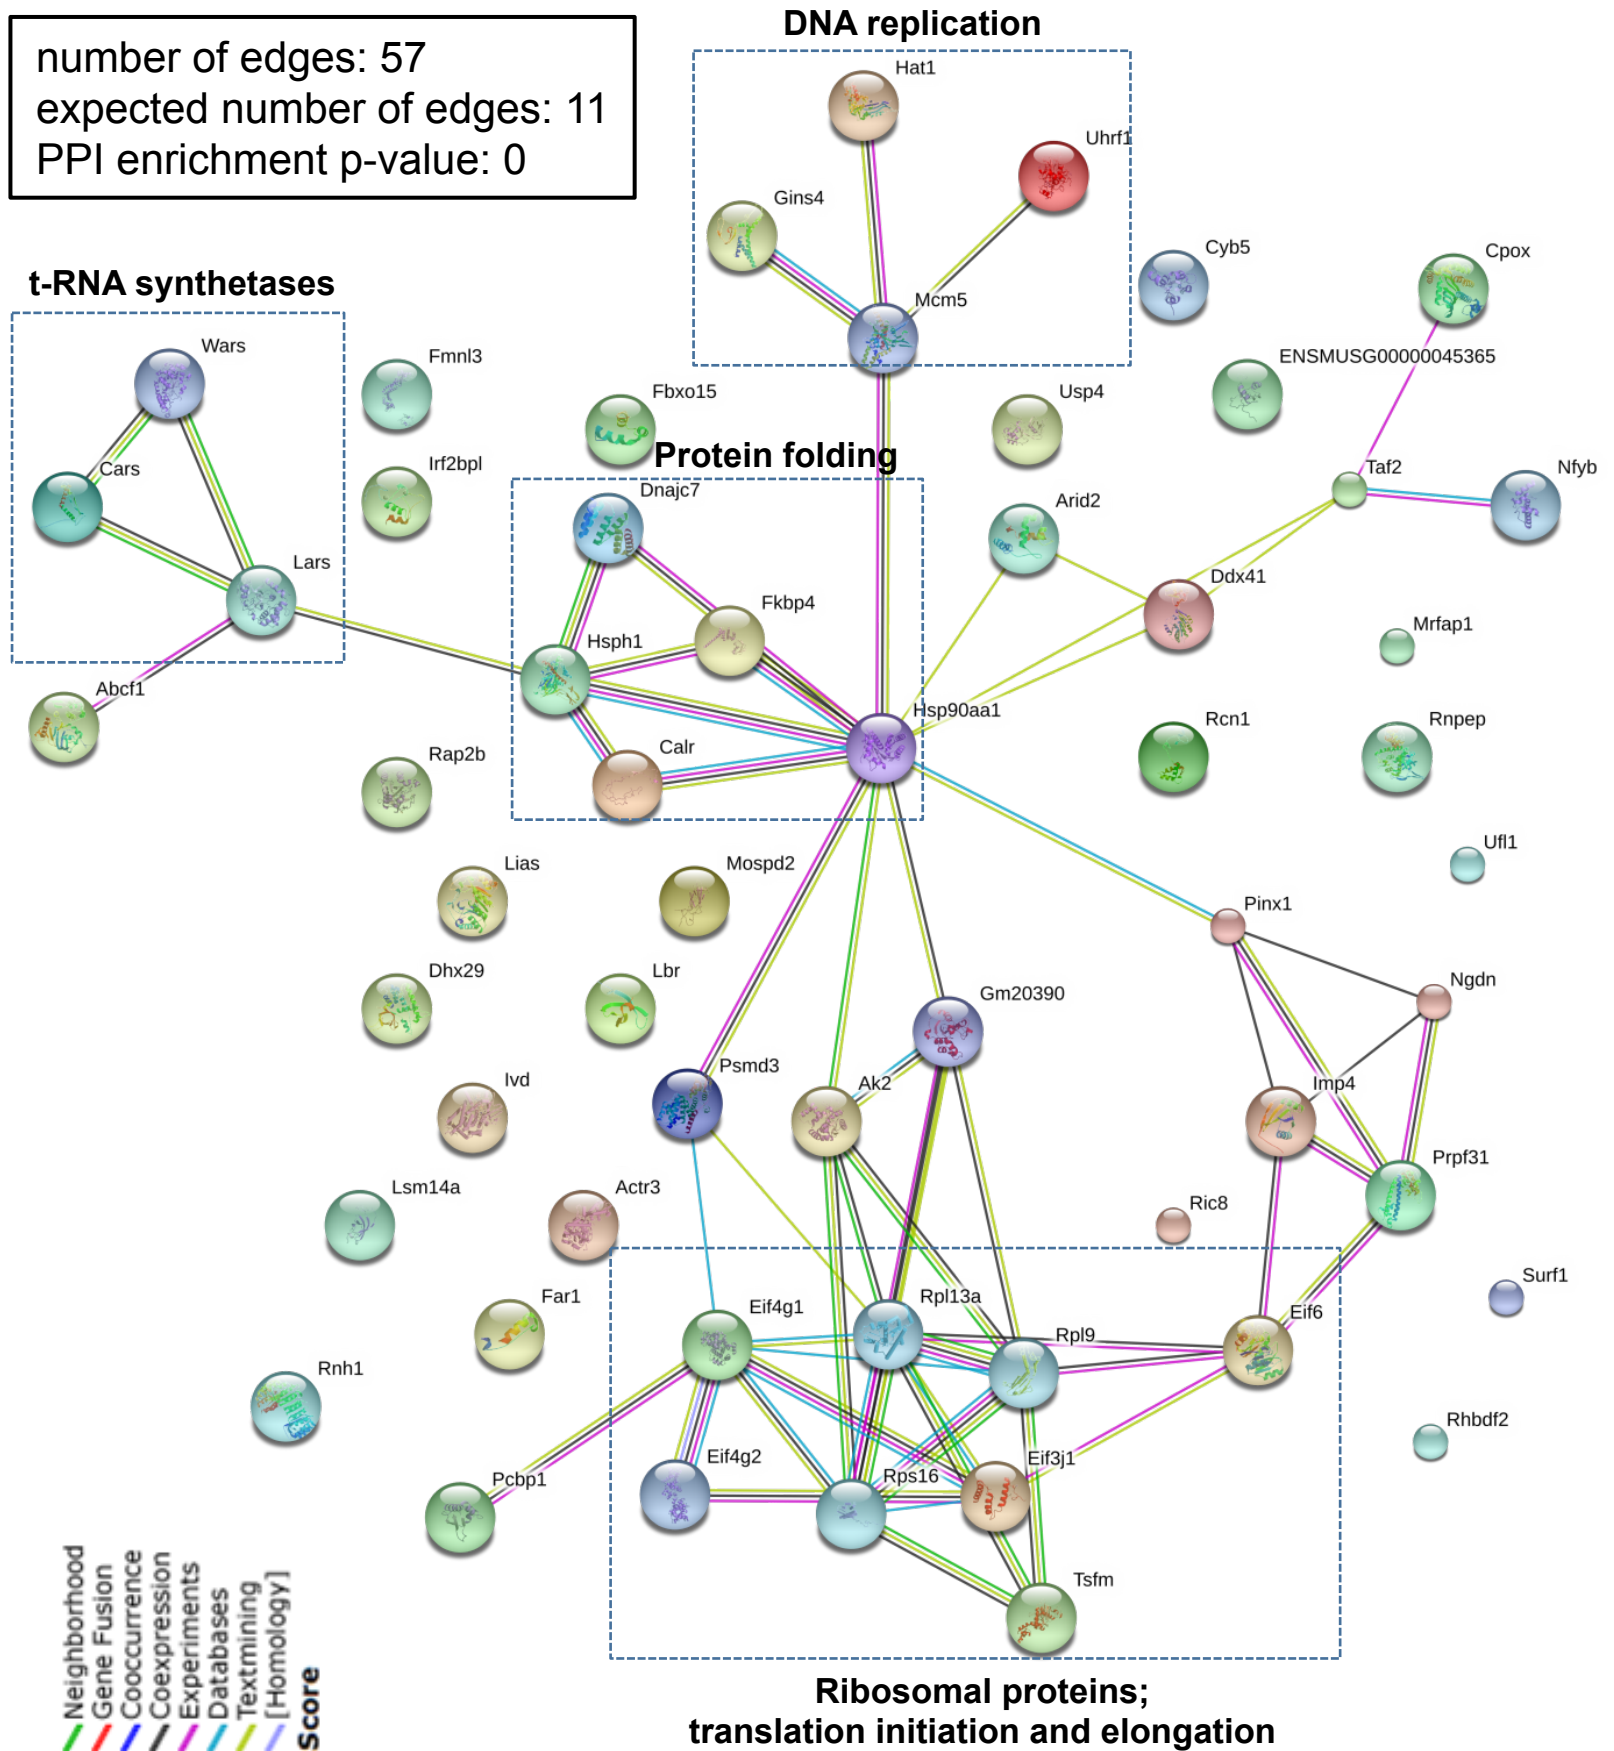

**Figure S7 (related to Figure 3) STRING analysis of proteins downregulated after RAM knockdown**

The list of downregulated proteins after RAM knockdown ( $p$  value  $\leq 0.05$ ) was analysed using STRING: functional protein association networks database (<http://string-db.org/>). Proteins were clustered based on the STRING Evidence Score. Gene clusters of interest are indicated.

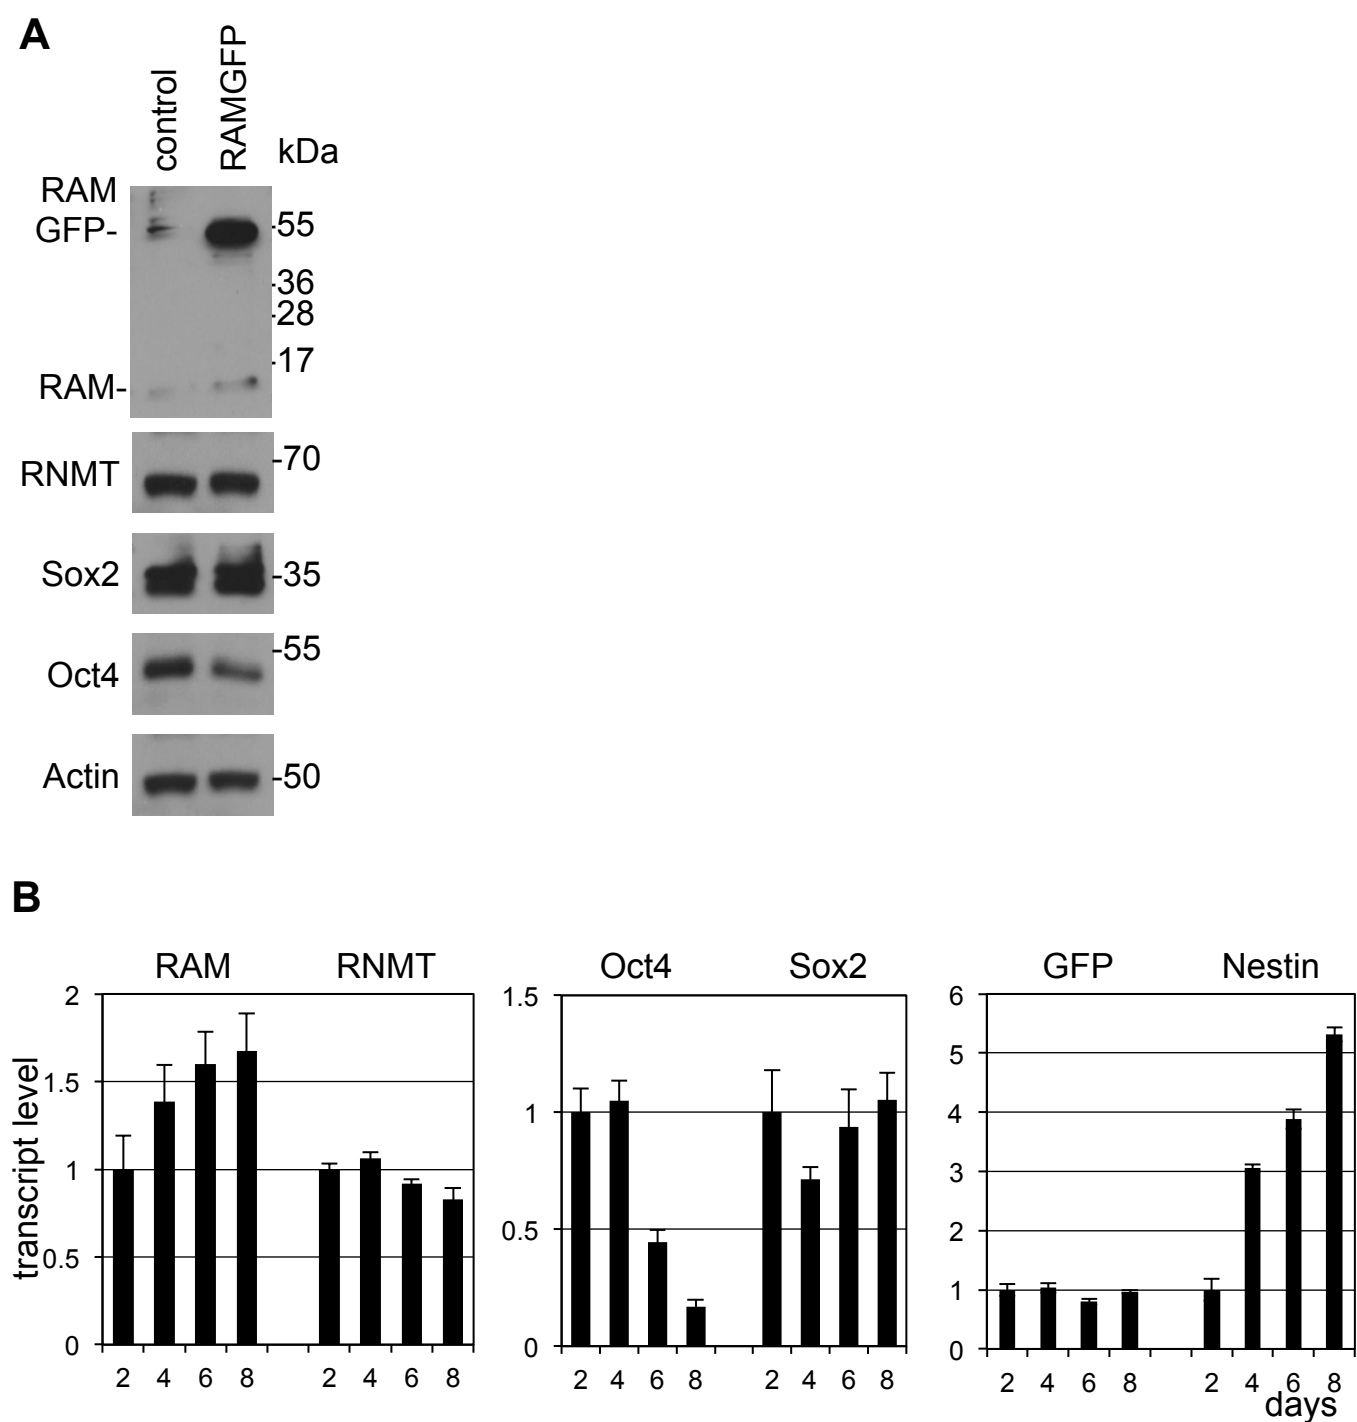

**Figure S8 (related to Figure 4) Differentiation of ESC: RAM-GFP**

a) In ESC:RAM-GFP and ESC:control, expression of the proteins indicated was detected by Western blot. b) ESCs stably expressing RAM-GFP were cultured according to a 9-day neural differentiation protocol. RT-PCR was performed for the genes indicated, expressed relative to Actin transcripts.

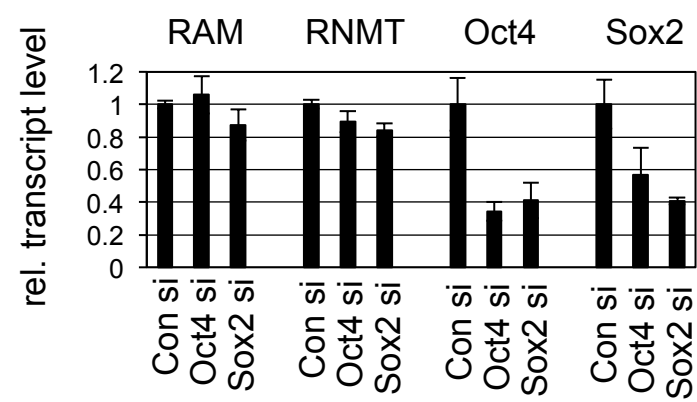

**Figure S9 (related to Figure 5) RNMT and RAM transcript levels are not reduced by repression of Oct4 or Sox2**  
Expression of Oct4 and Sox2 was inhibited by transfection of siRNA pools for 72hrs. RTPCR performed to detect transcript expression relative to Actin transcripts.

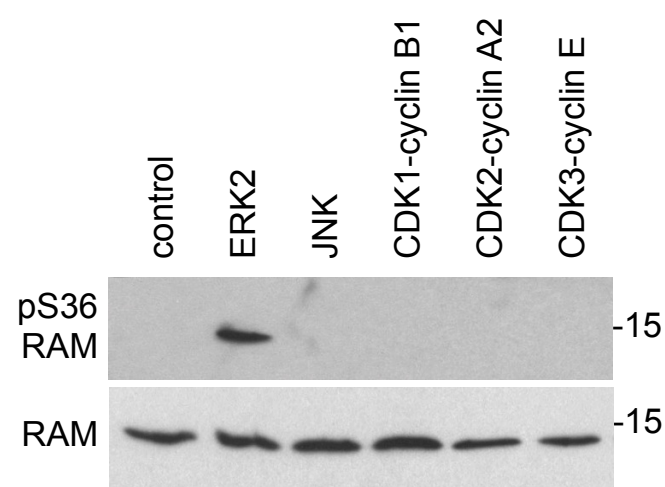

**Figure S10 (related to Figure 6) ERK2 phosphorylates RAM**  
10ng GST-RAM subject to kinase reaction with kinases indicated was analysed by WB for pS36 RAM and total RAM.

## **Supplementary experimental procedures**

### **ShRNA usage**

For shRNA stable transduction non-targeting or RAM shRNA coding plasmids (MISSION Sigma) were co-transfected with envelope and packaging plasmids into HEK293T cells. The supernatant containing lentivirus was used to transduce mESCs and cells were selected with 1 µg/ml Puromycin.

### **Alkaline Phosphatase**

For clonal analysis, 200-600 cells were plated in the well of a 6-well plate and after 7 days fixed in citrate-acetone-formaldehyde and stained using the Alkaline Phosphatase (AP) kit (Sigma – Aldrich) according to the manufacturer's instructions. Colonies were scored for each experimental well as AP positive (cells all AP positive), mixed (containing cells both AP positive and negative) and or negative (cells all negative) (Figure S4E)

### **Polysome profile**

Cells were incubated in 100 µg/ml cycloheximide for 10 min, washed in ice cold PBS supplemented with 100 µg/ml cycloheximide and extracts were collected in polysome lysis buffer: 15 mM Tris (pH7.5), 15 mM MgCl<sub>2</sub>, 0.3 M NaCl, 1 mM DTT, 1% Triton X-100, 100 mg/ml cycloheximide, 100 U/ml RNasin. 10% of extracts was kept as input and the rest layered onto 10 ml of 10%–50% sucrose steps and centrifuged at 18 000 x g for 2 hr at 4°C. 0.5 ml fractions were collected and OD<sub>254</sub> nm monitored. RNA was extracted from fractions using RNeasy Mini Kit (QIAGEN) according to manufacturer's instructions.

### **RT-PCR**

RNA was extracted using Trizol Reagent (Invitrogen). cDNA was synthesised using iScript cDNA Synthesis Kit (Bio-Rad). qRT-PCR was performed using QuantaBiosciences SYBR Green FastMix for iQ.

### **m7G IP**

dT-purified RNA was IPed with 10 µl anti-7-methyl guanosine (Cole and Cowling, 2009). Transcripts were analyzed by real-time PCR and IPs expressed relative to inputs.

### **RNA-sequencing and analysis**

Fractions 17-22, assessed to be polysomal, were purified by Phenol:Chloroform:Isoamyl Alcohol (25:24:1) (Ambion), pooled, and RNA precipitated with 2M of LiCl (Sigma). RNA from inputs was purified using Trizol Reagent (Invitrogen) according to manufacturer's instructions. RNA was sequenced at the Tayside Centre for Genomic Analysis. RNA was quality controlled using TapeStation (Agilent Technologies). RNA sequencing libraries were prepared with the TruSeq Stranded Total RNA with Ribo-Zero kit (Illumina). Sequencing was performed using NextSeq Series High Output Kit 2 × 75 bp (Illumina).

Reads were quality controlled using FastQC, mapped to (GRCm38/mm10) assembly of the mouse genome using STAR 2.5.1b (Dobin et al., 2013) and number of reads per gene quantified using htseq-count tool (Anders et al., 2015). Differentially expressed genes were identified using edgeR package (Robinson et al., 2010). Genes that had at least 1 counts per million (CPM) in at least 10 samples (inputs or polysomes) were analysed for differential expression. Polysome loading was calculated as ratio of gene abundance in polysome fraction over input in control sample. Median polysome loading 0.99.

Gene set tests were performed using ROAST which calculates the direction of changes of a gene set taking into account the magnitude of expression changes in the experiment (Wu et al., 2010). Gene sets tested were: pluripotency-associated factors (for full list see Fig S6), genes belonging to ESC expression group (upregulated in ESCs) or neurogenic progenitors (tNPs and nNPs) expression group (upregulated during N2B27 neural differentiation)(Abranches et al., 2009) (Table S1), the PluriNet protein-protein network shared by the pluripotent cells (Muller et al., 2008)(downloaded from Molecular Signatures Database, MSigDB <http://software.broadinstitute.org/gsea/msigdb>), genes upregulated in 6 human embryonic stem cell lines (Bhattacharya et al., 2004)(from MSigDB), genes coordinately upregulated in a compendium of mouse ESCs, which are shared with the human ESC-like module (Wong et al., 2008)(from MSigDB), genes involved in Neuronal System from Reactome Pathway Database (<http://www.reactome.org>)(from MSigDB), neuron markers - genes enriched in neurons in the adult mouse brain identified through correlation-based searches seeded with neuron cell-type specific gene expression patterns (Lein et al., 2007)(from MSigDB).

### **Proteomics**

Cells were lysed in 8 M Urea, 100 mM Tris, pH 8.0 lysis buffer supplemented with 2x Complete protease inhibitor cocktail tablets (Roche) and 1x PhosSTOP phosphatase inhibitor cocktail tablets (Roche). 300 µg protein/sample was reduced with 10 mM DTT (Formedium) for 30 min

and thiol groups were alkylated with 50 mM iodoacetamide for 45 min. Samples were diluted to 0.8 M Urea and proteins digested with Trypsin Gold (Promega) two times. Samples were desalted on SepPak C18 SPE cartridges (Waters), washing with 0.1% trifluoroacetic acid (TFA) (Thermo), and eluted with 50% Acetonitrile (ACN) (VWR)/0.1%TFA. Eluted samples were dried, resuspended in 10 mM borate buffer, pH 9.3, 20% ACN and separated into 10 fractions on Dionex IonPac AS24 Hydroxide-Selective Anion-Exchange Column. Fractions were desalted as previously on Sep Pak tC18 elution plate, dried and resuspended in of 5% formic acid (Sigma). Peptides (0.7 µg/fraction) were analysed using Ultimate 3000 RSLCnano system (Thermo Scientific) coupled to a Q Exactive HF Orbitrap Mass Spectrometer (Thermo Scientific). The tandem mass spectrometry analysis was carried out using HCD fragmentation. The data dependent acquisition mode was used to acquire MS/MS spectra from the top 20 most abundant ions from the full scan MS. The RAW data was processed using MaxQuant software (version 1.5.0.0) (Cox and Mann, 2008) using Label-free quantification (LFQ) mode. MS/MS spectra were searched against mouse UniProt database (17/03/15) using the Andromeda search engine. Peptide and protein level identification were both set to maximum false discovery rate of 1%. For protein quantification match between runs function was enabled and minimum ratio count was set to two. Protein groups identified as contaminants or reverse sequences were removed. Statistical analysis was done in Microsoft Excel. P values were calculated using *Student's t test*. For calculation of log2 ratio in RAM knock-down samples to control values 0 were replaced with 1. The Gene Ontology (GO) analysis was performed using DAVID Functional Annotation Tool (Huang da et al., 2009). Significantly enriched GO biological process terms (*modified Fisher Exact P-Value* – EASE score  $\leq 0.05$ ) were visualised using REVIGO (Supek et al., 2011). GO term enrichment analysis was performed using STRINGdb Bioconductor package (Franceschini et al., 2013).

### **Western Blotting**

Cells were lysed in lysis buffer (10 mM Tris (pH 7.05), 50 mM NaCl, 50 mM NaF, 10% glycerol, 0.5% Triton X-100 and protease inhibitors). Cell extracts were normalised for protein content and typically 8-20 µg was analysed by Western Blot. Primary antibodies used were raised against RNMT (polyclonal sheep), RAM (polyclonal sheep), pS36 RAM (polyclonal sheep), ERK 1/2 (Cell Signalling 9102) pERK 1/2 (Cell Signalling 9101S), Oct4 (Abcam 18976), Sox2 (Cell Signaling 4900), Nanog (Abcam 80892), Klf4 (Santa Cruz 20691), Actin (Abcam 3280.) FG-M2 (Sigma F1804) and GFP (Roche 11814460001), Ubiquitin (Dako Z0458).

### **Immunofluorescence**

ES cells were seeded onto cover glass previously coated with 0.1% gelatin whereas neurons were seeded onto cover glass coated with Laminin (Sigma) for 2 hr. Cells were fixed with PFA 4% for 30 min, permeabilised with 1% Triton X-100 in PBS and then blocked with 1% Donkey serum in PBS with 0.05% Tween 20 for 30 min. Cells were then incubated for 1 hr with primary antibodies RNMT (1:500, in house), RAM (1:100, in house), Oct4 (1:500, Abcam) Pax 6 (1:500, Santa Cruz) and beta-III-tubulin (Sigma T5076, 1:1000). Cells were then washed three times with PBS to be then incubated for 1 hr with secondary antibodies (Alexa) in the dark. Nuclei were stained with DAPI (Sigma).

hES cells were washed twice with PBS, fixed for 10 min with 10% neutral buffered formalin (Sigma). Cells were then washed with PBS and treated with ice cold 90% methanol for 5 min at -20°C. Cells were then blocked for 1 hr with 4% BSA in PBS/0.1 % Triton X-100 (blocking buffer), then treated as above. Antibodies used: beta-III-tubulin (Sigma T5076, 1:1000) and Pax6 (Abcam 154253, 1:200).

High-resolution images were collected with an imaging system (DeltaVision Restoration; Applied Precision) using a 40X/ 1.514 oil or 60X/1.42 oil (Olympus) objective lens. Images were then processed using OMERO software.

Quantification of the fluorescence intensity of Oct4, Nanog and Sox2 in cells transfected with three independent siRNAs or a non-targeting control for 48 hours. Measurements were performed using the freeware image analysis software, Image J. Data indicate the mean  $\pm$  standard deviation from at least ten images from two independent experiments.

### **Kinase assay**

500ng GST-RAM was incubated with 100ng kinase at 37°C for 30 minutes in 50mM Tris pH 7.5, 0.1% B-mercaptoethanol, 10mM Mg Acetate, 100 $\mu$ M ATP and 1 $\mu$ M Microcystin LR. Kinases used were ERK2 (DSTT), CDK2-cyclin A2 and JNK (DSTT), CDK1-cyclin B1 (NEB) and CDK3-cyclin E (Thermo Scientific). Kinases were verified as active by DSTT (Aregger et al., 2016)

### **RAM-GFP expression**

RAM-GFP was cloned into the vector pPyPCAGIP (Chambers et al., 2003). In this vector RAM-GFP is driven by the CAG chimeric enhancer/promoter consisting of a CMV early enhancer, chicken beta-actin promoter, first exon and first intron and the splice acceptor from rabbit beta

globin (Niwa et al., 1991). RAM is expressed upstream of IRES-Puro allowing puromycin selection. This promoter is resistant to silencing in ESCs.

## References

- Abranches, E., Silva, M., Pradier, L., Schulz, H., Hummel, O., Henrique, D., and Bekman, E. (2009). Neural differentiation of embryonic stem cells in vitro: a road map to neurogenesis in the embryo. *PloS one* *4*, e6286.
- Anders, S., Pyl, P.T., and Huber, W. (2015). HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics (Oxford, England)* *31*, 166-169.
- Aregger, M., Kaskar, A., Varshney, D., Fernandez-Sanchez, M.E., Inesta-Vaquera, F.A., Weidlich, S., and Cowling, V.H. (2016). CDK1-Cyclin B1 Activates RNMT, Coordinating mRNA Cap Methylation with G1 Phase Transcription. *Mol Cell* *61*, 734-746.
- Bhattacharya, B., Miura, T., Brandenberger, R., Mejido, J., Luo, Y., Yang, A.X., Joshi, B.H., Ginis, I., Thies, R.S., Amit, M., *et al.* (2004). Gene expression in human embryonic stem cell lines: unique molecular signature. *Blood* *103*, 2956-2964.
- Chambers, I., Colby, D., Robertson, M., Nichols, J., Lee, S., Tweedie, S., and Smith, A. (2003). Functional expression cloning of Nanog, a pluripotency sustaining factor in embryonic stem cells. *Cell* *113*, 643-655.
- Cole, M.D., and Cowling, V.H. (2009). Specific regulation of mRNA cap methylation by the c-Myc and E2F1 transcription factors. *Oncogene* *28*, 1169-1175.
- Cowling, V.H. (2010). Enhanced mRNA cap methylation increases cyclin D1 expression and promotes cell transformation. *Oncogene* *29*, 930-936.
- Cox, J., and Mann, M. (2008). MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. *Nature biotechnology* *26*, 1367-1372.
- Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics (Oxford, England)* *29*, 15-21.
- Franceschini, A., Szklarczyk, D., Frankild, S., Kuhn, M., Simonovic, M., Roth, A., Lin, J., Minguez, P., Bork, P., von Mering, C., *et al.* (2013). STRING v9.1: protein-protein interaction networks, with increased coverage and integration. *Nucleic Acids Res* *41*, D808-815.
- Huang da, W., Sherman, B.T., and Lempicki, R.A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat Protoc* *4*, 44-57.
- Lein, E.S., Hawrylycz, M.J., Ao, N., Ayres, M., Bensinger, A., Bernard, A., Boe, A.F., Boguski, M.S., Brockway, K.S., Byrnes, E.J., *et al.* (2007). Genome-wide atlas of gene expression in the adult mouse brain. *Nature* *445*, 168-176.
- Muller, F.J., Laurent, L.C., Kostka, D., Ulitsky, I., Williams, R., Lu, C., Park, I.H., Rao, M.S., Shamir, R., Schwartz, P.H., *et al.* (2008). Regulatory networks define phenotypic classes of human stem cell lines. *Nature* *455*, 401-405.
- Niwa, H., Yamamura, K., and Miyazaki, J. (1991). Efficient selection for high-expression transfectants with a novel eukaryotic vector. *Gene* *108*, 193-199.
- Robinson, M.D., McCarthy, D.J., and Smyth, G.K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics (Oxford, England)* *26*, 139-140.
- Supek, F., Bosnjak, M., Skunca, N., and Smuc, T. (2011). REVIGO summarizes and visualizes long lists of gene ontology terms. *PloS one* *6*, e21800.
- Wong, D.J., Liu, H., Ridky, T.W., Cassarino, D., Segal, E., and Chang, H.Y. (2008). Module map of stem cell genes guides creation of epithelial cancer stem cells. *Cell Stem Cell* *2*, 333-344.

Wu, D., Lim, E., Vaillant, F., Asselin-Labat, M.L., Visvader, J.E., and Smyth, G.K. (2010). ROAST: rotation gene set tests for complex microarray experiments. *Bioinformatics* (Oxford, England) 26, 2176-2182.

# Supplementary material for: mRNA Cap Methylation in Pluripotency and Differentiation
**Source:** Cell Rep. 2016 Jul 21;16(5):1352–65. doi: 10.1016/j.celrep.2016.06.089
**Supplement:** Document S2. Article plus Supplemental Information

# Cell Reports

## mRNA Cap Methylation in Pluripotency and Differentiation

### Graphical Abstract

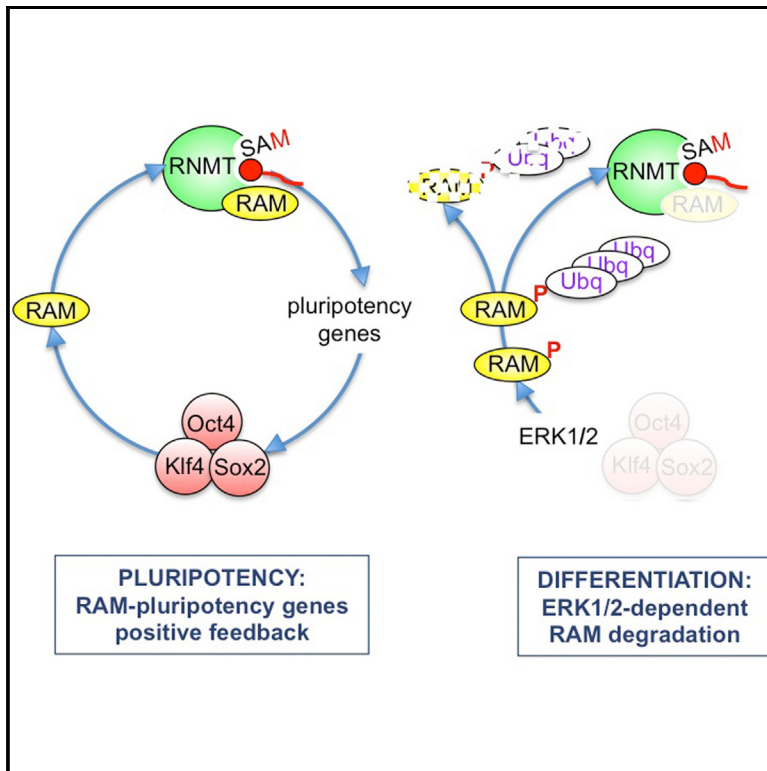

### Authors

Laura Grasso, Olga Suska, Lindsay Davidson, ..., Mark Peggie, Marios P. Stavridis, Victoria H. Cowling

### In Brief

The mRNA cap stabilizes transcripts and recruits processing and translation factors. Grasso et al. report that the mRNA cap methyltransferase RNMT-RAM is highly expressed in embryonic stem cells and is important for pluripotency-associated gene expression. Repression of RAM occurs during neural differentiation and is important for expression of neural-associated genes.

### Highlights

- The mRNA cap methyltransferase RNMT-RAM is highly expressed in embryonic stem cells
- RNMT-RAM is important for the expression of pluripotency-associated genes
- During neural differentiation, the cap methyltransferase activator RAM is repressed
- Repression of RAM contributes to upregulation of neural genes and neural morphology

### Accession Numbers

GSE81849

Grasso et al., 2016, Cell Reports 16, 1352–1365  
August 2, 2016 © 2016 The Authors.  
<http://dx.doi.org/10.1016/j.celrep.2016.06.089>

CellPress

# mRNA Cap Methylation in Pluripotency and Differentiation

Laura Grasso,<sup>1,8</sup> Olga Suska,<sup>1,8</sup> Lindsay Davidson,<sup>2</sup> Thomas Gonatopoulos-Pournatzis,<sup>6</sup> Ritchie Williamson,<sup>7</sup> Lize Wasmus,<sup>3</sup> Simone Wiedlich,<sup>4</sup> Mark Peggie,<sup>4</sup> Marios P. Stavridis,<sup>5</sup> and Victoria H. Cowling<sup>1,3,\*</sup>

<sup>2</sup>Human Pluripotent Stem Cell Facility

<sup>8</sup>Co-first author

<http://dx.doi.org/10.1016/j.celrep.2016.06.089>

## SUMMARY

The mRNA cap recruits factors essential for transcript processing and translation initiation. We report that regulated mRNA cap methylation is a feature of embryonic stem cell (ESC) differentiation. Expression of the mRNA cap methyltransferase activating subunit RAM is elevated in ESCs, resulting in high levels of mRNA cap methylation and expression of a cohort of pluripotency-associated genes. During neural differentiation, RAM is suppressed, resulting in repression of pluripotency-associated factors and expression of a cohort of neural-associated genes. An established requirement of differentiation is increased ERK1/2 activity, which suppresses pluripotency-associated genes. During differentiation, ERK1/2 phosphorylates RAM serine-36, targeting it for ubiquitination and proteasomal degradation, ultimately resulting in changes in gene expression associated with loss of pluripotency. Elevated RAM expression also increases the efficiency of fibroblast reprogramming. Thus, the mRNA cap emerges as a dynamic mark that instructs change in gene expression profiles during differentiation and reprogramming.

## INTRODUCTION

In pluripotent stem cells, differential expression of a network of transcription factors governs the selection of self-renewal or differentiation (Dunn et al., 2014; Tanabe et al., 2014). A stable pluripotent state can be induced in somatic cells by expression of four transcription factors: Oct4, Sox2, Klf4, and c-Myc (Takahashi et al., 2007; Takahashi and Yamanaka, 2006). Chromatin

modifiers and remodelers and the transcriptional machinery facilitate the function of the core transcription factors during differentiation and reprogramming (Bickmore and Zaret, 2010). However, changes in transcription alone cannot achieve the proteomic requirements of pluripotency and differentiation. Notably, an initial study that generated induced pluripotent stem cells required enhanced expression of LIN28, which promotes translation by antagonizing Let7 microRNA (miRNA) function (Yu et al., 2007). Influential RNA regulons that drive changes in the translational profile during differentiation and reprogramming can be coordinated by RNA modifications, RNA binding proteins, miRNAs, or the translation machinery (Jia et al., 2012; Stunnenberg et al., 2015; Tahmasebi et al., 2014; Wang et al., 2013; Wong et al., 2016).

During transcription, pre-mRNA receives a series of modifications to create the 5' mRNA cap that protects nascent transcripts from exonucleases and forms a recruitment platform for cap-binding complexes, which mediate gene expression mechanisms, including RNA splicing, nuclear export, and translation initiation (Gonatopoulos-Pournatzis and Cowling, 2014a; Shuman, 2015; Topisirovic et al., 2011). The basic mRNA cap structure (cap 0) is 7-methylguanosine linked via triphosphate to the first transcribed nucleotide (X), m7G(5')ppp(5')X. Cap formation is catalyzed by a series of enzymes (Topisirovic et al., 2011). In mammals, RNGTT has triphosphatase and guanylyltransferase activities that add the guanosine cap to the nascent transcript. Subsequently, the guanosine cap is methylated on the N-7 position by RNMT-RAM, creating the mature cap 0 structure. RNMT-RAM is critical for gene expression, since the completion of cap 0 renders transcripts competent to be processed and translated.

The mammalian cap methyltransferase consists of a catalytic subunit, RNMT (RNA guanine-7 methyltransferase), and an activating subunit, RAM (RNMT-activating mini-protein) (Gonatopoulos-Pournatzis et al., 2011; Topisirovic et al., 2011). RNMT has basal methyltransferase activity, which RAM increases 5- to 10-fold. RNMT and RAM also stabilize each other and have only been isolated as a complex. RAM consists of an N-terminal

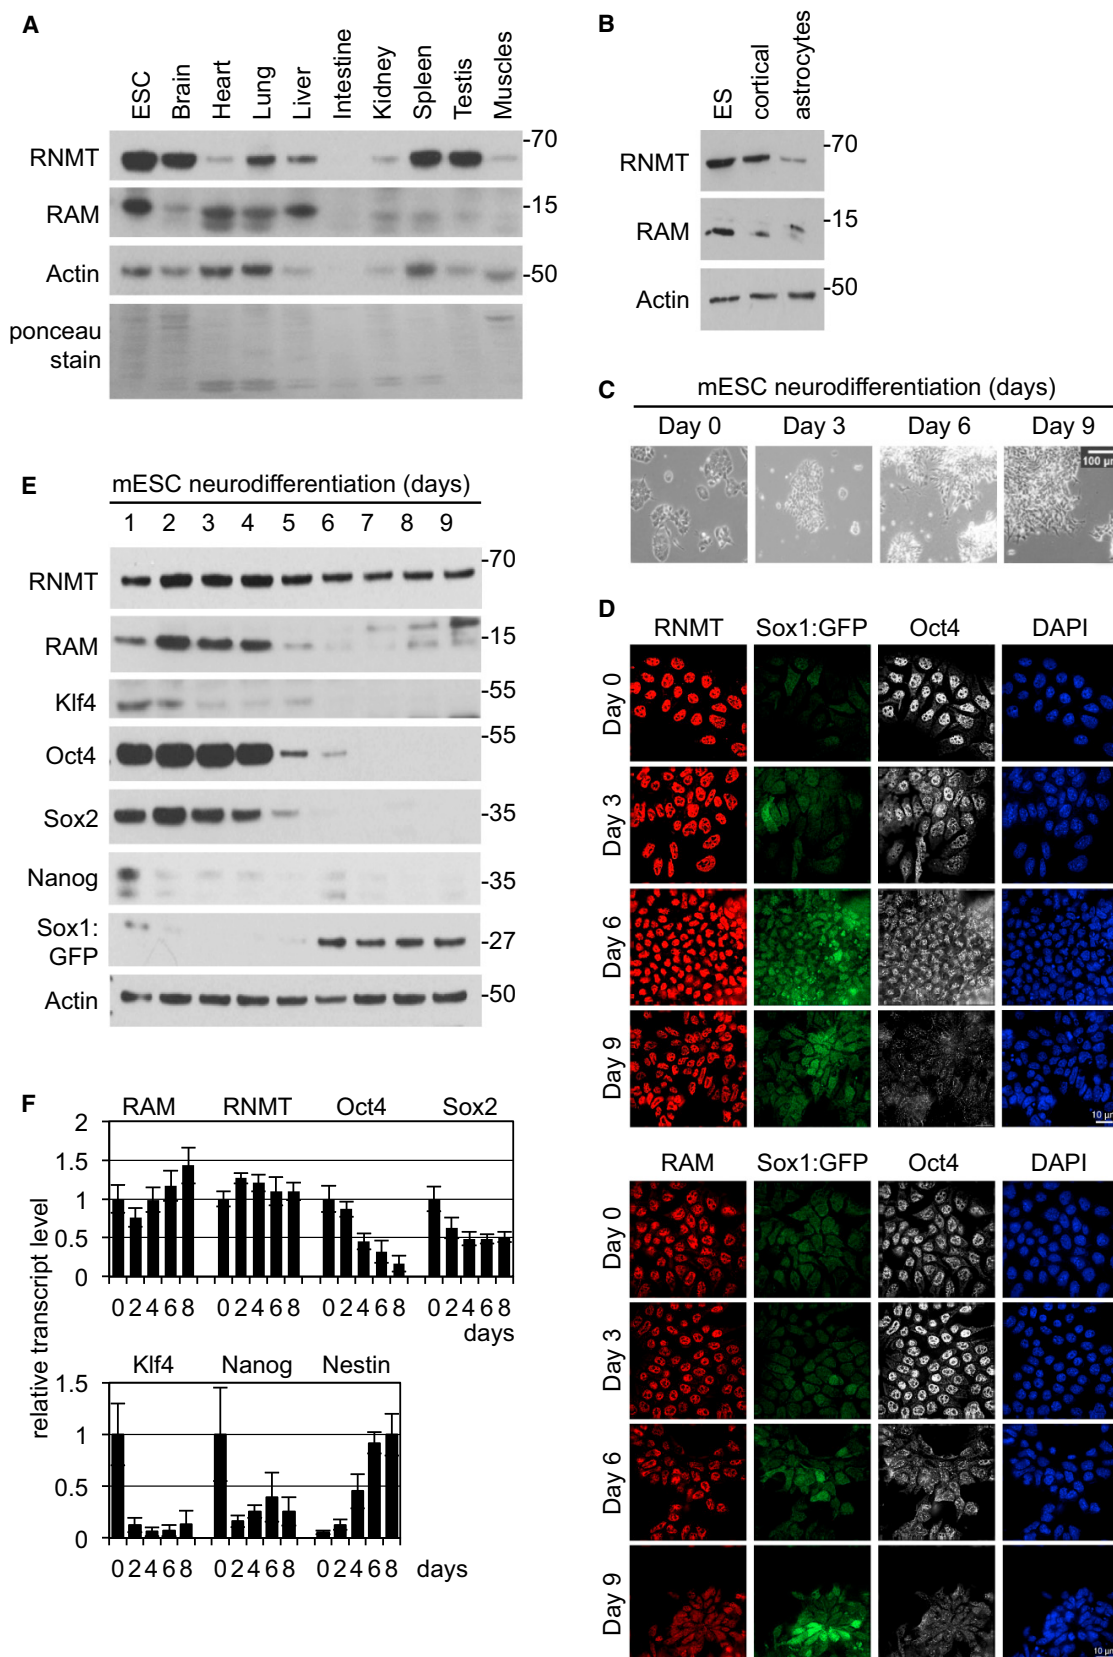

(legend on next page)

activation domain, a central RNA binding domain that increases RNA recruitment, and a C-terminal nuclear localization domain (Gonatopoulos-Pournatzis and Cowling, 2014b). RNMT-RAM is recruited to phosphorylated RNA pol II, coordinating capping with the initiation of transcription (Aregger and Cowling, 2013; Glover-Cutter et al., 2008). Both RNMT and RAM expression was found to be required for gene expression, cell proliferation, and viability (Chu and Shatkin, 2008; Gonatopoulos-Pournatzis et al., 2011).

Formation of the mRNA cap is incomplete on certain transcripts and regulated by cellular signaling pathways (Cole and Cowling, 2009; Cowling and Cole, 2007; Fernandez-Sanchez et al., 2009; Jiao et al., 2010, 2013; Mukherjee et al., 2012). In yeast, incomplete mRNA caps are associated with RNA degradation, whereas in mammals, transcripts with incomplete caps can be stable but translated at a vastly reduced rate (Cowling and Cole, 2007; Fernandez-Sanchez et al., 2009; Mukherjee et al., 2012). CDK1 phosphorylates and activates RNMT, coordinating G1 transcription with mRNA cap methylation (Aregger et al., 2016). The transcription factors c-Myc and E2F-1 upregulate RNA pol II phosphorylation, which increases RNMT-RAM recruitment to transcription initiation sites and stimulates mRNA cap formation (Aregger and Cowling, 2012; Cole and Cowling, 2009; Cowling and Cole, 2007). c-Myc-dependent mRNA cap methylation is also dependent on upregulation of SAHH, the enzyme that hydrolyses the inhibitory byproduct of methylation (Fernandez-Sanchez et al., 2009).

Here, we report that RNMT-RAM is regulated during embryonic stem cell (ESC) differentiation and fibroblast reprogramming. Expression of a cohort of pluripotency-associated genes is dependent on high levels of the cap methyltransferase activator RAM, present in embryonic or induced pluripotent stem cells. During differentiation, ERK1/2-dependent phosphorylation triggers RAM degradation, resulting in repression of pluripotency-associated genes and expression of differentiation-associated genes.

## RESULTS

### RNMT and RAM Are Differentially Expressed in Primary Tissues

The expression of the mRNA cap methyltransferase RNMT and its activator, RAM, was investigated in a panel of mouse organs and ESCs (Figure 1A). RNMT and RAM expression varied across the panel, with the highest expression of RNMT in brain, spleen, and testis and the highest expression of RAM in heart, lung, and liver. At extremes, brain tissue had significant RNMT expression but minimal RAM expression, whereas heart tissue had minimal RNMT expression but significant RAM expression. For this

analysis, polyclonal antibodies raised against full-length RNMT and RAM that recognize epitopes across the proteins were used, and therefore, loss of signal is likely due to loss of protein and not post-translational modification or specific isoform expression (Aregger and Cowling, 2013; Gonatopoulos-Pournatzis and Cowling, 2014b). The observations made with the organ panel imply that different cell lineages will contain different RNMT to RAM ratios. Since brain tissue exhibited a high RNMT to RAM ratio, these proteins were analyzed in primary neural cells. In murine primary cortical neurons, the RNMT level was equivalent to that in ESCs, whereas the RAM level was reduced (Figure 1B). In astrocytes, RNMT and RAM expression was minimal compared to ESCs.

### RAM Expression Is Reduced during Neural Differentiation

Since RAM activates RNMT, reduced RAM expression was predicted to have consequences for mRNA cap formation and gene expression. We utilized an ESC differentiation protocol to investigate RAM function during neural differentiation (Figures 1C–1F, S1A, S1B, and S2A) (Wongpaiboonwattana and Stavridis, 2015; Ying et al., 2003). During this protocol, the emergence of neural morphology; loss of ESC pluripotency factors Oct4, Klf4, Sox2, and Nanog; and gain of neural markers Nestin, Sox1 (observed by GFP Sox1 locus knockin, Sox1<sup>Gt(EGFP)Asm1</sup>), and Pax6 confirmed differentiation into neural precursors (Aubert et al., 2003). During differentiation, the reduction in Klf4 and Nanog protein levels reflected changes in transcript levels, implying predominantly transcriptional control of these genes (Figures 1E, 1F, and S2A). However, Oct4 and Sox2 protein levels were maintained from day 1 to 5/6 of differentiation, despite transcript levels falling significantly during this period (Figures 1E and 1F). This implies significant post-transcriptional control of Oct4 and Sox2 during the initial days of differentiation, maintenance of Oct4 and Sox2 translation rates, and/or inhibition of protein degradation.

During neural differentiation, RNMT protein levels decreased slightly, whereas RAM protein levels decreased significantly by day 5 (Figures 1E and S2A), resulting in a high RNMT to RAM ratio, which was also observed in brain tissue and cortical neurons (Figures 1A and 1B). RAM transcript levels were maintained during neural differentiation, and therefore, RAM protein is reduced by a post-transcriptional mechanism (Figure 1F). Similar reductions in RNMT and RAM expression were observed during differentiation of human SA181 ESCs into neural precursors (Figure S3) (Chambers et al., 2009). Loss of SOX2 and OCT4 expression, gain of PAX6 and  $\beta$ III-tubulin, and the appearance of neurites indicated loss of pluripotency and induction of the neural phenotype (Figures S3A–S3C). During differentiation,

#### Figure 1. Expression of RAM Is Suppressed during Murine Neural Differentiation

- (A) Mouse organ and murine ESC extracts analyzed by western blot (WB). Ponceau S was used to stain PVDF membranes.  
(B) ESCs, primary cortical neurons, and primary astrocytes extracts analyzed by WB. ESCs were cultured according to a 9-day neural differentiation protocol.  
(C) Phase-contrast images of cultures. Scale bar, 100  $\mu$ m.  
(D) Proteins, including Sox1 (GFP reporter), were detected by immunofluorescence (IF). Scale bar, 10  $\mu$ m. DAPI DNA stain was used.  
(E) Proteins detected by WB.  
(F) Transcripts detected by RT-PCR, normalized to Actin. Data represent an average of three independent experiments, and error bars indicate SD.  
See also Figures S1–S3.

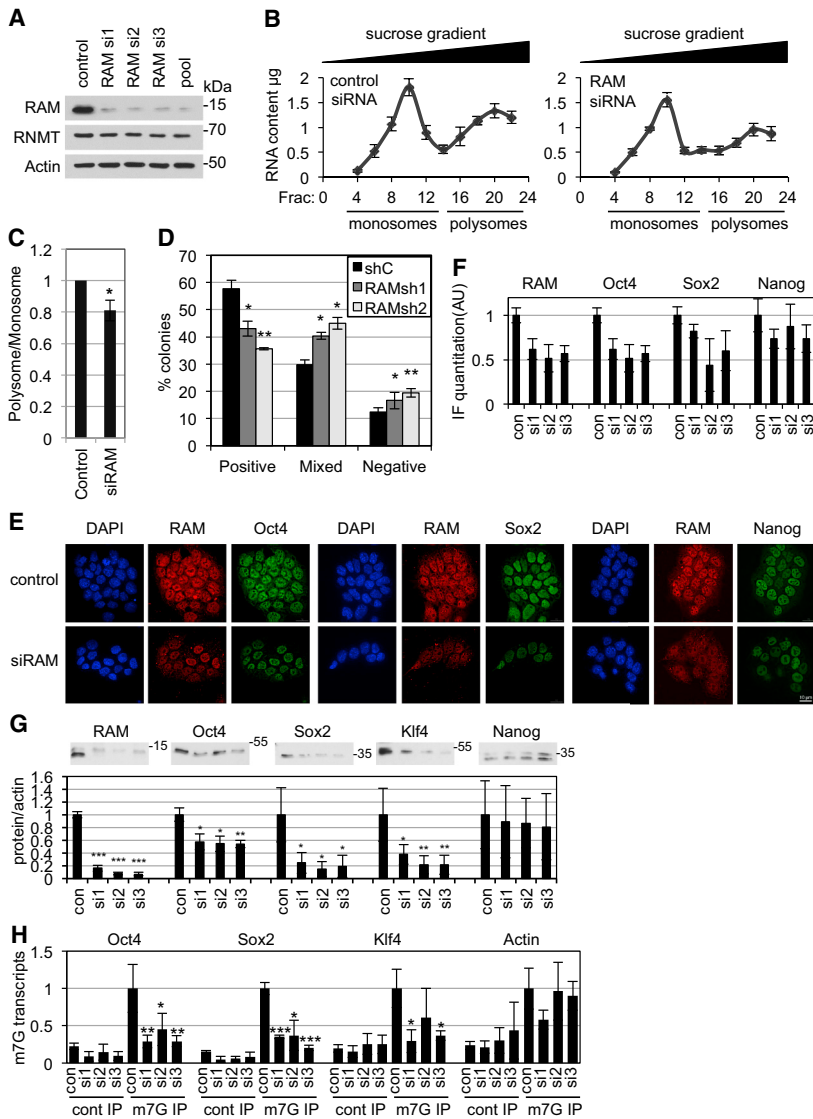

**Figure 2. RAM Is Important for Oct4, Sox2, and Klf4 Expression**

(A) ESCs transfected with three independent siRNAs, pool, or a non-targeting control for 48 hr. (B) RNA-protein complexes resolved through sucrose gradient. RNA was purified and quantitated. Mean and SEM of four independent experiments are presented. (C) Relative ratio of monosomes to polysomes. (D) ESCs infected with lentiviruses carrying RAM or control small hairpin RNAs (shRNAs), seeded at clonal density, and stained for alkaline phosphatase (AP) after 7 days. Over 290 colonies were scored in three independent experiments, and average percent AP positive, mixed, or negative colonies are reported. (E) ESCs were transfected with RAM or control siRNA for 48 hr and fixed, and proteins were detected by IF. Scale bar, 10  $\mu$ m. (F) Quantitation of average cellular staining in five independent fields (ImageJ software). Data are representative of two independent experiments. (G) For at least three independent experiments, average protein level relative to actin was detected by WB and quantitated. (H) Anti-m7G antibodies or matched controls used to immunoprecipitate m7G-RNA (RT-PCR analysis). (C, D, G, and H) Error bars indicate SD for at least three independent experiments. t test p value relative to control (\*p < 0.05; \*\*p < 0.01, \*\*\*p < 0.001). See also Figure S4.

reduction in RAM, day 5 neural precursors exhibited reduced cap methyltransferase activity compared to day 4 (Figure S2D).

### RAM Is Important for mRNA Translation and Oct4, Sox2, and Klf4 Expression

We investigated whether the high RAM levels in ESCs have biological significance. RAM expression was reduced by small interfering RNA (siRNA) transfection, reproducing the

RNMT expression reduced slightly whereas RAM expression was minimal by day 7 (Figure S3B). As in murine ESC differentiation, a reduction in RAM transcripts did not accompany loss of RAM protein, which is therefore repressed by a post-transcriptional mechanism (Figure S3C).

In order to understand the consequences of reduced RAM expression, it was important to determine whether in ESCs RAM functions only in a complex with RNMT or also functions as a monomer or in other complexes. In previously investigated cell lines, RAM was only observed in a complex with RNMT (Gonatos-Pournatzis et al., 2011). In ESCs, RAM monomers were not detected by gel filtration (Figure S2B). Using reciprocal immunoprecipitations (IPs), RNMT and RAM were found in a complex (Figure S2C). RNMT IP significantly depleted RAM from cell extracts, whereas RAM IP only partially depleted RNMT, consistent with the majority of RAM being complexed with RNMT. A likely scenario is that during differentiation, RNMT-RAM complexes decrease and RNMT monomers increase. Consistent with a

minimal expression observed in neural cells (Figure 2A). Since the mRNA cap and mRNA cap methyltransferase can affect mRNA transcription, stability, processing, export, and translation initiation, the effect of RAM reduction on the net output of these events, the translational profile, was investigated. Equivalent numbers of ESCs were plated and transfected with RAM siRNA or control, and 48 hr, later native RNA-protein complexes were separated by centrifugation through a sucrose gradient and detected by UV absorbance (Figure S4A). The experiment was performed on four independent occasions, and the RNA content of fractions was quantitated (Figures 2B and S4B). Free ribosomes and ribosomal subunits (monosomes) were separated from translating RNA-ribosome complexes (polysomes). Reduced RAM expression resulted in a significant reduction in the ratio of polysomes to monosomes, indicating reduced ribosome loading of mRNA and a translation defect (Figure 2C). Note that transfection of RAM siRNA in this experimental protocol resulted in a small reduction in cell number after 2 days

(14.3%, 4.3%SD), accounting for the reduced monosome peak in RAM siRNA-treated cells (Figure S4C).

We investigated the biological impact of RAM on ESCs. Alkaline phosphatase staining can be used as a marker of pluripotency (Martí et al., 2013). On plating ESCs at clonal density, inhibition of RAM resulted in a significant decrease in alkaline phosphatase-positive colonies and an increase in mixed and negative colonies (Figures 2D, S4D, and S4E). Immunofluorescence (IF) analysis indicated that suppression of RAM resulted in reduced expression of the pluripotency-associated transcription factors Sox2 and Oct4, whereas Nanog expression was minimally repressed (Figures 2E and 2F). Western blot analysis of cell extracts confirmed significant repression of Sox2 and Oct4, but not Nanog, protein expression in multiple independent experiments (Figure 2G). Another pluripotency-associated transcription factor, Klf4, was also significantly repressed in response to RAM suppression.

Oct4, Sox2, and Klf4 may be directly or indirectly dependent on RAM for expression. We confirmed that reduced RAM expression results in loss of cap methylation of Oct4, Sox2, and Klf4 transcripts (Figure 2H). The proportion of transcripts with an m7G cap is detected by a semiquantitative method in which m7G-RNA is subject to IP and transcripts detected by RT-PCR (Nanog was not amenable to this technique, potentially due to secondary structure) (Cole and Cowling, 2009). These data indicate that Oct4, Sox2, and Klf4 are likely to be direct targets of RNMT-RAM-dependent cap methylation. However, the dependency of transcripts on the m7G-cap for expression, processing, and translation is gene specific. Therefore, we performed an unbiased analysis of RAM-dependent genes, investigating transcript expression, polysome loading, and protein expression.

### RAM Regulates the Expression of Transcripts Associated with Pluripotency

In order to comprehensively identify RAM-dependent genes, we performed a RNA-sequencing (RNA-seq) transcriptome analysis of ESCs transfected with RAM siRNA or control in four biological replicates (Figure S4B). In response to RAM suppression, from 12,803 genes that passed quality thresholds, 2,398 genes were downregulated and 2,569 upregulated ( $p$  value  $< 0.05$ ) (Figure 3A; Table S1). A series of unbiased analyses were performed to determine whether these genes have related biological functions. Gene Ontology (GO) analysis of RAM-regulated transcripts determined that genes associated with developmental processes were among the most significantly enriched (Figure 3B). Gene set enrichment analysis revealed that RAM suppression resulted in significant repression of a set of genes previously implicated in ESC function ( $p$  value = 0.002) (Boroviak et al., 2015; Chen et al., 2008; Dunn et al., 2014; Kim et al., 2008) (Figures 3C and S5). Suppression of components of the TFIID and Paf1 complexes, which mediate pluripotency-associated gene expression (Pijnappel et al., 2013; Ponnusamy et al., 2009), and the INO80 complex, which maintains open chromatin at pluripotency gene promoters, were also RAM regulated (Wang et al., 2014) (Figures 3C and S5). Statistically significant repression of Oct4, Klf4, and Nanog transcripts was observed.

Since RAM is reduced during neural differentiation, the contribution of RAM to gene expression changes concomitant with

this process was investigated. Previously established ESC and neural-specific gene sets were analyzed (see [Supplemental Experimental Procedures](#)). On RAM suppression, all established ESC-specific gene sets tested were significantly downregulated, and all established neuronal-specific gene sets tested were significantly upregulated, including genes activated during N2B27 neural differentiation (Figures 3D and 3E). Thus, high levels of RAM in ESCs are important for the expression of pluripotency-associated genes, and its repression contributes to the upregulation of neural-specific genes.

In order to ascertain the specificity that RAM imparts on RNA translation, the transcript content of polysomes was analyzed in response to RAM suppression (Figure 2B). Out of 12,803 genes analyzed, only 26 genes exhibited RAM-dependent changes in polysome loading normalized to input transcripts (Figure 3F; Table S1). Therefore, RAM does not exhibit specificity over translational control and globally promotes ribosome loading.

Since suppression of RAM results in differential changes in transcript level and global changes in polysome loading, we investigated the resultant effect on the cellular proteome. A proteomic analysis of ESCs transfected with RAM siRNA in three biological replicates was performed using liquid chromatography-tandem mass spectrometry (LC-MS/MS) (Figures S6A and S6B). Proteins were identified and quantified using Maxquant software (Cox and Mann, 2008) (Table S2). Global proteomics studies have the caveat of identifying the most abundant and usually the most stable proteins; however, from the 2,617 proteins that passed quality thresholds, 59 were downregulated and 38 upregulated ( $p$  value FDR  $\leq 0.05$ ) (Figure S6C; Table S3). GO term analysis revealed that downregulated genes were enriched in categories including “gene expression,” “RNA processing,” and “translation” (Table S4; Figure S6D). Of note, the translation factors EIF4G1, EIF4G2, EIF3J1, and EIF6; ribosomal proteins RPL13a, RPL9, and RPS16; and tRNA synthetases WARS, CARS, and LARS were all found to be RAM regulated, which is likely to contribute to the global defects in translation (Figure S7). The group of proteins significantly repressed in response to RAM suppression was significantly repressed at the transcript levels, indicating transcript-level control of these genes ( $p$  value = 0.01) (Figure 3G; Table S5).

### Repression of RAM Is Important for Neural Differentiation

In ESCs, high levels of RAM are important for the expression of pluripotency-associated genes and suppression of RAM induces neural-associated genes. In order to determine whether the repression of RAM observed during neural differentiation contributes to this process, ESCs were engineered to constitutively express RAM-GFP from a plasmid under the control of a chimeric promoter (Figures 4A, 4B, and S8A). These cells were morphologically indistinct from control ESCs (Figure 4A). During neural differentiation, RAM-GFP and endogenous RAM expression was maintained (Figure 4B). RAM-GFP-expressing cells exhibited some features associated with neural differentiation (Figure 4A) and increased Nestin transcripts (Figure S8B).

During neural differentiation of ESC:RAM-GFP, the decrease in Klf4 protein expression was equivalent to that observed in ESCs (Figure 4B). However, expression of the pluripotency markers

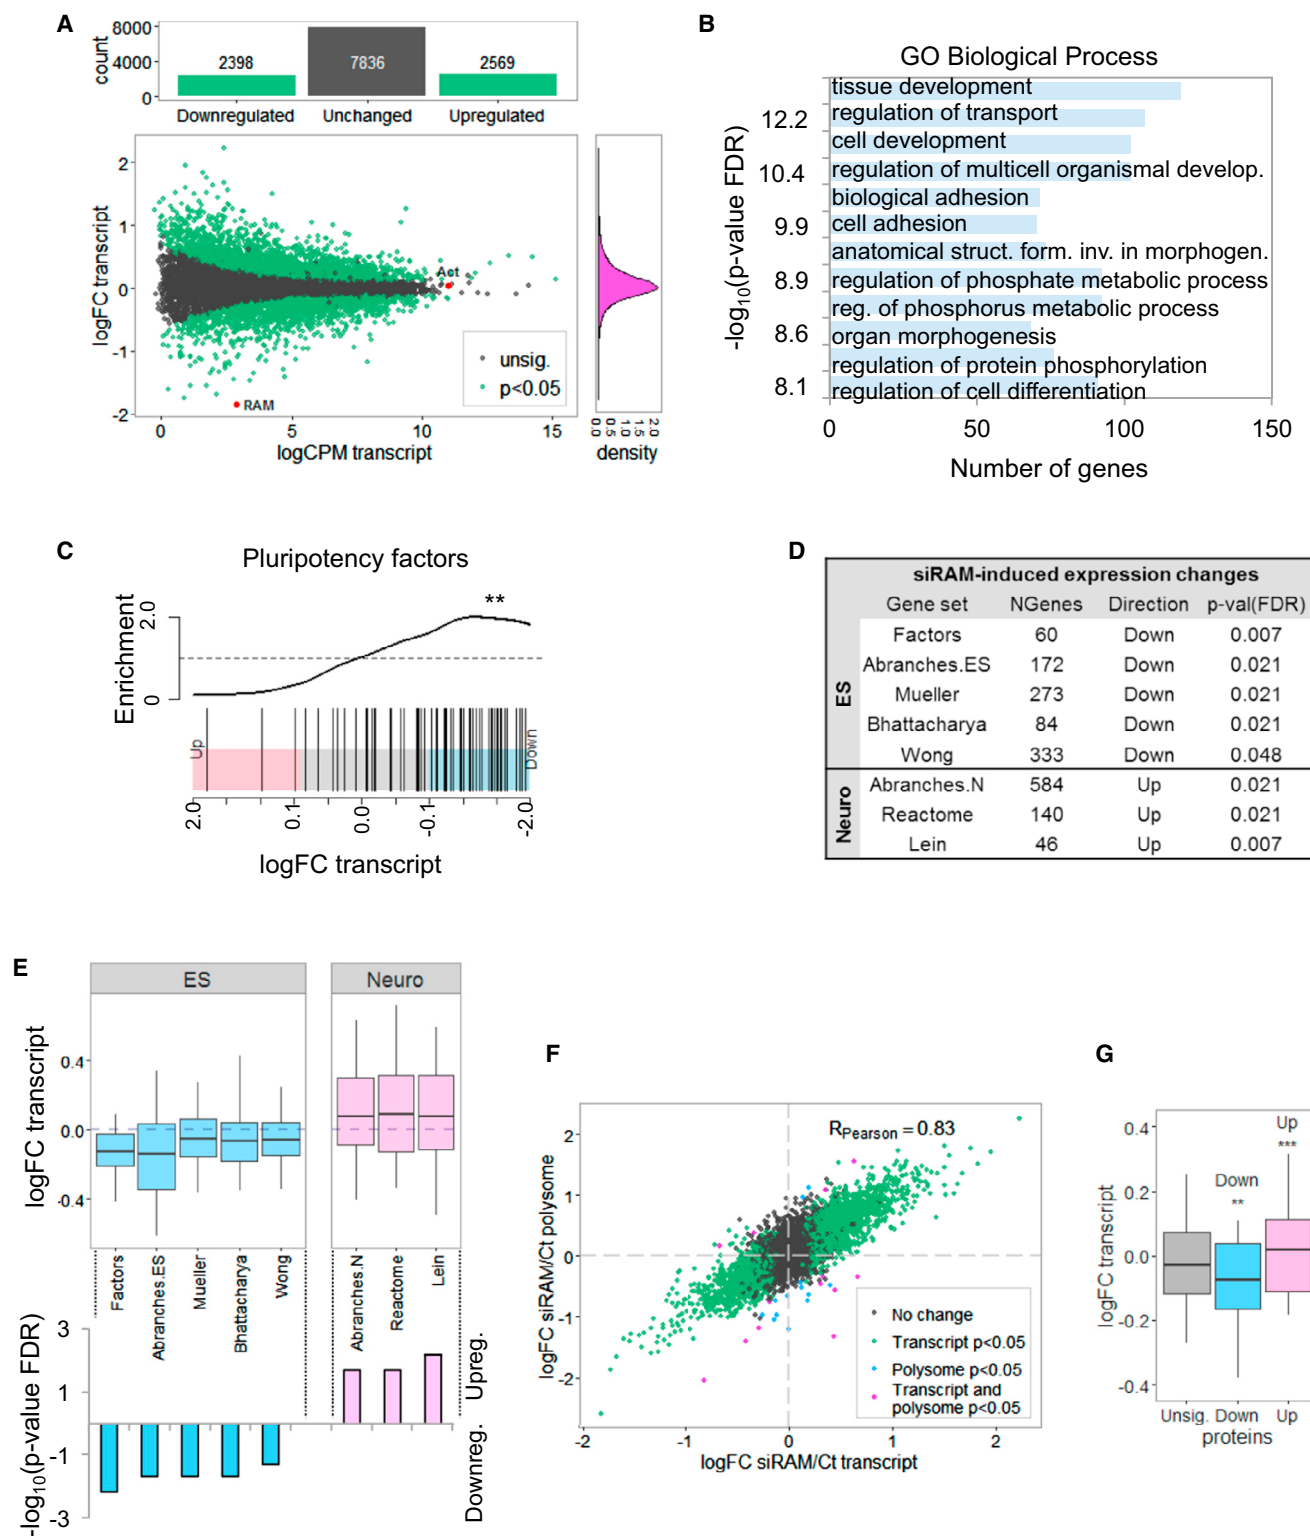

**Figure 3. RAM Regulates a Subset of Pluripotency-Associated Genes**

(A) Summary of siRAM/control RNA-seq analysis. Number of up- and downregulated genes, scatterplot of transcript log2 fold change (logFC) against transcript abundance (log2 counts per million [logCPM]), and data distribution are shown. RAM and Actin are marked.  $p < 0.05$  represents corrected  $p$  value  $< 0.05$ .

(B) Most enriched GO Biological Process terms for genes up- or downregulated at least 0.5 logFC.

(C) RAM siRNA-induced transcript changes of pluripotency-associated factors (barcode plot). See also Figure S5.

(legend continued on next page)

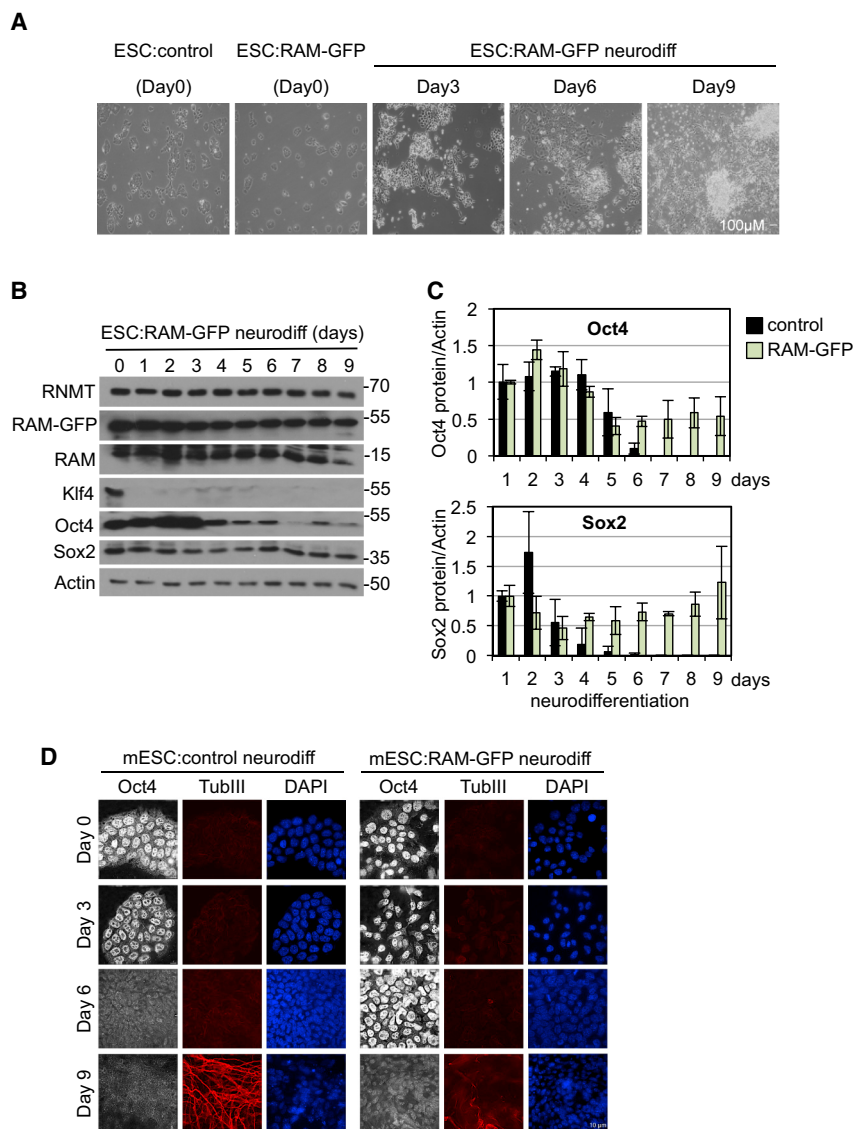

Oct4 and Sox2 was partially maintained in ESC:RAM-GFP during differentiation, whereas in control cells, their expression is repressed by day 6 (Figures 1, 4B, and S2A). Quantitation of four independent experiments revealed that Oct4 and Sox2 expression decreases during the initial days of differentiation; however, later during differentiation (days 5–9), Oct4 and Sox2 expression plateaus (Figure 4C). IF analysis indicated that preventing RAM repression delayed and impaired differentiation (Figure 4D). During differentiation of control ESCs, Oct4

#### Figure 4. Sustained RAM Expression Maintains Pluripotency Markers during Differentiation

(A) ESC:RAM-GFP or control cultured in a 9-day neural differentiation protocol. Phase-contrast images are shown. Scale bar, 100  $\mu$ m.  
(B) Protein detected by WB.  
(C) Oct4 and Sox2 protein level quantitated in three independent experiments. Mean and SD are presented.  
(D) Oct4 and tubulin III detected by IF.  
See also Figure S8.

expression was minimal by day 6, and expression of the neural marker tubulin III was observed in neurites on day 9. In ESC:RAM-GFP, Oct4 expression was distinct on day 6 and detectable on day 9, and tubulin III was visible on day 9 but less extensive compared to that seen in control cells.

#### RAM Expression Is Dependent on Oct4 and Sox2

Since RAM controls gene expression in ESCs and during neural differentiation, we investigated the mechanisms that regulate its expression. Initial investigation focused on the pluripotency-associated transcription factors Oct4, Sox2, Klf4, and Nanog (Figures 5A–5C). Inhibition of Oct4 and Sox2 expression by single or siRNA pool transfection resulted in a reduction in RAM protein expression, whereas inhibition of Klf4 and Nanog did not. Consistent with previous studies, transfection of Oct4 or Sox2 siRNA reduced expression of Klf4 and Nanog (Figure 5A) (Dunn et al., 2014). It is possible that RAM is repressed in response to severe disruption of this trans-

criptional network rather than specifically in response to Oct4 and Sox2 inhibition. Regulation of RAM expression did not appear directly transcriptional; suppression of Sox2 and Oct4 did not result in RAM transcript loss (Figure S9), and RAM transcript loss did not accompany RAM protein loss during neural differentiation (Figure 1F). Characterization of RAM regulation focused on Sox2 rather than Oct4, since inhibition of later results in overt toxicity. The reduction in RAM expression resulting from Sox2 suppression was reversed by addition of a proteasome

(D) RAM siRNA-induced directional transcript changes for ESC- or neural-specific gene sets (see Experimental Procedures for a sets description).

(E) Boxplot representation of (D). p values (false discovery rate [FDR]) are log10 transformed and shown below or above axis for down- or upregulated gene sets, respectively.

(F) Scatterplot of expression changes at transcript and polysome level.

(G) Boxplot of transcript changes of proteins unchanged (unsig.), downregulated, or upregulated in mass spectrometry analysis (Figure S6). Gene set tests performed with ROAST (see Experimental Procedures). \*\*p < 0.01, \*\*\*p < 0.001. Boxplot whiskers span from the 5th to 95th percentiles.

See also Figures S5–S7.

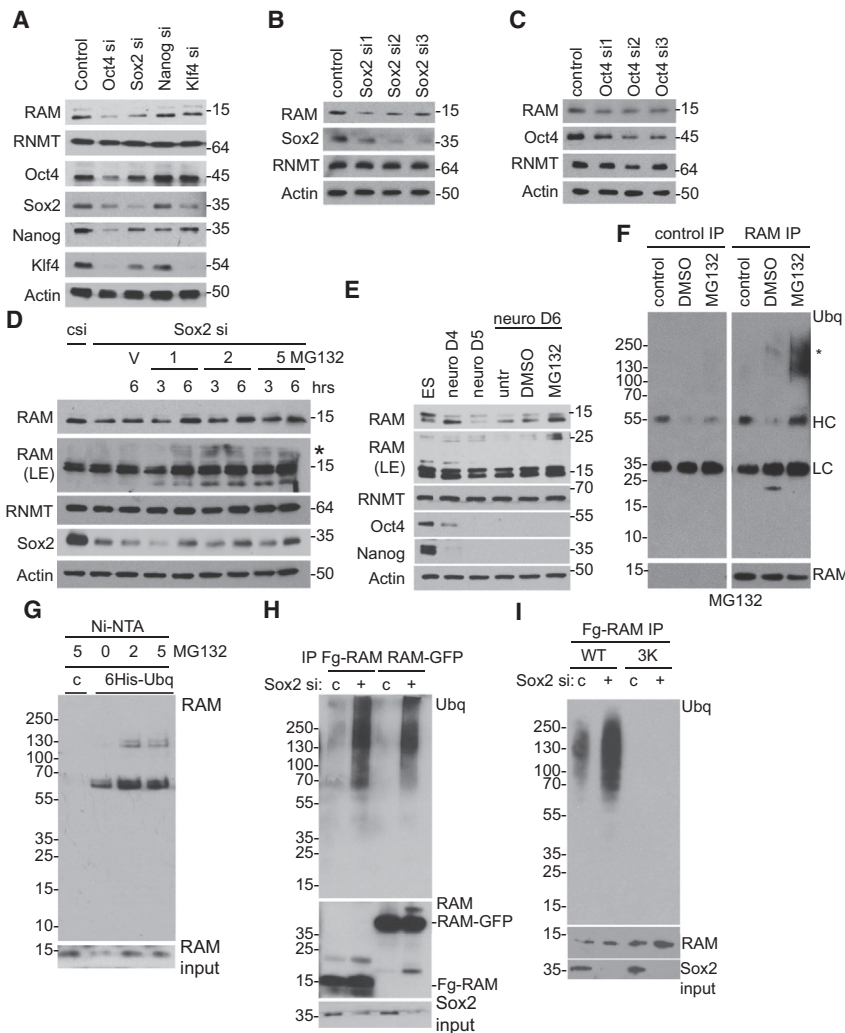

**Figure 5. RAM Is Ubiquitinated and Degraded by the Proteasome**

(A–C) Expression of Oct4, Sox2, Klf4, and Nanog inhibited by transfection of siRNA pools (A) or independent siRNAs (B and C) for 72 hr. Proteins were detected by WB.

(D) ESCs were transfected with Sox2 siRNA for 72 hr, then 1, 2, or 5  $\mu$ M MG132 was added for the time indicated. WB analysis is shown. LE indicates long exposure, and the asterisk (\*) indicates high-molecular-weight protein.

(E) ESCs subject to neural differentiation. On day 6, cells were treated with 2  $\mu$ M MG132 or DMSO control for 3 hr.

(F) Neural differentiation on day 7. Immunoprecipitations were performed on cell extracts using anti-RAM or control antibodies. Asterisk (\*) indicates high-molecular-weight ubiquitinated proteins detected by WB. LC, light chain; HC, heavy chain.

(G) ESCs expressing 6His-ubiquitin (6His-Ubq) or control (c) incubated in 2 or 5  $\mu$ M MG132 for 4 hr. Extracts subject to Ni-NTA agarose pull-down and WB.

(H) ESC:Fg-RAM or RAM-GFP transfected with Sox2 siRNA for 72 hr. Fg-RAM and RAM-GFP were purified via tags. RAM and high-molecular-weight ubiquitinated protein was detected by WB.

(I) As in (H), except Fg-RAM WT and 3K were expressed.

See also Figure S9.

inhibitor MG132 (Figure 5D). Treatment with MG132 resulted in high molecular weight smear visible in the RAM western blot, consistent with an unstable pool of modified RAM. Furthermore, loss of RAM during neural differentiation was rescued by treatment with MG132, accompanied by high-molecular-weight RAM protein (Figure 5E).

Since covalent linkage of ubiquitin can mark proteins for degradation, we investigated whether RAM is ubiquitinated prior to degradation. RAM IPs from day 7 neural precursors included high-molecular-weight ubiquitinated protein, which increased following proteasome inhibition, consistent with an unstable pool of RAM-ubiquitin (Figure 5F). RAM was confirmed to be ubiquitinated by purification in denaturing conditions covalently linked to 6His-ubiquitin via nickel-charged resin (Figure 5G). When Sox2 expression was inhibited by siRNA transfection, RAM ubiquitination increased (Figure 5H). This result was observed with Fg-RAM and RAM-GFP, which were transfected and purified via their tags. Since ubiquitin conjugates to lysine residues, point mutations were made to map ubiquitination sites (K10N, K24R, and

of these mutants were toxic and poorly expressed, precluding robust conclusions being drawn.

### ERK1/2 Phosphorylation of RAM S36 Promotes Ubiquitination

We characterized the signaling pathways that trigger RAM ubiquitination and degradation during differentiation. We observed that RAM is phosphorylated on serine 36 (S36) and investigated the impact of this modification on ubiquitination and degradation. ESC lines were created expressing Fg-RAM WT and S36A to ablate phosphorylation. Basal levels of Fg-RAM WT and S36A-ubiquitination were detected in untreated controls (Figure 6A). On MG132 treatment, Fg-RAM WT and S36A-ubiquitin increased, indicating that these ubiquitin conjugates are degraded by the proteasome in ESCs. Despite being expressed equivalently, Fg-RAM S36A exhibited reduced ubiquitination compared to WT, indicating that S36 phosphorylation is important (albeit not essential) for this modification. Note that the DMSO used as a vehicle control reduces basal RAM ubiquitination, the reasons for which are unclear, but DMSO is routinely observed to influence enzyme function.

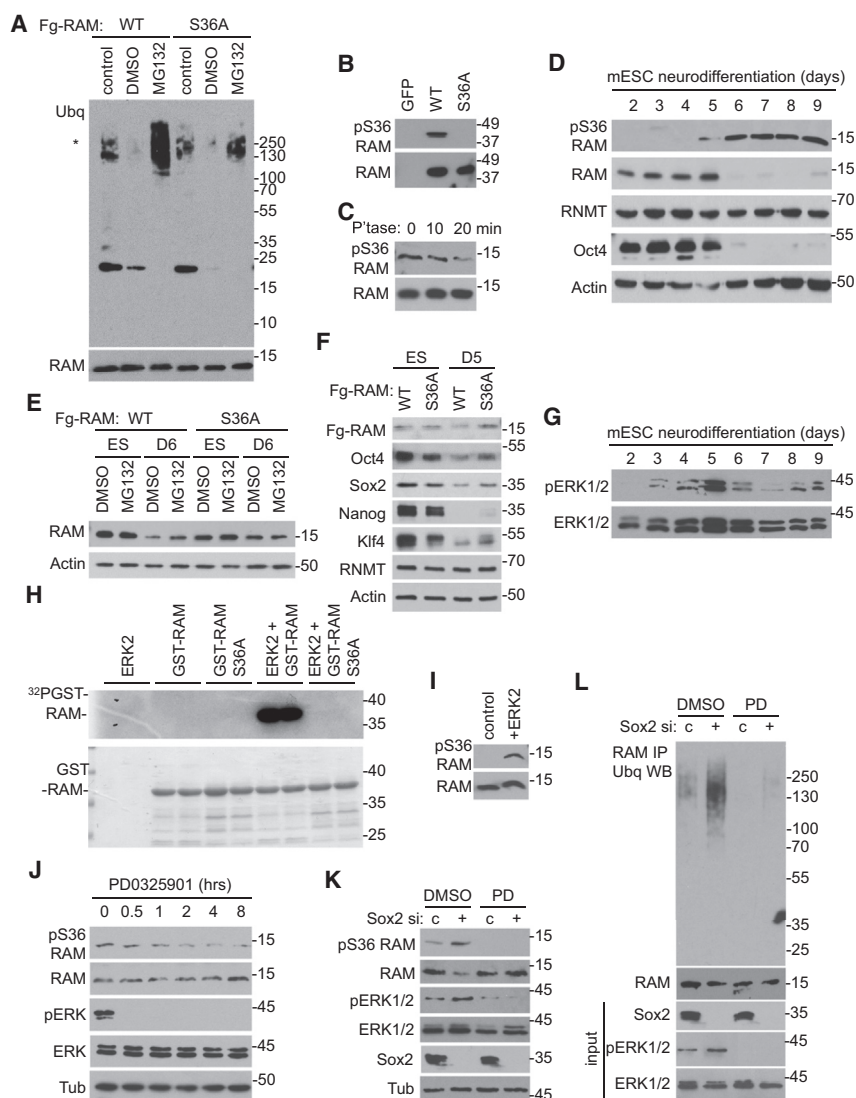

**Figure 6. ERK-Dependent S36 Phosphorylation Targets RAM for Degradation during Differentiation**

(A) Fg-RAM WT or S36A purified from ESCs treated with 5  $\mu$ M MG132, DMSO control, or untreated for 3 hr. RAM and ubiquitinated protein detected by WB. (B) RAM-GFP WT and S36A and GFP alone (purified) and WBs were performed to detect pS36 RAM and total RAM. (C) ESC extracts treated with lambda phosphatase for the time indicated, and pS36 RAM and total RAM were detected. (D) ESCs subjected to neural differentiation protocol. Extracts were analyzed by WB on the days indicated. (E) Fg-RAM WT and S36A expressed in ESCs. ESCs and day 6 neural precursors, pre-treated with 2  $\mu$ M MG132 or DMSO control for 3 hr, were analyzed by WB. (F) As in (E), except expression of Oct4, Nanog, and Sox2 was analyzed in day 5 neural precursors. (G) Expression of pERK1/2 and ERK1/2 analyzed by WB during neural differentiation. (H) 50 ng ERK2 incubated with 1  $\mu$ g GST-RAM WT or S36A and  $^{32}$ PATP for 1 hr at 37°C. Phosphorylated protein was detected by film. GST-RAM was visualized by Coomassie staining. (I) 10 ng GST-RAM subject to in vitro kinase assay with ERK2 or control analyzed by WB. (J) Day 5 neurodifferentiated cells treated with 1  $\mu$ M PD0325901 for the time indicated and proteins detected by WB. (K) ESCs transfected with Sox2 siRNA or control for 72 hr and treated with 1  $\mu$ M PD0325901 or DMSO for 12 hr. Extracts were analyzed by WB. (L) As in (K), except cells were treated with 2  $\mu$ M MG132 for 2 hr prior to WB analysis. Top: RAM was immunoprecipitated and ubiquitin detected. See also Figure S10.

How the deposited data were processed for this re-analysis (not part of the article)

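The deposited data are RNA-seq counts from 46C mouse ESCs, a line with GFP at the Sox1 locus, harvested 48 hr after transfection with a RAM siRNA or a non-targeting control siRNA. Each siRNA has 4 replicates, and each replicate has a library of the cytoplasmic lysate (input) and a library of pooled polysome fractions, 16 libraries in all. The authors checked the reads with FastQC, mapped them to GRCm38 with STAR and counted them on Ensembl genes with htseq-count, and they deposited the raw counts per gene without normalization or a filter on low counts. The strand and overlap settings of htseq-count and the annotation release are not in the paper's text. Libraries were made from RNA depleted of ribosomal RNA and keep the strand. The table has 46983 genes, 29364 of them with a count in at least 1 library, and 0 columns belong to other samples. Libraries held between 16647523 and 20147833 counts. In input, the 10 genes with the most counts took 10.9% to 11.9% of the counts of control libraries and 12.4% to 13.4% of those of RAM siRNA libraries, and in polysomes 4.99% to 5.89% and 5.00% to 6.15%. Any pair of libraries of the same group differed by more than counting noise, with a chi-square per gene between 5.09 and 34.7 in input and between 24.3 and 334.2 in polysomes, so no library is a copy of another of its group. Libraries of different groups were not compared in this way.

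Samples were grouped by fraction and siRNA as the labels and the column names of the count table give them. The genes tested were the 12805 with at least 1 CPM in at least 10 of the 16 libraries, the filter of the paper's methods. Library sizes were scaled by TMM. RAM siRNA and control libraries were compared in input, in polysomes, and as the difference between both (polysome loading) with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The comparisons within a fraction used the 8 libraries of that fraction, and polysome loading used all 16. The paper's text names edgeR and ROAST but no test within edgeR and no factor for the replicate, and the comparisons were first made without one. Since libraries with the same replicate number differed from their group means in the same way, each comparison was also made with a factor for the replicate number (a replicate block). Gene sets were tested with ROAST on the input libraries with a fixed seed, for which the smallest possible p is 1e-04, and p-values were adjusted over the 3 sets. The sets were the genes of Figure S5 and the genes of the repressed and of the induced proteins of Table S5. Exact permutation tests compared 4 with 4 libraries without regard to the replicate number. CPM values are given as mean and SD of 4 libraries, and log2 fold changes with the standard error of the fit. Log2 CPM of sets used a pseudocount of 0.5.

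The comparisons, the rule by which genes are named and most of the alternatives were set before the data were examined. The genes named follow that rule. They are Ramac, Rnmt and Actb, and the pluripotency factors and neural markers the paper names. They also include the translation factors, ribosomal proteins and tRNA synthetases it names as RAM regulated. The INO80, Paf1 complex and TFIID genes of Figure S5 follow, with its 3 largest falls and rises. To these were added the 5 largest falls and the 5 largest rises in input among genes past the threshold, with a mean of at least 10 CPM and the same direction in all 4 same-numbered pairs, and the gene with the smallest p for polysome loading in each direction. Cdc73, Cep55, Esrp1, Kmt2d, Gm42418, Zfp783 and Ifit2 were named after their values were seen.

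The alternatives were DESeq2 1.42.0, the likelihood ratio and exact tests of edgeR, limma-voom (limma 3.58.1) with and without sample quality weights, RLE, upper-quartile and library-size scaling, 4 other filters on low counts, the replicate block, a factor for each culture, all 16 libraries in one fit, an adjusted p under 0.01, a test against a change of 1.2-fold, and each library left out in turn. For the sets, camera, the floormean statistic of ROAST and the polysome libraries were also used. The likelihood ratio test, limma-voom, DESeq2 and a robust quasi-likelihood test each with the replicate block, the replicate block within each fraction, the replicate block in polysome libraries for the sets, and unadjusted p-values for polysome loading were chosen after seeing the data.

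The pipeline was tested on simulated data with the library sizes of the real ones, the spread of the input libraries under the replicate block, planted changes of 1 on the log2 scale and a replicate effect with an SD of 0.15. The larger replicate differences of the real polysomes were not simulated, so the test shows that the steps run as intended and not the power in the real libraries. The quasi-likelihood test without a block recovered most of the genes changed in the simulation in input and in polysome loading, the shifted set passed the threshold, and a planted 7-base sequence in 3′ UTRs ranked first. Sequences in 3′ UTRs were examined with the GENCODE annotation of GRCm38 in Python 3.11.15 with scipy 1.17.1. For each sequence of 7 bases, log2 fold changes of the 11732 tested genes with a 3′ UTR were regressed on presence, length and GC content of the 3′ UTR.

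The proteomic, immunoblot, polysome profile and differentiation experiments have no deposited counts and were not analysed here. The GO lists and the ESC and neural gene sets of Fig. 3 were not analysed here because no list of their genes was found in the paper's files that could be read. Sequencing counts carry no information on the total amount of polysomal RNA, so a change shared by all transcripts cannot be seen in them.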

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

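Of the tests given here, those of 3′ UTR matches for Syap1, of genes below the filter with their common rise taken out and of other splits for the replicate block within each fraction were chosen only after the result was seen.

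In 4 of 102 groups of 4 libraries examined, 1 library lay far from the other three, where chance gives 5.1 groups. In control input, Ctr9 had 88.3 CPM in replicate 3 against 95.2 to 96.3 in the others, and Sox1 had 8.76 CPM in replicate 3 against 5.52 to 6.05. In RAM siRNA input, Ramac had 2.78 CPM in replicate 2 (46 counts) against 3.24 to 3.28 (56 to 58 counts). The mean log2 CPM of the genes of induced proteins was 6.41 in replicate 4 of control input and 6.44 to 6.45 in the others. The number of such groups is no larger than chance gives, although 2 of the 4 fall in the same library, replicate 3 of control input. The design has no condition that sets a single replicate apart, so no biological explanation was tested.

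The change after RAM siRNA differed between polysomes and input for Syap1 and Cep55, by -1.28 and -1.03 on the log2 scale, with the replicate block within each fraction (adjusted p = 0.00242 and 0.00217). Over the alternatives for polysome loading, the adjusted p of Syap1 ran from 4.0e-05 to 1. Without a block 0 genes passed the threshold, and 100 had an unadjusted p under 0.05. Cep55 was named after its values were seen. Among the 8 splits of the cultures that part all 4 same-numbered pairs, only the real split, 1 of 8, gave as many as 2 genes in the fit with the block within each fraction, and the other 7 gave 0. With 8 splits the share cannot fall under 0.05, so this test cannot tell the 2 genes apart from what chance gives. A candidate explanation for Syap1 is a match to the RAM siRNA, since its 3′ UTR contains the 8 bases TACTATCA in 2 copies, and 3 genes have 2 or more. In the other 152 genes that contain TACTATCA, the change in polysome loading was lower than in genes without it by a mean of -0.04 (-0.0392 ± 0.018, SD, n = 4 same-numbered pairs), below 0 in 4 of 4 pairs. This mean over many genes is far smaller than the change of Syap1, which was picked for its size and has 2 copies, so it neither sets the match aside nor shows it to be the cause. Cep55 has only the 6 bases ACTATC, and reads shared with other genes were not tested for either gene, so a biological difference in ribosome loading is not set apart from these.

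Among genes below the filter of the paper's methods, which the paper did not analyse, 247 of 15657 had an adjusted p under 0.05 in input in a fit of all genes with enough counts to be fitted, 45 lower and 202 higher (81.8% higher). Unadjusted p was under 0.05 for 1204. The replicate block gave 98 lower and 407 higher. Of the 247 genes, 229 changed in the same direction in polysomes, which come from the same cultures. The median count per library of the 247 genes was 14.25. Of the 8 splits that part all 4 same-numbered pairs, 1, the real one, gave as many genes, and none of the other 7 gave more than 2, although 8 splits cannot give a share under 0.05. A general rise of genes with few counts may explain why most are higher, because the 3741 genes below the filter with a mean of at least 5 counts that were not called had a median log2 fold change of 0.13 (0.130). Zfp783 (1.09, adjusted p = 3.5e-07, 50 to 74 counts in control and 104 to 143 in RAM siRNA libraries, overlapping Zfp956 on the same strand) and Ifit2 (-1.48, adjusted p = 5.4e-05, 29 to 50 and 10 to 18 counts) were chosen after their values were seen. Those genes were picked for not being called, so the rise was also taken over all 3952 genes below the filter with a mean of at least 5 counts, called or not (median 0.15). With this median taken out of each gene below the filter, 80 were lower and 112 higher (58.3% higher). Taking out a common median moves this balance toward even whatever its cause, so the smaller excess cannot tell whether a general rise explains it. Genes were still called in both directions, so a common shift of this size did not account for the calls as such. The test also does not tell a technical rise from a biological one.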

How the results depend on the processing

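Chosen after the values were seen were the likelihood ratio test, limma-voom, DESeq2 and the robust quasi-likelihood test each with the replicate block, the replicate block within each fraction, the replicate block in polysome libraries for the sets, and unadjusted p-values for polysome loading. For each change given here, the cause was not tested, except that the pairing of same-numbered libraries (mean r 0.499 in input and 0.777 in polysomes) is what the replicate block removes.

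In input, 761 genes were lower, 890 higher and 1651 changed, and 11 of the 20 alternatives that keep all libraries gave a number of changed genes within 1.5 times of this. The other alternatives gave, in that order, 1716, 1974 and 3690 genes with limma-voom and sample quality weights, and 2433, 2595 and 5028 with the replicate block. With the block, the likelihood ratio test gave 2558, 2743 and 5301 genes, limma-voom 2431, 2603 and 5034, DESeq2 1551, 1598 and 3149, and the robust test 2462, 2610 and 5072. Fewer genes were called in all 16 libraries in one fit (86, 100 and 186), in the test against 1.2-fold (157, 222 and 379) and at an adjusted p under 0.01 (283, 336 and 619). Across the 8 fits that each left out one library, the numbers ran from 426 to 1149, from 482 to 1357 and from 913 to 2506. Of the genes called, 46.1% were lower with TMM, 39.8% with upper-quartile scaling and 51.8% with library size alone. Genes changed by at least 0.5 on the log2 scale (282 lower, 476 higher) moved by more than 1.5 times at an adjusted p under 0.01 (171 and 264) and, for rises, with sample quality weights (730).

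In polysomes, where 3 genes were lower and 0 higher (1152 with an unadjusted p under 0.05), limma-voom and the other scalings gave the same numbers. Lower and higher genes numbered 144 and 156 with DESeq2, 69 and 131 with the likelihood ratio test, 68 and 127 with the exact test, 319 and 579 with sample quality weights, and 249 and 204 with all 16 libraries in one fit. They numbered 10 and 8 with edgeR's filterByExpr, 18 and 21 with no filter, 9 and 9 with 1 CPM in 4 libraries, and 9 and 5 with 10 counts in every library. Under the replicate block they numbered 636 and 1239, with the likelihood ratio test added 808 and 1530, with limma-voom 630 and 1223, with DESeq2 616 and 972, and with the robust test 629 and 1225. At an adjusted p under 0.01 there were 0 lower genes. The fits that each left out one library gave from 0 to 17 lower and from 0 to 31 higher genes.

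For polysome loading, 0 genes passed the threshold (100 with an unadjusted p under 0.05), and 13 of the 21 alternatives that keep all libraries and all 16 that leave one out also gave 0. The number with an unadjusted p under 0.05 depended on single libraries. It was 59 without replicate 3 of RAM siRNA input, 234 without replicate 4 of RAM siRNA polysomes and 395 without replicate 2 of RAM siRNA polysomes. DESeq2 and the likelihood ratio test each gave 1 gene, Syap1. Sample quality weights, the replicate block within each fraction, and the likelihood ratio test and DESeq2 with the replicate block each gave 2, Syap1 and Cep55. Over all alternatives the adjusted p of Syap1 ran from 4.0e-05 to 1. Unadjusted p-values gave 100 genes without a block and 164 with a factor for each culture.

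The mean log2 fold change of the Figure S5 set kept its direction and stayed past the threshold in all 17 alternatives, from -0.15 to -0.10, with an adjusted p from 9.8e-03 to 0.0473 across the fits that left out one library. The repressed protein set (-0.07, adjusted p = 0.0532) kept its direction in all 16 alternatives. It was past the threshold with the floormean statistic (-0.070, adjusted p = 0.0295), camera (-0.070, 0.0250), the replicate block (-0.072, 0.0054), the replicate block in polysome libraries (-0.088, 0.0395) and no filter (-0.096, 0.0301). Across the fits that left out one library its mean ran from -0.099 to -0.055, with an adjusted p from 0.0101 to 0.127. The induced protein set (0.06) was no longer past the threshold with camera (0.063, adjusted p = 0.281) or in polysome libraries without the block (0.14, adjusted p = 0.273), and was so in the other 14 alternatives. Among them were polysome libraries with the block (0.089, adjusted p = 0.0395), and leaving out libraries gave 0.055 to 0.066.

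The median polysome loading of 1.02 was 1.01 as the median of same-numbered ratios, 0.939 with library size alone, 0.749 with no filter and 1.08 for genes with at least 10 mean CPM. Leaving out single control libraries gave 1.01 to 1.03. The correlation of changes in input and polysomes (r 0.817) was 0.945 among genes changed in input and ran from 0.697 to 0.819 when single libraries were left out.

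Of 1211 values of named genes under alternatives, 1034 kept their direction and side of the threshold, 110 passed the threshold, 43 no longer passed it and 24 reversed. The reversals were in 7 genes that were not past the threshold. Actb in input was -0.047 and Tubb3 in input -0.0438 with sample quality weights, and with libraries left out they ran from -0.11 to 0.14 and from -0.14 to 0.20. Leo1 in input was 0.011 and Taf11 in input 0.0022 with upper-quartile scaling, and they ran from -0.11 to 0.063 and from -0.087 to 0.032 with libraries left out. Taf10 in input was -0.013 with library size alone, -0.0078 with filterByExpr and -0.018 with no filter, and ran from -0.038 to 0.036. Sox1 ran from -0.022 to 0.25 and Taf13 from -0.073 to 0.0055 with libraries left out. The counts of Ramac in RAM siRNA polysomes, 5 to 45 per library, limit the precision of its fall there (standard error 0.55 on the log2 scale).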

Differences from the paper's values

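No test in this part was chosen after its result was seen, apart from the alternatives marked so where they occur.

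The paper reports 2398 genes lower in input, and 761 were lower here. Of the 24 alternatives set before the data were examined, the replicate block (2433) and limma-voom with sample quality weights (1716) lie within 1.5 times of the paper's value, and the other 22 do not. For higher genes, the paper reports 2569 against 890 here, and the replicate block (2595) and sample quality weights (1974) lie within it, while the other 22 do not. Chosen after seeing the values, the replicate block with the likelihood ratio test gave 2558 lower and 2743 higher genes, with limma-voom 2431 and 2603, with the robust quasi-likelihood test 2462 and 2610, and with DESeq2 1551 and 1598. The paper's share of about 20% of genes dependent on RAM compares with 5.94% of tested genes lower here, with 19.0% under the replicate block and 13.4% with sample quality weights, and with none of the other 22 alternatives within it. Of the paper's Table S1 only the part with 1998 genes could be read. For these, log2 fold changes in input differed from the paper's by at most 5.9e-05 with the replicate block and by at most 0.03 without it. The logarithms of the input p-values had a Pearson r with the paper's of 0.998 with the block and 0.932 without it. Genes are not independent replicates. The median ratio of the p-values here to the paper's was 1.001 with the block and 3 without it. For the 1998 genes, these values argue against a fit without the block as the source of the paper's input values.

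The paper reports 26 genes with changed polysome loading, and 0 were found here, with 100 at an unadjusted p under 0.05. None of the 30 alternatives set before the data were examined reached the paper's number. DESeq2 and the likelihood ratio test gave 1 gene and sample quality weights 2. Chosen after seeing the values, the replicate block within each fraction, the likelihood ratio test with the replicate block and DESeq2 with the replicate block each gave 2 genes, unadjusted p-values without a block gave 100, and unadjusted p-values with a factor for each culture gave 164. Of the 1998 genes in the part of the paper's Table S1 that could be read, 3 have a p-value of the paper's under 0.05 for polysome loading, and 0 do after Benjamini-Hochberg adjustment over these genes alone. The paper's log2 fold changes of polysome loading differed from those here by at most 5.5e-07 without a block, 0.21 with the replicate block and 0.40 with a factor for each culture, and the logarithms of the p-values without a block had a Pearson r of 0.911 with the paper's over these genes, which are not independent replicates.

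The paper's ROAST p of the set of genes implicated in ESC function is 0.002, and the value here was 0.0091. None of the 16 alternatives set before the data were examined lies within 1.5 times of it. The nearest were the replicate block (0.0013) and the floormean statistic (0.0033). These are unadjusted ROAST p-values, and the paper's text does not say whether its value was adjusted. After Benjamini-Hochberg adjustment over the sets tested, the ROAST p with the replicate block was 0.00195, close to the paper's 0.002. For the transcripts of repressed proteins, the paper's ROAST p is 0.01 and the value here was 0.0532. Of 15 alternatives set before the data were examined, the fit without replicate 4 of RAM siRNA input (0.0067) lies within 1.5 times of it. The other 14 do not, the replicate block (0.0054) among them.

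The paper states that Oct4 and Klf4 transcripts were repressed with significance. Both were lower, with adjusted p of 0.231 and 0.288 without the replicate block, and they passed the threshold with it (0.00113 and 0.0200). Over the alternatives, the adjusted p of Pou5f1 ran from 1.2e-04 to 0.953 and that of Klf4 from 0.0149 to 0.820. The paper states that components of the Paf1 and TFIID complexes were suppressed. Rtf1 (-0.18), Taf5 (-0.24), Taf12 (-0.20) and Ak6 (-0.27) were lower, with adjusted p of 0.247, 0.111, 0.133 and 0.165 without the replicate block and 0.0158, 0.0131, 0.0185 and 0.0138 with it. Paf1 rose by 0.19, Ctr9 by 0.04, Ccdc73 by 0.07 and Taf10 by 0.01 on the log2 scale, and Leo1, Taf11 and Taf13 were -0.01, -0.01 and -0.04, of which Leo1, Taf10, Taf11 and Taf13 changed sign in some alternatives. The paper states that transcripts of the repressed proteins were repressed with significance, and their mean of -0.07 had an adjusted p of 0.0532 without the replicate block and 0.0054 with it. Camera (0.0250) and the floormean statistic (0.0295) were also past the threshold.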

Other observations

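Chosen only after the result was seen were the test of abundant genes under scaling by library size, the correlations after removal of length and GC trends, the test of polysome loading with the replicate block for differences left in the residual and the test of the 3′ UTR sequence that goes with rises.

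The 8 input libraries can be split into 4 and 4 in 35 ways, and 8 of these part all 4 same-numbered pairs, as the real split does. Of those 8, 1 gave as many changed genes in input as the real split (1651), and the other 7 gave 0. The same held with the replicate block (1 of 8, 5028 genes against 0), in polysomes without it (1 of 8, 3 genes against 0) and with it (1 of 8, 1875 genes against 0). The set means gave the same count, 1 of 8 for the Figure S5 set (0.13 from 0, against at most 0.07), 1 of 8 for the repressed protein set (0.07 against at most 0.05) and 1 of 8 for the induced protein set (0.06 against at most 0.04). For polysome loading without a block, 8 of 8 splits gave as many genes as the real one, since all gave 0 (100 genes with an unadjusted p under 0.05 in the real split). With 8 splits no share can be under 0.05, so chance cannot be set aside by this count alone. The splits that keep some same-numbered libraries together carry the replicate differences. The split of replicates 1 and 2 against 3 and 4 gave 3802 genes in polysomes and 2049 for polysome loading, more than RAM siRNA did. In input the largest number over all other splits was 495. For the repressed protein set, 4 of the 35 splits were as far from 0 as the real one.

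Gene length, GC content, library size and a few abundant genes were tested as technical explanations of the changes in input. After each library's trend with transcript length was removed, 1823 genes were called without the replicate block and 5252 with it, against 1648 and 5021 for the same genes before. After the trend with GC content was removed, 1651 and 5084 were called. Without the block, the Spearman rho of the log2 fold changes with length was -0.0119 before removal and 0.0029 after it, and that with GC content 0.13 before and -0.00107 after, although genes are not independent replicates. The median total of RAM siRNA libraries was 0.971 of that of control libraries. The totals of both groups overlapped, and no further correction for them was made. The 10 genes with the most counts took a larger share in every RAM siRNA library than in any control library. Without them 1651 genes were called, the same number as with them, but TMM already trims such genes, so this says little. With scaling by library size, which does not trim them, 1627 genes were called with these 10 genes (842 lower, 785 higher) and 1650 without them (725 lower, 925 higher), so they moved the balance of falls and rises under that scaling but not the number. The log2 fold changes thus had little trend with length, but removing each library's length trend raised the number of changed genes. Removing the trend with GC content left the number nearly as it was. Neither removal lowered it.

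For polysome loading, fewer genes than evenly spread p-values would give had an unadjusted p under 0.05. This was also so in each fit that left out a library, although the number ran from 59 to 395. Replicate differences left in the residual are a candidate explanation. With a replicate block the share was 2.05% and with a replicate block within each fraction 4.97% (95% Wilson interval 4.61% to 5.36%), against 0.78% without a block. In the last fit the interval holds the share that evenly spread p-values give, with no excess of small p-values, and bins of 0.05 held between 575 and 688 genes, against between 100 and 1176 without a block. The interval takes genes as independent, which they are not, and does not measure the spread between libraries. The shortfall was thus not seen in the fit with replicate differences within each fraction, although leaving out single libraries was not tried in that fit. The simulated data had smaller replicate differences than the real polysomes, so low power with 4 libraries per group is not excluded as a reason for the low count.

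Short sequences in 3′ UTRs went with the changes in input. An siRNA can lower other transcripts whose 3′ UTR matches the first bases of its guide strand, so a single 7-base sequence should stand out, and it should occur in the targeted transcript. Of all sequences of 7 bases, ACTATCA had the strongest link to falls (t = -12.8 over 11732 genes), where the strongest unrelated sequences had t of -3.96 and 3.98. Its extension TACTATCA occurs 1 time in the Ramac transcript, in the coding part of exon 3, on chromosome 7 of GRCm38 from 81768496 to 81768503, and 8.14% of all 7-base sequences occur in that transcript. Genes with the 8 bases had a mean log2 fold change of -0.19 (153 genes), those with ACTATCA alone -0.12 (465), with TACTATC alone -0.08 (255), with ACTATC alone -0.02 (714) and without any of them 0.04 (10145). The difference between genes with and without ACTATCA was -0.15 ± 0.02 in input and -0.19 ± 0.03 in polysomes (SD, n = 4 same-numbered pairs). Of the genes lower in input with a 3′ UTR, 136 of 740 (18.4%) contain ACTATCA, against 4.55% of genes not called, an excess of 102.3 genes or 13.8% of the lower genes (8.07% with the replicate block). The 3′ UTRs of 3 of the 5 largest falls contain ACTATC, against 13.5% of genes, but only that of 1810037I17Rik has ACTATCA, and Ccn2, among the 5 largest rises, also contains ACTATC. A match to the RAM siRNA may therefore explain part of the falls, and this remains a hypothesis because the paper's text does not give the siRNA sequences.

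For rises, TGCTCAA had the strongest link (t = 10.6), and the mean log2 fold change grew with the match, from 0.01 with the 6 bases TGCTCA (2194 genes) to 0.09 with TGCTCAA (686) and 0.14 with TTGCTCAA (238). Genes without any of these had a mean of 0.0108 (7710 genes), against 0.0126 with the 6 bases alone. TGCTCA without an extension thus went with almost no rise. The difference was 0.10 ± 0.01 in input and 0.12 ± 0.01 in polysomes (SD, n = 4 same-numbered pairs). TTGCTCAA occurs 0 times in the Ramac transcript. Of the higher genes 133 of 826 (16.1%) contain TGCTCAA, against 7.41% of genes not called. A candidate explanation is a match to the control siRNA, whose loss in RAM siRNA cells would appear as a rise. The data hold 1 RAM siRNA and 1 control siRNA and cannot set this apart from a biological link to the same sequence.

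Matches in the 3′ UTRs of the set's own genes did not account for the fall of the Figure S5 set. Without the 17 genes whose 3′ UTR contains ACTATC or TGCTCA, the mean log2 fold change of the other 43 was -0.12 (-0.121), with 36 of them lower. Matches outside the 3′ UTR, and indirect effects of other transcripts lowered through a match, were not tested and are not set aside by this. Of genes called without the replicate block, 50.3% contain neither sequence, and of those called with it 56.6%, against 59.9% of all genes. Called genes thus contain such sequences more often than all genes do, more so without the block, and these shares do not show how many calls rest on them. The experiment used 1 of the RAM siRNAs of the paper, and phenotypes that the paper shows with other RAM siRNAs were not tested.

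Rnmt, which encodes the enzyme that RAM activates, rose by 0.37 on the log2 scale in input (standard error 0.11, adjusted p = 0.0389, higher in 4 of 4 same-numbered pairs) and was not past the threshold in 7 of 26 alternatives. Its 3′ UTR contains TGCTCA, which without an extension went with almost no rise. Figure S5 lists Ccdc73 under the Paf1 complex. The gene with the similar symbol Cdc73, chosen after its values were seen, fell by 0.55 (standard error 0.13, adjusted p = 0.0163, lower in 4 of 4 pairs), and its adjusted p ran from 5.4e-15 to 0.169 over the alternatives. Its 3′ UTR of 9721 bases contains ACTATC in 2 copies and TGCTCAA in 1. With the replicate block, 1642 genes were called in both input and polysomes in the same direction and 2 in opposite directions, both chosen after their values were seen. Kmt2d was -0.41 in input and 0.46 in polysomes, and Gm42418, which overlaps ribosomal RNA sequence, was 0.44 and -1.33. The difference between fractions had an adjusted p of 0.344 and 0.423 in the fit with the block within each fraction, so it was not past the threshold. Across the 96 genes of repressed and induced proteins, the paper's protein changes and the transcript changes in input had a Pearson r of 0.0302 and a Spearman rho of 0.173, and genes are not independent replicates. For its protein ratios the paper replaced absent signals with a constant, so a protein found in a single condition has an extreme ratio. Whether such ratios lower the r was not tested, and the genes were chosen for a changed protein.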
